# Dynamics of the compartmentalized *Streptomyces* chromosome during metabolic differentiation

**DOI:** 10.1038/s41467-021-25462-1

**Published:** 2021-09-01

**Authors:** Virginia S. Lioy, Jean-Noël Lorenzi, Soumaya Najah, Thibault Poinsignon, Hervé Leh, Corinne Saulnier, Bertrand Aigle, Sylvie Lautru, Annabelle Thibessard, Olivier Lespinet, Pierre Leblond, Yan Jaszczyszyn, Kevin Gorrichon, Nelle Varoquaux, Ivan Junier, Frédéric Boccard, Jean-Luc Pernodet, Stéphanie Bury-Moné

**Keywords:** Chromosomes, Bacterial genomics, Cellular microbiology, Metabolism

## Abstract

Bacteria of the genus *Streptomyces* are prolific producers of specialized metabolites, including antibiotics. The linear chromosome includes a central region harboring core genes, as well as extremities enriched in specialized metabolite biosynthetic gene clusters. Here, we show that chromosome structure in *Streptomyces ambofaciens* correlates with genetic compartmentalization during exponential phase. Conserved, large and highly transcribed genes form boundaries that segment the central part of the chromosome into domains, whereas the terminal ends tend to be transcriptionally quiescent compartments with different structural features. The onset of metabolic differentiation is accompanied by a rearrangement of chromosome architecture, from a rather ‘open’ to a ‘closed’ conformation, in which highly expressed specialized metabolite biosynthetic genes form new boundaries. Thus, our results indicate that the linear chromosome of *S. ambofaciens* is partitioned into structurally distinct entities, suggesting a link between chromosome folding, gene expression and genome evolution.

## Abstract (web summary)

*Streptomyces* bacteria have a linear chromosome, with core genes located in the central region and gene clusters for specialized metabolite biosynthesis found in the ‘arms’. Here, Lioy et al. show that such chromosome structure correlates with genetic compartmentalization, and the onset of metabolic differentiation is accompanied by a rearrangement of chromosome architecture.

## Introduction

Bacteria of the genus *Streptomyces* are amongst the most prolific producers of specialized metabolites with applications in medicine, agriculture, and the food industry^1^. The biosynthesis of these specialized metabolites (e.g. antibiotics and pigments) generally occurs after ‘metabolic differentiation’, a physiological transition from primary to specialized metabolism^2,3^. This transition coincides with morphological differentiation^4^ (i.e. formation of the secondary multinucleated mycelium, sporulation) that occurs late in the growth phase. These metabolic and morphological changes are controlled by highly interconnected regulatory mechanisms that have been studied mostly at the transcriptional, translational, and post-translational levels^4–7^. However, a clear link between global chromosome organization and metabolic differentiation has yet to be established.

*Streptomyces* possess an unusual linear chromosome. Moreover, its extremities, or ‘terminal arms’, contain terminal inverted repeats (TIRs) capped by telomere-like sequences. In addition, the chromosome is large (6–15 Mb) with an extreme GC content (circa 72%). Finally, the *Streptomyces* chromosome presents remarkable genetic compartmentalization, with a distinguishable central region and the terminal arms. The central region primarily contains core genes, common to all *Streptomyces* species, these being often essential^8–13^. The terminal arms are mainly composed of conditionally adaptive genes, in particular, enriched in specialized metabolite biosynthetic gene clusters (SMBGCs)^14^. In addition, they are prone to large DNA rearrangements and frequent recombination^12,15–19^. Importantly, many SMGBCs appear silent or poorly expressed under laboratory conditions, giving rise to the concept of ‘cryptic’ SMBGCs. The basis of the regulation of these clusters in relation to the overall genome dynamics remains to be explored.

The development of chromosome conformation capture (3C) methods coupled to deep sequencing provided novel concepts in bacterial chromosome biology^20,21^. Notably, pioneer studies revealed that bacterial chromosomes present a high degree of 3D-organization in macrodomains and/or ‘chromosome interacting domains’ (CIDs), mediated by multiple structural factors, including transcription and replication^22–29^. In this work, we explore the dynamics of *Streptomyces ambofaciens* ATCC 23877 linear chromosome during metabolic differentiation. This strain, well-studied for its genome organization and plasticity^12,16,17,30^, is industrially exploited for the production of spiramycin. By combining multi-omics approaches, we show that the dynamics of gene expression correlate with the folding of the linear chromosome of *S. ambofaciens* ATCC 23877 into transcriptionally active and silent compartments. Moreover, metabolic differentiation is accompanied by a huge rearrangement of chromosome architecture from a rather ‘open’ to ‘closed’ conformation, in which SMBGCs form new boundaries. Altogether, our results highlight a link between chromosome folding, gene expression and genome evolution.

## Results

### Genetic compartmentalization of the *S. ambofaciens* genome

The genetic compartmentalization of the *S. ambofaciens* ATCC 23877 genome was previously reported^12^. However, here we took advantage of the numerous available *Streptomyces* sequences to update the cartography of the genome. We also used gene persistence^31^ as an indicator to describe the organization of the *Streptomyces* genome. Gene persistence reflects the tendency for genes to be conserved in a large number of genomes. As shown in other bacteria, gene persistence is associated with gene essentiality and similar expression levels^31–33^. Here, we calculated a gene persistence index by determining the frequency of a given gene in a panel of 125 complete *Streptomyces* genomes (Supplementary Table 1)^30^. The highest level of persistence associated with the best reciprocal matches between genes of all these genomes defines the core-genome^30^. In addition, we mapped the genes encoding the ‘actinobacterial signature’ previously identified^34^ as those coding sequences (CDSs) that are nearly universal among actinobacteria. In contrast, we searched the *S. ambofaciens* ATCC 23877 genome for variable regions, potentially acquired by horizontal gene transfer. For this purpose, we identified unique genes as well as genomic islands (GIs, Supplementary Data 1, Supplementary Fig. 1). These are defined as DNA sequences that are inserted in regions of synteny (i.e. same orthologous gene order in closely related genomes, see the “Methods” section). Thus genes from the core, the actinobacterial signature, and/or presenting a high level of persistence are enriched in the central region, whereas GIs and unique CDSs are enriched in chromosome extremities. The results clearly highlight the compartmentalization of the *S. ambofaciens* genome (Fig. 1, Supplementary Table 2). Synteny gradually disappears in terminal arms (Fig. 1), as previously reported^12^. This makes it difficult to have an operational delineation of the limits of these arms. However, since the first and last ribosomal operons approximately mark the limits of a central region beyond which the synteny level falls (Fig. 1), these operons were used as limits for the definition of the left and right extremities in this study.

**Fig. 1:**
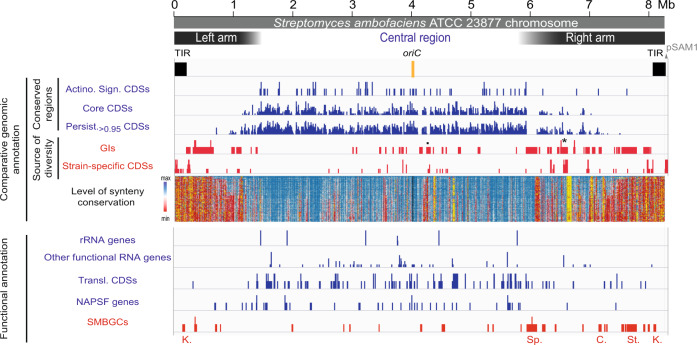
The genetic compartmentalization of *S. ambofaciens* linear chromosome. The terminal inverted repeats (TIRs, 200 kb) and the origin of replication (*oriC*) are indicated. The distribution of gene presenting features of interest are represented in blue or red when enriched in the central region or within the extremities (defined by the first and last rDNA operons), respectively (see Supplementary Table 2 for statistical analysis of the data). The dot and asterisk indicate the position of pSAM2 and a complete prophage, respectively. The position of the SMBGCs encoding the biosynthesis of all known antibacterial compounds of *S. ambofaciens* ATCC 23877 is also indicated. The level of synteny along the chromosome of *S. ambofaciens* ATCC 23877 is represented as a heat map of gene order conservation (GOC) scores using a sliding window (8 CDSs with 1 CDS step). Each line corresponds to the GOC profile of the reference against another species. The 124 species are organized from the phylogenetically closest to the furthest compared to *S. ambofaciens*. The vertical black dotted line represents the location of the *dnaA* gene delineating the two replicators. “NA” (in yellow) indicates the absence of orthologs in the corresponding window. *S. ambofaciens* ATCC 23877 also harbors a circular pSAM1 plasmid (≈89 kb). *Abbreviations*: ‘Actino. Sign. CDSs’ (coding sequences of the actinobacterial signature); BGC (biosynthetic gene cluster); ‘C.’ (congocidine BGC); ‘Chr.’ (whole chromosome); GIs (genes belonging to genomic islands); ‘K.’ (kinamycin BGC); ‘Persist_.>0.95_ CDSs’ (coding sequences of *S. ambofaciens* ATCC 23877 presenting a gene persistence superior to 95% in 124 other *Streptomyces* genomes); ‘Transl. CDSs’ (genes encoding functions involved in translation process and/or RNA stability); NAPSFs (nucleoid-associated proteins and structural factors); SMBGCs (specialized metabolite BGCs); ‘Sp.’ (spiramycin BGC); ‘St.’ (stambomycin BGC); ‘rRNA’ (ribosomal RNA).

The functional annotation also highlighted a bias of gene distribution along the chromosome (Fig. 1, Supplementary Table 2). As a proxy for major metabolic processes, we used the functional RNA genes (encoding rRNA, tRNA, tmRNA, RNAse-P RNA, SRP-RNA) and genes encoding functions related to translation and/or RNA stability. We also mapped the genes encoding nucleoid-associated proteins (NAPs) and chromatin structural factors, further referred to as ‘NAPSFs’, that play a central role in the dynamic organization of the bacterial chromosome and are enriched in the central region (Fig. 1, Supplementary Table 2). Finally, we used the antiSMASH secondary metabolite genome mining pipeline (v5.1.0)^35^ to identify putative SMBGCs (Supplementary Data 2). These genes are preferentially located in the terminal arms and almost half of them are present within GIs (Fig. 1, Supplementary Table 2). Accordingly, GIs are 3.5-fold enriched in SMBGC genes (*p* value < 2.2 × 10^−6^, two-sided Fisher’s exact test for count data). These results illustrate that the high variability of *Streptomyces* extremities relates in particular to functions involved in metabolic differentiation.

Together, these analyses confirm the strong genetic compartmentalization of the *S. ambofaciens* chromosome. In this context, we then explored the extent to which this genetic organization correlates with gene expression and chromosome architecture.

### Transcription is compartmentalized in *S. ambofaciens*

To focus specifically on transcriptome dynamics during metabolic differentiation, while limiting cellular physiological heterogeneity in the colony, we took advantage of the fact that *S. ambofaciens*, like many *Streptomyces*^2^, does not sporulate in a liquid medium. We chose MP5 and YEME10 liquid media (Table 1) in which *S. ambofaciens* grows in a rather dispersed manner that makes the cells also more accessible to further 3C-treatments. Moreover, for *S. ambofaciens*, the MP5 medium was previously reported to be suitable for the production of the antibiotics spiramycin^36^ and congocidine^37^ while there is only limited antibiotic production in the YEME10 medium (Supplementary Fig. 2). 

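RNA-seq was performed on liquid cultures of S. ambofaciens, a filamentous soil bacterium with a linear chromosome (coordinates given here are those of NZ_CP012382.1). The cells were grown in MP5 medium for 24, 30, 36, 48 and 72 h (C1, C2, C3, C4 and C5 conditions) and in YEME10 medium for 24 and 48 h (C6 and C7 conditions). Each of the C1, C2, C4, C6 and C7 conditions had 3 libraries, C3 had 2 and C5 had 4, which gives 21 libraries. The authors depleted ribosomal RNA, sequenced stranded libraries in paired-end mode, mapped the reads with STAR to a reference with a single copy of the terminal inverted repeats (TIRs), and counted them per gene with featureCounts. The deposited values are these raw counts, given for each gene in sense and in antisense orientation. The C5 libraries were made with another stranded kit and in other batches than the rest, so that kit and condition cannot be told apart for C5. The sense counts per library ranged from 17569915 to 26480751 in C1 (median 23318673), from 14906373 to 17505590 in C2 (median 16275748), and were 11585624 and 14908582 in C3. They ranged from 16351470 to 19307135 in C4 (median 19032564), from 7359724 to 10458105 in C5 (median 8100263), from 18601262 to 23914195 in C6 (median 18989203) and from 12071716 to 16757155 in C7 (median 16602447). The ssrA gene (SAM23877_RS36805, 3172929 to 3173328), which encodes the tmRNA, took between 11.4 and 57.9% of the sense counts of a library. From the 7275 genes of the annotation, 17 rRNA genes and the 183 genes of the second TIR copy, which received 0 reads, were left out here, which leaves 6945 chromosomal genes and 130 genes of the plasmid pSAM1. Reads lying in the overlap of neighbouring genes may be assigned to neither of them, so that the counts of the 1904 genes that overlap another gene are less certain. The sense counts were divided by the library's RLE size factor and by the gene length to give the normalized number of reads per kb (normRPK). Each gene was then placed in each condition into a category from CAT_0 to CAT_4, limited by the quartiles of the condition means and, for CAT_4, by the third quartile plus 1.5 times the interquartile range. Differential expression was tested with edgeR's quasi-likelihood test on the counts of all 21 libraries in a single model with TMM factors, and p-values were adjusted by the Benjamini-Hochberg method over the 7071 genes with at least 1 sense count. Replicates were distinct libraries, since the counts of the 25 pairs of replicates (22 of C1 to C7 and 3 of C6 with congocidine) differed by 21.9 to 1966 times the counting noise (chi-square per degree of freedom).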

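Hierarchical clustering (Ward linkage) of the variance-stabilised sense counts gave a group of 9 libraries, those of C1, C2 and C6, and a group of 12 libraries, those of C3, C4, C5 and C7. A principal component analysis of these values used only the genes that varied most between libraries. Its first axis carried 64.5% of the variance of these genes and the second 14.5%, which is not the share over all genes. On normalized counts with each gene scaled to unit variance, C3 grouped with C1, C2 and C6 instead. Between both media after 24 h (C6 against C1), 618 of the 7071 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 229 of them higher and 389 lower in YEME10. A model with the 6 libraries of C6 and C1 alone gave 151 genes, and DESeq2 gave 996. The share of genes higher in YEME10 was 37.1% with TMM factors, 47.5% with RLE factors and 53.3% in DESeq2, so that the direction of these changes depends on the scaling. The count also fell to 317 without C1 replicate 2, to 313 without C1 replicate 3 and to 358 without C6 replicate 2. Against C1, 1469 genes passed in C2 (859 higher, 610 lower) and 3044 in C3 (1618 higher, 1426 lower). Leaving out C1 replicate 1, C1 replicate 2 or C2 replicate 3 lowered the count in C2 to 871, 885 or 807. The count rose to 4170 genes in C4 (2183 higher, 1987 lower), to 4937 in C5 (2545 higher, 2392 lower) and to 4843 in C7 (2625 higher, 2218 lower). From C6 to C7, 4787 genes passed (2641 higher, 2146 lower), and the median log2 change of all genes was 0.23 with TMM factors and 0.05 with RLE factors. In C4 against C1, the 3 libraries of both conditions did not overlap in 4521 genes, or 63.9% of those tested, where chance gives 10%. Among the genes with such non-overlapping libraries, the largest rises from C1 to C4 were those of SAM23877_RS31605 (7202639 to 7203136, congocidine BGC) and SAM23877_RS11965 (2654492 to 2654842, which overlaps another gene). Their log2 fold changes were 11.97 (standard error 0.71, edgeR adjusted p = 2.0e-10) and 11.80 (standard error 0.84, edgeR adjusted p = 1.6e-09). The largest falls were those of SAM23877_RS09415 (2082063 to 2083685), at -7.03 (standard error 1.12, edgeR adjusted p = 3.0e-05), and SAM23877_RS08530 (1887430 to 1888554), at -6.90 (standard error 0.87, edgeR adjusted p = 2.3e-06). For rnpB (SAM23877_RS36150, 2473504 to 2473906), which encodes the RNA of RNase P, the log2 fold change of -1.12 (standard error 0.79, edgeR adjusted p = 0.231, and 0.047 to 0.434 over the alternatives) did not pass the threshold, although all 3 C4 libraries lay below the C1 libraries. The value below 0.05 came from the model of both groups alone. That of ssrA (SAM23877_RS36805), at 0.52 (standard error 0.75, edgeR adjusted p = 0.574, and 0.408 to 0.875 over the alternatives), did not pass either, and its libraries overlapped.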

The results showed that the transcriptomes were rather similar in exponential phase in both media, while commitment to specialized metabolism (C4, C5, and C7 conditions) was accompanied by major transcriptional changes that form a distinct cluster (Fig. 2a, b, Supplementary Fig. 3). Notably, at the earliest time points in the growth period in both media, the terminal regions were rather poorly expressed, whereas transcription gradually increased toward terminal ends over the growth period (Fig. 2b), as previously reported in *S. coelicolor*^10,38^. 

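The median sense reads per kb of the 3133 genes of both extremities (outside 1469670 to 5807629, the limits set by the first and last rDNA operons) was divided by that of the 3812 genes of the central region, 1 value per library, on the log2 scale. This log2 ratio was -2.90 ± 0.10 (SD, n = 3) in C1 and -2.33 ± 0.19 (n = 3) in C2, and it rose to -1.97 (n = 2) in C3, -1.88 ± 0.08 (n = 3) in C4 and -1.81 ± 0.09 (n = 4) in C5. In YEME10 it was -2.84 ± 0.11 (n = 3) after 24 h and -1.79 ± 0.13 (n = 3) after 48 h. The rise of 1.03 from C1 to C4 was larger than the spread between replicates (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), as was that of 1.05 from C6 to C7 (the same test, p = 0.1). With each library left out in turn, the rise from C1 to C4 stayed between 0.99 and 1.09. The share of sense reads on genes of the extremities, with the most abundant transcripts left out, was 12.4 ± 0.68% in C1 (n = 3), 17.0 ± 1.18% in C2 (n = 3), 24.5 ± 0.44% in C4 (n = 3) and 25.1 ± 0.95% in C5 (n = 4). Between the paper's clusters of conditions, the 10 libraries of C4, C5 and C7 exceeded the 11 libraries of C1, C2, C3 and C6 by 0.74 (two-sided permutation test, p = 6.0e-05), a grouping that was made on the same data and mixes media, times and kits. Without C3 replicate 2, the library that moved it most, the difference was 0.80 (the same permutation test, p = 3.0e-05), and without the TIR genes of the extremities it was 0.68 (p = 0.00017).

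**Figure D1:**
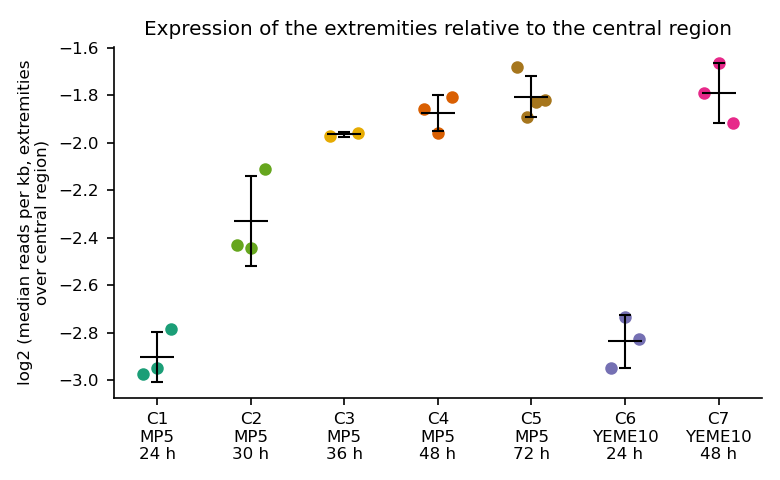
Log2 ratio of the median sense reads per kb of genes in both extremities to that of genes in the central region, for each RNA-seq library (points) with the mean of each condition. All libraries of C4, C5 and C7 lie above those of C1, C2 and C6.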

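Over the 7 conditions, 6254 of the 7075 genes reached CAT_1 or a higher category at least once, a share of 88.4% (95% Wilson interval 87.6 to 89.1%, which covers counting error only). The share was 83.7% when a single set of limits was used for every condition in place of a set per condition, the alternative that moved it most. Without the C5 condition it was 87.0%.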

We observed that the *S. ambofaciens* genome exhibits a transcriptional landscape with ~90% of the genes significantly expressed in at least one condition (i.e. categorized as ‘CAT_1’ or higher, in at least one condition—Supplementary Fig. 4a, b, Supplementary Data 3). Moreover, this transcriptome is rather dynamic with more than 93% of the genes differentially expressed in at least one condition (i.e. adjusted *p* value < 0.05 in the DESeq2 differential analysis using the C1 condition as reference, Supplementary Data 3).

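In edgeR's quasi-likelihood test, 6496 of the 7075 genes passed an adjusted p of 0.05 against C1 in at least 1 of the 6 other conditions, a share of 91.8% (95% Wilson interval 91.2 to 92.4%). All 6 comparisons share the C1 libraries, and counts simulated from the same means and library sizes with no change between conditions gave a union of 0 genes. The share was 92.1% in DESeq2, 90.8% after removing low counts with filterByExpr and 93.0% with a separate model for each pair of conditions. Genes removed by filterByExpr count as unchanged in this share. Of the genes tested, 93.3% of 6883 passed with filterByExpr and 91.9% of 7071 in the main model. In counts simulated for C4 against C1 with 200 changed genes, edgeR recovered 41.5% of all changed genes and 75% of those changed 4-fold, with 5 unchanged genes called. In the data 4170 genes passed in this comparison. With so few changed genes the adjusted threshold is stricter in the simulation, so these shares do not measure what was missed in the data.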

**Table 1:** Growth conditions used to perform -omics analyses.

Conditions	Media	Brief description	Time (h)	Antibacterial activity^a^
C1	MP5	Liquid medium based on yeast extract containing glycerol (3.6%), NaNO_3_ (1 g/l), MOPS-optimized for congocidine and spiramycin production	24	−
C2			30	−
C3			36	−
C4			48	++
C5			72	+++
C6	YEME10	Liquid medium based on yeast extract containing saccharose (10.3%), glucose (1%), and malt extract	24	–
C7			48	+

^a^Size of the inhibition halo: “_” (no detectable inhibition), “+” (<20 mm), “++” (]20; 30] mm), “+++” (>30 mm) (see Supplementary Fig. 2).

**Fig. 2:**
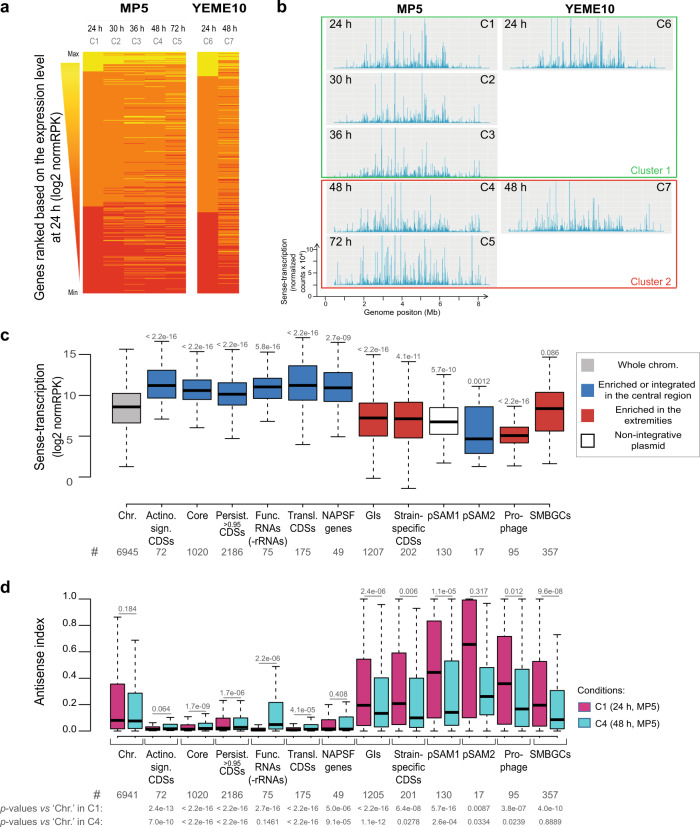
Transcriptome dynamics in *S. ambofaciens* genome. **a** Transcriptome changes overgrowth. Heatmaps of the DESeq2 normalized number of reads per kb (normRPK) per gene, ranked by their expression level at 24 h. Each line represents a gene. **b** Transcription along the chromosome overgrowth. The two clusters to which the different conditions belong were obtained by hierarchical classification (Supplementary Fig. 3a). Whereas cluster 1 corresponds to exponential phases (no antibiotic production), cluster 2 gathers conditions associated with the activation of SMBGC encoding at least two known antibacterial activities (Supplementary Fig. 3c). ‘C1’–‘C7’ refers to the name of the studied conditions (see Table 1, for details). **c** Boxplot presenting the mean level of gene expression depending on features of interest. The distribution of the normalized number of reads per kb (normRPK) as the mean of all studied conditions is presented depending on the genome features of interest (see the legend of Fig. 1 for abbreviations). The number of analyzed genes (‘#’) per genome feature is indicated. The *p*-values of two-sided Wilcoxon rank-sum tests with continuity correction compared to the chromosome (‘Chr.’) are indicated above each box. Other abbreviations: ‘Func. RNA (-rRNA)’ (Functional RNA excluding rRNA). **d** Boxplot presenting the antisense index overgrowth in MP5 medium depending on the feature of interest. The distribution of the antisense index defined as the number of counts in antisense over total counts (in sense- and antisense- orientation) is presented depending on the genome features of interest (see the legend of Fig. 1 and panel **c** for abbreviations). The number of analyzed genes (‘#’) per genome feature is indicated. Please note that the antisense index was not calculated when no reads were detected, either in sense or antisense orientation, in all replicates. The *p*-values of two-sided Wilcoxon rank-sum tests with continuity correction comparing results after 24 h versus 48 h of growth for a given genome feature are indicated above each box. The *p*-values of the same tests performed to compare the antisense index of a given genome feature to the whole set of chromosomal genes after 24 or 48 h of growth are also indicated. All boxplots of this figure represent the first quartile, median and third quartile. The upper whisker extends from the hinge to the largest value no further than 1.5*the inter-quartile range (IQR, i.e. distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most 1.5*IQR of the hinge. For clarity, outliers were excluded from these graphical representations (but were taken into account for the numerical exploitation of the data).

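In the congocidine BGC (7191867 to 7221009), the median normRPK of its 23 genes was 8.49 ± 3.25 (SD, n = 3) in C1 and 4.99 ± 0.413 (n = 3) in C6, and it reached 17952 ± 6678 (n = 4) in C5 and 9661 ± 735 (n = 3) in C7. In the spiramycin BGC (5973546 to 6059223), the median of the 41 genes was 19.4 ± 3.40 (n = 3) in C1 and 921 ± 698 (n = 3) in C4, but 34.6 ± 7.56 (n = 4) in C5 and 38.0 ± 4.35 (n = 3) in C7. Both C3 libraries differed strongly for this cluster, at 376 and 3081. The kinamycin BGC (155187 to 188890, 28 genes) remained low in C1, at 2.74 ± 1.10 (n = 3), and reached 40.1 ± 3.95 (n = 4) in C5 and 21.9 ± 2.32 (n = 3) in C7. For the stambomycin BGC (7669032 to 7815031, 25 genes) the highest condition mean was 34.5 ± 4.26 (n = 4), in C5. The regulatory gene cgc1 (SAM23877_RS39345, 7198309 to 7198575) of the congocidine BGC, which overlaps another gene, had 1349 ± 504 CPM (sense counts scaled to TMM library sizes; SD, n = 3) in C4 and 18.0 ± 9.50 (n = 3) in C1, a log2 fold change of 6.23 (standard error 0.42, edgeR adjusted p = 8.8e-10). In the spiramycin BGC, the log2 fold changes from C1 to C4 were 4.92 for srmB (SAM23877_RS26680, 5995360 to 5997012; standard error 0.46, edgeR adjusted p = 5.1e-08) and 5.51 for the regulatory gene srmS (SAM23877_RS26595, 5975242 to 5976405; standard error 0.46, edgeR adjusted p = 1.5e-08). The kinamycin regulatory gene alpZ (SAM23877_RS00890, 188177 to 188890) rose by 1.71 on the same scale (standard error 0.20, edgeR adjusted p = 1.1e-06), from 94.0 ± 14.2 to 308 ± 33.0 CPM (SD, n = 3 each). These 4 genes passed the threshold in the 13 settings tried, each library left out in turn included.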

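Of the 6945 chromosomal genes, 794 were in CAT_0 in all 7 conditions, and 561 of these, 70.7%, lay in the extremities (odds ratio 3.35, two-sided Fisher's exact test, p = 9.8e-54). Since neighbouring genes are not independent, the positions were also shifted around the gene order in a circular permutation test over the 6944 possible shifts, which gave p = 0.033 (two-sided). The median normRPK, as the mean of all conditions, was 122 for the 1207 genes of genomic islands (GIs) and 350 for all chromosomal genes, a log2 ratio of -1.52 (two-sided circular permutation test, p = 0.0014). For the 357 SMBGC genes it was 306, a log2 ratio of -0.19 that was within the range of shifted positions (the same permutation test, p = 0.77). Among extremity genes alone, the log2 ratio was 0.39 for SMBGC genes (p = 0.366) and -0.65 for GI genes (p = 0.0064), both from the same permutation test. By condition, SMBGC genes had a log2 ratio of -2.95 in C1 (p = 2.9e-04), -2.70 in C6 (p = 5.8e-04), -1.41 in C2 (p = 0.022) and -1.43 in C7 (p = 0.016), all from the circular permutation test. In C3 it was 0.17 (p = 0.806), in C4 -0.11 (p = 0.83) and in C5 -0.65 (p = 0.218), from the same permutation test. Gene persistence was not analysed here.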

As shown by scanning the genome with respect to gene expression levels, we found a marked bias in the localization of poorly versus highly expressed genes along the genome as well as a positive correlation between gene persistence and expression (Fig. 2c, Supplementary Fig. 4c, d). 

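In all 7 conditions, 332 chromosomal genes were in CAT_4, of which 39, or 11.7%, lay in the extremities (odds ratio 0.151, two-sided Fisher's exact test, p = 5.6e-41; circular permutation test, p = 0.015). The share of genes in CAT_0 in at least 1 condition was 62.7% for SMBGCs (224 of 357) and 61.1% for GIs (737 of 1207), and 39.9% for all chromosomal genes. Of the mobile genetic elements, the share was 74.6% for pSAM1 (97 of 130), 82.7% for the prophage (86 of 104) and 44.2% for pSAM2 (23 of 52).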

The 332 chromosomal genes expressed at a very high level in all conditions are mainly enriched in the central region of the genome (Supplementary Table 2, Fig. 3d), whereas most (>60%) of the SMBGCs, GIs, and mobile genetic elements (pSAM1, pSAM2, and a prophage) are silent or poorly expressed in at least one condition. 

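CAT_0 held 68 of the 357 SMBGC genes in all 7 conditions, 19.0% against 11.0% of the other chromosomal genes (two-sided Fisher's exact test, p = 1.6e-05; circular permutation test, p = 0.063). With the clusters whose limits are known exactly, the share was 12.9% (Fisher's exact test, p = 0.515). For GI genes it was 276 of 1207, 22.9% against 9.03% of the other genes (two-sided Fisher's exact test, p = 9.0e-37; circular permutation test, p = 0.0014).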

Up to 19% and 23% of SMBGC and GI genes, respectively, were found in this category in all tested conditions (Supplementary Fig. 4b). However, compared to other poorly conserved genes, SMBGCs have a higher proportion of highly induced genes, from ‘CAT_0’ to the highest (‘CAT_3’ or ‘CAT_4’) categories (Supplementary Fig. 4c).

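From CAT_0 in one condition to CAT_3 or CAT_4 in another, 69 of the 357 SMBGC genes switched, 19.3% against 3.51% of the other chromosomal genes (odds ratio 6.59, two-sided Fisher's exact test, p = 7.1e-28; circular permutation test, p = 0.0012). Over 6 alternatives with these clusters kept in the set, the odds ratio ranged from 5.51 to 12.6. Of the 1207 GI genes, 92 switched, 7.62% against 3.62% of the genes outside GIs (odds ratio 2.19, two-sided Fisher's exact test, p = 8.1e-09), and 198 genes belong to both sets. Of the 1009 GI genes outside SMBGCs, 33 switched, or 3.27%. The spiramycin BGC held 24 of the switching SMBGC genes (of its 41), the congocidine BGC 19 (of 23) and the furan BGC 11 (of 25). When the congocidine and spiramycin BGCs were left out, the odds ratio was 2.68 (two-sided Fisher's exact test, p = 4.3e-05, which takes neighbouring genes as independent).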

**Fig. 3:**
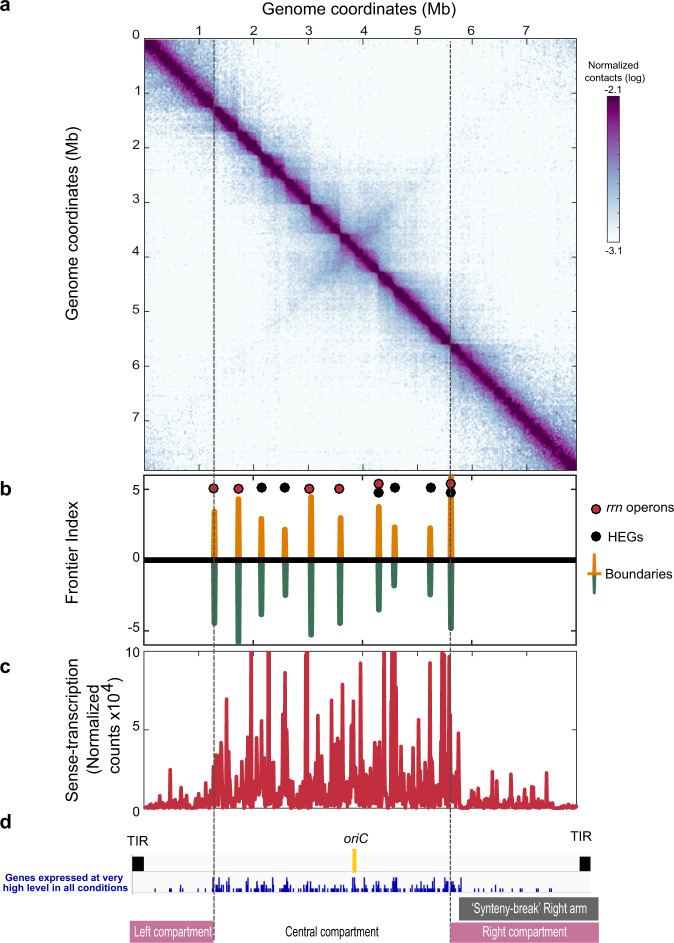
Spatial organization of *S. ambofaciens* chromosome and transcriptome in absence of metabolic differentiation. 3C-seq and RNA-seq were performed on *S. ambofaciens* grown in exponential phase in YEME10 medium (24 h, C6 condition). **a** The normalized contact map was obtained from asynchronous populations. The *x* and *y* axes represent the genomic coordinates of the reference genome. To simplify the analyses, TIRs were removed from the reference genome. The color scale reflects the frequency of the contacts between genome loci, from white (rare contacts) to dark purple (frequent contacts). In **b**, the frontier index analysis is able to detect, for a given genome 10 kb bin, the change in the contact bias with their neighboring bins. Thus, a boundary is defined as any bin in which there is a change in the right bias of contacts towards the left bias (±2 bins, green and orange peaks, respectively). Red and black circles indicate the position of rDNAs (*rrn*) and highly expressed genes (HEGs), respectively. In **c**, the DESeq2 normalized counts measured in cells grown in the same condition were mapped on *S. ambofaciens* chromosome and binned in 10 kb. **d** The panel highlights genomic and transcriptional features of interest. The right and left compartments were defined owing to the outer boundaries of the central compartment, which correspond to the first and last rDNA operon position (vertical lines). The ‘synteny break right arm’ corresponds to the beginning of the spiramycin BGC. The replicate of this experiment is presented in Supplementary Fig. 6a.

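Of the reads counted on genes, with the most abundant transcripts left out, 4.16 ± 0.65% (SD, n = 3) were in antisense orientation in C1, 5.61 ± 1.14% (n = 3) in C2, 5.73 ± 0.43% (n = 2) in C3, 4.97 ± 0.74% (n = 3) in C4 and 5.51 ± 1.11% (n = 4) in C5. In YEME10 the share was 5.84 ± 2.06% (n = 3) in C6 and 7.66 ± 0.17% (n = 3) in C7. Over all genes, with the most abundant transcripts included, the mean share was 3.53% in C1, 3.2% in C2, 3.39% in C3, 4.12% in C4, 3.43% in C5, 3.95% in C6 and 6.22% in C7.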

Interestingly, as previously described in *S. coelicolor*^38^, we observed significant antisense-transcription throughout the genome. Considering the absolute number of transcripts, this antisense-transcription was positively correlated to the level of sense-transcription (Supplementary Fig. 4e, f). 

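Across genes within a library, Spearman's correlation between the sense and antisense reads of a gene was 0.343 ± 0.056 (mean ± SD over the 21 libraries), and it lay between 0.25 and 0.48 in every library. Genes are not independent replicates, so no p-value is given. Among genes with at least 10 reads, the alternative that moved this rank correlation most, the mean was 0.265, and it was 0.339 without genes that overlap another gene.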

Highly transcribed genes promote an environment enriched in transcriptional machinery, which may generate a transcriptional ‘leakage’ in the antisense orientation. To investigate the relative importance of this antisense-transcription, we defined the ‘antisense index’ as the level of antisense-transcription over the total (sense plus antisense) transcription. This index is low for genes expressed at a very high level, suggesting that they have developed regulatory mechanisms that increase the probability of localizing correctly the RNA polymerase at the promoter in the sense orientation. 

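Grouped by the category of their sense expression in C1, the median antisense index of genes in that condition was 0.543 in CAT_0, 0.137 in CAT_1, 0.0411 in CAT_2, 0.0175 in CAT_3 and 0.0076 in CAT_4 (means of 3 libraries). The 332 genes in CAT_4 in all conditions had a median index of 0.00576 ± 0.00105 (SD, n = 3) in C1 and 0.00545 ± 0.00081 (n = 3) in C4. The libraries of both times overlapped (two-sided exact permutation test, p = 0.6, where 0.1 is the smallest that 3 against 3 allow). The sense reads enter the denominator of the index, so that a fall with sense expression is in part built into the measure.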

Interestingly, in the exponential phase, the antisense index was particularly high for GIs, mobile genetic elements, and SMBGCs and very low in conserved regions enriched in the central region (except for pSAM2) (Fig. 2d). 

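The median antisense index of SMBGC genes was 0.186 ± 0.031 (SD, n = 3) in C1 and 0.245 ± 0.098 (n = 3) in C6, and that of GI genes was 0.185 ± 0.027 (n = 3) and 0.240 ± 0.086 (n = 3). That of all chromosomal genes was 0.0751 in C1 and 0.108 ± 0.053 (n = 3) in C6. The SMBGC median exceeded the chromosomal one in all 3 libraries of C1 and all 3 of C6, by 0.111 ± 0.021 (SD, n = 3) and 0.137 ± 0.045 (n = 3). Genes of a cluster are neighbours, and in the circular permutation test along the gene order, on the index averaged over libraries, the difference from the chromosome in C1 had p = 0.0098 for SMBGCs and p = 5.8e-04 for GIs (two-sided). In C1 the median was 0.428 for pSAM1, 0.365 for the prophage and 0.142 for pSAM2, against 0.0475 for genes of the central region.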

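From C1 to C4, the median antisense index of SMBGC genes fell to 0.0369 ± 0.011 (SD, n = 3), a difference of -0.149, and that of GI genes to 0.0749 ± 0.012 (n = 3), a difference of -0.110. In both sets the C4 libraries lay below the C1 libraries (two-sided exact permutation tests, p = 0.1, the smallest that 3 against 3 libraries allow). With the summed reads of the set in place of the median over genes, the alternative that moved it most, the difference was -0.0294 for SMBGCs (exact permutation test, p = 0.3) and -0.0347 for GIs (p = 0.1). The median fell from 0.428 to 0.135 for pSAM1 and from 0.365 to 0.118 for the prophage (p = 0.1 in both exact permutation tests). For pSAM2, the change of -0.0376 was within the spread of the libraries (exact permutation test, p = 0.2). The chromosomal median fell by 0.0312 over the same interval (exact permutation test, p = 0.1). The median sense normRPK of SMBGC genes rose from 30.3 ± 3.7 to 220 ± 33 (SD, n = 3 each; exact permutation test, p = 0.1), whereas their median antisense normRPK was 9.73 ± 2.25 in C1 and 11.8 ± 2.1 in C4 (exact permutation test, p = 0.5).

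**Figure D2:**
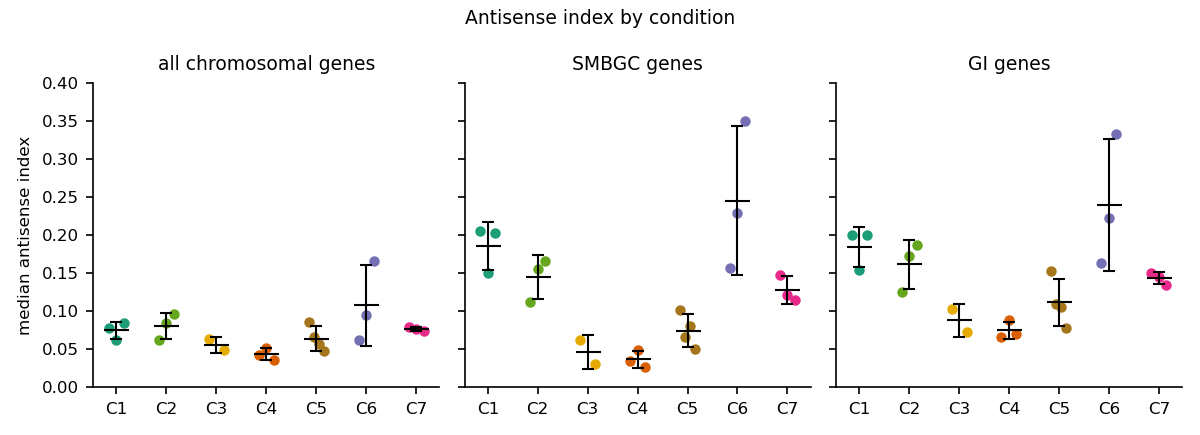
Median antisense index (antisense reads over sense plus antisense reads) of all chromosomal genes, SMBGC genes and GI genes in each library of each condition, with mean and SD. The SMBGC medians fall from 0.186 in C1 to 0.0369 in C4 on average, to about the level of the chromosome.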

During metabolic differentiation, the antisense indices of GIs, pSAM1, prophage, and especially SMBGCs tended to decrease (Fig. 2d). This observation suggests that antisense-transcription could be a consequence of or directly involved in the regulation of gene expression concerning metabolic differentiation. In this context, the SMBGC switch-on may rely on mechanisms that limit antisense-transcription by increasing the probability of localizing correctly the transcription machinery at promoters in the sense orientation^39^.

Together, these results indicate that the genetic compartmentalization of the *Streptomyces* genome clearly correlates with compartmentalization of transcription, both sense, and antisense.

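In C1, the median antisense index was 0.131 for genes of the extremities, above the chromosomal median in all 3 libraries by 0.0562 ± 0.0062 (SD, n = 3), and the median of the central region lay below it in all 3 by a difference of -0.0276 ± 0.0027 (n = 3). In C4, extremity genes had a median index of 0.0717, still above the chromosomal median by 0.0278 ± 0.0054 (SD, n = 3). The paper reasons from the location of poorly and highly expressed genes, from the antisense index of GIs, mobile elements and SMBGCs, and from its decrease during metabolic differentiation, and concludes that the genetic compartments of the chromosome go with compartments of sense and antisense transcription.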

### Compartmentalized chromosome structure in exponential phase

We next asked the question, is a compartmentalized transcriptome correlated with a specific chromosome folding. 

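In 3C-seq, the DNA of fixed cells is cut with a restriction enzyme (here SalI) and ligated, so that sequenced pairs of fragments report which loci were close to each other. The maps cover exponential phase cells in YEME10 (C6, 2 replicates) and in MP5 (C1, 2 replicates), cells after 48 h in MP5 (C4, 2 replicates) and C6 cells grown with congocidine (1 map, no replicate). The authors removed PCR duplicates, mapped the reads with Bowtie 2, kept pairs with a mapping quality above 30, binned them in 10 kb and normalized each map by the sequential component normalization. Each of the deposited maps is a symmetric table of this contact signal over 791 bins, from 200001 to 8110000 of the chromosome without the TIRs, and the position of a bin is known to within less than 1 bin. The number of read pairs was recovered from the steps between values, which gave whole counts for 99.999% of the values (within 0.002). It was 2048232 and 1376182 for replicates 1 and 2 of C6, 2021545 and 930519 for C1, 2005261 and 1289842 for C4, and 1942942 with congocidine. In exponential phase, a terminal bin held fewer pairs than a central bin, with medians of 2659 (left compartment), 5957 (central) and 2989 (right) in C6 replicate 1, against 4770, 5122 and 4825 in C4 replicate 1. Cells were opened with lysozyme after 24 h but with a longer lysozyme treatment and sonication after 48 h, so that protocol and time cannot be told apart in comparisons of C4 with the exponential phase. Boundaries were called with the frontier index after the methods, from log contacts with a pseudocount of the highest contact over 20 and the mean at each distance taken off after the logarithm, as bins where the upstream and downstream peaks pass the median plus 2 robust SD of the peaks in the same or the next bin, summed over contacts up to 600 kb. On a simulated map with 9 boundaries, these steps called 10 and found the 9, and on a simulated map without boundaries they called 0. The methods name the subtraction of this mean before the logarithm, and in that order, tried after the values had been seen, 9 boundaries were called in C6 replicate 1, 13 in C1 replicate 1, 5 in C4 replicate 1 and 14 in C4 replicate 2. Replicate 1 of each condition, the map shown in the paper's figures, is the main one here.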

We first performed 3C-seq on cells harvested in the exponential growth phase (Figs. 3a and 4a). 

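Relative to the mean contact of loci 3 to 4 Mb apart, contacts in C6 replicate 1 were 10.0 times as frequent at 100 kb, 2.65 times at 500 kb, 1.79 times at 1 Mb and 1.12 times at 2 Mb. In replicate 2 the values were 14.0 at 100 kb and 2.23 at 1 Mb. In C1 replicate 1 they were 5.48 at 100 kb and 1.58 at 1 Mb. Pairs more than 1 Mb apart made up 39.7 and 34.6% of the pairs in the replicates of C6, and 49.5 and 48.9% in those of C1.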

The contact map displayed a main diagonal reflecting the frequency of contacts, which extends up to 1 Mb (Supplementary Fig. 5a). This diagonal contains loci acting as boundaries delimiting segments (visualized as squares, Figs. 3a and 4a) reminiscent of CIDs in other bacteria^22–24^. To define these domains precisely in *S. ambofaciens*, we computed the ‘frontier index’, a domain boundary indicator built from a multiscale analysis of the contact map^40^. Briefly, two indices are computed, reflecting the intensity of the loss of contact frequencies when going downwards or upwards, respectively, to each genome position (Supplementary Fig. 5b). In this context, a boundary is defined by a significant change in both the downstream (green peaks, Fig. 3b) and upstream (orange peaks, Fig. 3b) directions (see method section for details). In the exponential phase in the YEME10 medium (non-optimal for antibiotic production, condition C6), we found 10 boundaries that defined the central region, delimited by the first and last rDNA operons, nine domains ranging in size from 240 to 700 kb (Fig. 3b). These central domains resembled regular CIDs^22,25^ both in size and in the presumable nature of its formation (see below). 

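The frontier index gave 10 boundaries in C6 replicate 1, of which 8 lay in the central region and 2 in the right compartment, 1 of these in the bin next to the last rDNA operon (5810001 to 5820000) and 1 in the prophage (6580001 to 6600000). Between the first and last rDNA operons there were 8 domains of 30 to 1320 kb (median 482.5 kb). In replicate 2 the index gave 8 boundaries, which delimit 7 domains of 425 to 1320 kb, and 7 of the 10 boundaries of replicate 1 were found there within 2 bins (circular permutation test over shifted positions, one-sided, p = 0.0063). A threshold of 3 robust SD left 6 boundaries, the alternative that moved the number most, and with contacts up to 300 kb there were 13.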

The central boundaries are also conserved in the exponential phase in the MP5 medium, which is optimized for antibiotic production (Fig. 4a). This result indicates that the conformation of the chromosome is rather conserved in the exponential phase regardless of the media composition. 

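In C1 replicate 1, 9 boundaries were called, and 8 of the 10 boundaries of C6 replicate 1 were found within 2 bins of them, where shifted positions gave 0.646 on average (circular permutation test over all shifts, one-sided, p = 0.0025). Of the 8 central boundaries of C6, 7 were found. C1 replicate 2, with fewer read pairs, had 6 boundaries, near 5 of the 10 of C6 replicate 1. The number in C1 replicate 1 was 14 with contacts up to 300 kb, and 4 with a threshold of 3 robust SD or with both peaks required in the same bin.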

Equally, the osmotic pressure present in the YEME10 medium has relatively no impact on boundary formation. 

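Among the 9 boundaries of the frontier index in C1 replicate 1, 2 lay farther than 2 bins from any boundary of C6 replicate 1, at 1990001 to 2010000 in the central region and at 7510001 to 7530000 in the right compartment. Neither was called in C1 replicate 2, where the boundaries at 1550001 to 1570000 and, in the prophage, at 6580001 to 6600000 were not called in C1 replicate 1.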

Only four additional boundaries are observed in the MP5 medium (Fig. 4a). All rDNA operons coincide with the sharpest boundaries (Fig. 3b, Fig. 4a). 

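The 6 rDNA operons start at 1469670, 1916776, 3243541, 3781074, 4485766 and 5802471, and each had a boundary in the same or the next bin in both C6 replicate 1 and C1 replicate 1. In C6 replicate 1 the frontier index at every operon was at or above the 99.1th percentile of all bins, and the largest strength was that of operon 2 (30.9, sum of the upstream and downstream peaks), followed by 29.5 for operon 6 and 29.3 for operon 3. The prophage boundary (24.4, with its peaks in neighbouring bins) exceeded the boundaries of operons 5 (23.1), 4 (21.2) and 1 (20.1), but by the highest index of a single bin (15.0 at the prophage) every operon exceeded all other boundaries. In C6 replicate 2 the 6 operons had the largest strengths, from 27.3 to 42.2. In C1 replicate 1 the percentiles of the operons ranged from 96.5 to 99.9.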

The genes surrounding these operons, as well as those of other boundaries, are enriched in consecutive genes expressed at a very high level (Fig. 4b, Supplementary Data 3), as previously reported in other bacterial models^22,25^. 

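Within 2 bins of the boundaries of C6 replicate 1 lay 419 genes without the rRNA genes, with a median normRPK of 555 in C6 against 230 for the other genes, a log2 ratio of 1.27 (circular permutation test, one-sided, p = 0.027). For genes within 1 bin the log2 ratio was 0.61 (p = 0.214, the same permutation test), and with the boundaries of replicate 2 it was 2.04 (p = 0.0013). In C1, the 400 genes near the boundaries of replicate 1 had a median of 515 against 220, a log2 ratio of 1.23 (circular permutation test, p = 0.039), and 0.91 (p = 0.13) with the boundaries of replicate 2. Among genes of the central compartment alone, where no test was made, the medians were 711 and 518 in C6 (log2 ratio 0.46) and 694 and 507 in C1 (0.45). At least 1 pair of consecutive CAT_4 genes lay within 2 bins of all 10 boundaries in C6, where shifted positions gave 5.76 on average (circular permutation test, one-sided, p = 0.014), and of 8 of the 9 boundaries in C1, where they gave 5.04 (p = 0.063).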

Interestingly, in the exponential phase, we report a clear correlation between the level of gene conservation and the formation of boundaries (Fig. 4c). Moreover, the transcription of the genes present within boundaries tends to be oriented in the direction of continuous replication (odds ratio 1.8, *p* value 1.4 × 10^−8^, two-sided Fisher’s exact test for count data), with a very low antisense index (Supplementary Fig. 5c).

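Of the genes within 2 bins of a boundary of C6 replicate 1, 65.6% were on the leading strand (counted from dnaA), against 55.8% of the other genes (odds ratio 1.51, two-sided Fisher's exact test, p = 8.6e-05). As neighbouring genes are often co-oriented, the circular permutation test gave p = 0.035. In C1 the shares were 58.5% and 56.3% (odds ratio 1.10, two-sided Fisher's exact test, p = 0.406; circular permutation test, p = 0.574), and with the boundaries of C1 replicate 2 they were 67.9% and 55.9% (odds ratio 1.67, two-sided Fisher's exact test, p = 8.5e-05; circular permutation test, p = 0.056). In C6 the odds ratio was 1.27 with a boundary threshold of 3 robust SD (two-sided Fisher's exact test, p = 0.083), 1.68 for genes within 1 bin (p = 1.4e-04) and 1.59 with the boundaries of replicate 2 (p = 1.3e-04). The median antisense index in C6 was 0.068 near boundaries and 0.118 elsewhere (difference -0.050, circular permutation test, one-sided, p = 0.046), and the difference was -0.0052 (p = 0.434) for genes within 1 bin. It was -0.070 (p = 0.014) with 3 robust SD and -0.075 (p = 0.0025) with the boundaries of replicate 2, and in C1 it was -0.045 (p = 0.023), all from the same permutation test. In C1 it was -0.039 (p = 0.049) within 1 bin, -0.036 (p = 0.138) with 3 robust SD and -0.022 (p = 0.212) with replicate 2, from the same permutation test.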

**Fig. 4:**
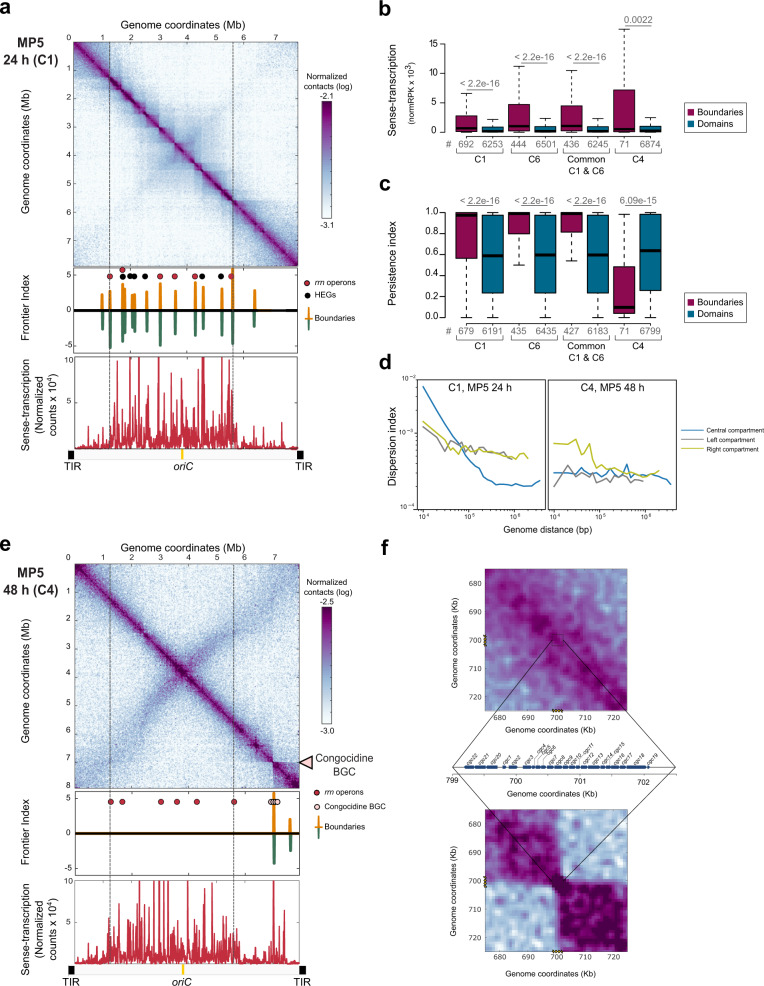
Chromosome rearrangement during metabolic differentiation. **a** 3C-seq and RNA-seq performed after 24 h in MP5 growth medium (C1 condition). Same legend as Fig. 3 except that the bacteria were grown in MP5 medium. The replicate of this experiment is presented in Supplementary Fig. 6b. **b** Level of gene expression depending on gene location within boundaries or domains. The box-plot presents the sense-transcription (DESeq2 normalized number of reading per kb, normRPK) depending on gene location in exponential phase either in MP5 (C1) or in YEME10 (C6), or after 48 h of growth in MP5 medium (C4). The expression in the C1 condition of the genes at the boundaries of domains in common between C1 and C6 conditions (‘Common C1 & C6’) is also presented. The *p*-values of two-sided Wilcoxon rank-sum tests with continuity correction (boundaries versus domains) are indicated above each box. The number of analyzed genes (‘#’) per condition is indicated. **c** Level of gene persistence depending on gene location within boundaries or domains. The box-plot presents the persistence index depending on gene location in exponential phase (C1: MP5; C6: YEME10; in common between both conditions: ‘Common C1 & C6’) or after 48 h of growth in MP5 medium (C4). The *p*-values of two-sided Wilcoxon rank-sum tests with continuity correction (boundaries versus domains) are indicated above each box. The number of analyzed genes (‘#’) per condition is also indicated. Please note that the persistence was not calculated for functional RNA encoding genes. All boxplots of this figure represent the first quartile, median and third quartile. The upper whisker extends from the hinge to the largest value no further than 1.5*the inter-quartile range (IQR, i.e. distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most 1.5*IQR of the hinge. For clarity, outliers were excluded from these graphical representations (but were taken into account for the numerical exploitation of the data). **d** Dispersion index of the left, central and right compartments plotted as a function of genomic distance. Long-range DNA contacts within the terminal compartments (>100 kb) are more variable than within the central compartment in the exponential phase. **e** 3C-seq and RNA-seq were performed after 48 h in MP5 growth medium (C4 condition). Same legend as Fig. 3 except that the bacteria were grown in MP5 medium during 48 h. The arrow indicates the position of the congocidine BGC. The replicate of this experiment is presented in Supplementary Fig. 6c. **f**. Focus on the genomic region (50 kb) encompassing the congocidine BGC contact maps (squares) after 24 h (top) or 48 h (bottom) of growth in the MP5 medium. The focus was performed on the 3C-contact maps presented in the a and e panels. The detailed genetic organization of the congocidine BGC is presented.

Genome extremities form two large terminal compartments of 1.47 and 2.50 Mb, respectively, with different structural features (Figs. 3, 4a, and Supplementary Fig. 5b). 

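Taking the start of the first rDNA operon (1469670) and the end of the last one (5807629) as limits, the left compartment spans 1.47 Mb, the central region 4.34 Mb and the right compartment 2.50 Mb of the chromosome. Without the TIRs, they hold 126, 435 and 230 bins of the contact maps.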

Interestingly, within the terminal arms, the low transcriptional activity in the exponential phase in the YEME10 medium correlates well with the absence of boundaries. 

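In C6 replicate 1, 0 boundaries lay in the left compartment, and the right compartment held the prophage boundary in addition to that at its inner limit. In C6 replicate 2, the terminal compartments had 0 boundaries apart from that at the last rDNA operon. Bins with less than 50% of the median coverage of a map numbered 80 in each C6 map, and 28 and 3 in the C4 maps.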

Of note, the boundaries present in each terminal domain in MP5 medium (one of which is composed of an active prophage) do not contain highly expressed genes and do not divide the terminal compartment into two parts (Fig. 4a). 

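In C1 replicate 1, the boundary in the right compartment outside the rDNA was at 7510001 to 7530000, and in C1 replicate 2 it was at the prophage (6580001 to 6600000). The left compartment had 0 boundaries in both maps. The median normRPK of the 104 prophage genes was 9.95 ± 3.23 (SD, n = 3) in C1, with 4.81% of these genes in CAT_4 and 69.2% in CAT_0.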

To compare the dynamics of contacts within regions, we thus calculated a dispersion index, reflecting the variability of the 3C-seq signal in each region (Fig. 4d, Supplementary Fig. 5d). 

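The mean normalized contact in C6 replicate 1 was 0.00717 (left), 0.00627 (central) and 0.00655 (right) at 100 kb, and 0.00158, 0.00116 and 0.00126 at 1 Mb. The dispersion index (variance over mean of the contacts at a given distance) was averaged over distances of 100 kb to 1 Mb, as the log2 ratio of the terminal compartments to the central one. This log2 ratio was 1.13 and 1.19 in the replicates of C6 and 1.24 and 1.44 in those of C1. The index also depends on coverage, since counts drawn with counting noise alone at the recovered depth of each bin gave log2 ratios of 1.50 and 1.55 for the C6 maps and 1.51 and 1.61 for the C1 maps (means of 50 simulations per map).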

Despite that the plots for the probability of contacts as a function of genomic distance are similar for both the terminal and central regions (Supplementary Fig. 5e), the terminal ends present a higher dispersion index than the central compartment in both media for contacts longer than 100 kb (Fig. 4d, Supplementary Fig. 5d). This indicates that contacts between loci in the terminal regions are more variable than in the central compartment.

Thus, at the conformational level, the chromosome of exponentially growing cells of *S. ambofaciens* is partitioned into three compartments: a central compartment, actively transcribed and structured in multiple domains formed by the high-level expression of persistent genes and two large terminal compartments rich in GIs and SMBCGs and rather transcriptionally silent in which large-scale contacts are highly variable. Since in the exponential phase, the boundaries are very similar in YEME10 and MP5 media and correspond mostly to persistent CDSs (Fig. 4c) or rDNAs, their orthologous sequences may also structure the spatial organization of the chromosome in other *Streptomyces* species at a similar growth phase.

### Chromosome rearrangement during metabolic differentiation

As shown above, during metabolic differentiation we observed that the level of transcription gradually increased within the terminal ends (Fig. 2). To determine whether transcription dynamics influence the 3D-organization of the chromosome, we performed 3C-seq on *Streptomyces* cells during metabolic differentiation in MP5 medium (48 h, condition C4) (Fig. 4e). 

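In C4 replicate 1, 6 boundaries were called, 5 of them in the central region and 1 in the prophage (6580001 to 6600000). Of the 10 boundaries of C6 replicate 1, 2 were found within 2 bins of these, at rDNA operon 4 and at the prophage, where shifted positions gave 0.453 on average (circular permutation test, one-sided, p = 0.091). The same 2 were found in C4 replicate 2, which had 10 boundaries (shifted positions 0.77 on average, circular permutation test, p = 0.187). Both C4 maps shared 3 boundaries, the third at 4540001 to 4560000, which lies in a BGC labelled NRPS (4538916 to 4580316). The boundary of C4 replicate 1 at 4160001 to 4180000 overlaps the furan BGC (4172601 to 4193614). In C4, 18 of the 25 furan genes but 5 of the 42 NRPS genes were in CAT_4. No other boundary of C4 replicate 1 overlaps an SMBGC. Whether boundaries overlap SMBGCs more often than by chance was not tested. The frontier index of the rDNA operons in C4 replicate 1 was between the 74.5th and 99.9th percentile of all bins. The number of boundaries in C4 replicate 1 was 2 with contacts up to 300 kb or a threshold of 3 robust SD, and 1 with both peaks in the same bin or without the bins under 50% of the median coverage, next to which 5 of the 6 boundaries lie. The number rose to 8 with a pseudocount of the highest contact over 100 and to 7 with peaks within 2 bins.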

The frontier index revealed changes in the boundaries along the primary diagonal; the boundaries identified in the exponential phase were not detected anymore after 48 h in the growth medium (Fig. 4e). By contrast, the appearance of a very sharp boundary within the right terminal region that divides this arm into two domains of 1.37 and 1.07 Mb, correlates very well with the increased level of transcription of the congocidine biosynthetic gene cluster (BGC, Fig. 4e, f). 

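Insulation was measured as the log2 ratio of the mean contact across a bin to the mean contact within the 200 kb on each side, relative to the median of all bins of the map, so that a low value marks a boundary. At the centre of the congocidine BGC (7191867 to 7221009) it was 0.15 and 0.13 in the replicates of C6, 0.20 and 0.14 in those of C1, and -0.63 and -0.87 in those of C4. The mean difference of C4 from the exponential phase was -0.90 (two-sided exact permutation test, p = 0.067, the smallest that 2 maps against 4 allow). In C4 replicate 1 this was the lowest of 751 bins, and in replicate 2 it ranked 4 of 751. The frontier index placed a boundary at 7200001 to 7220000 in C4 replicate 2. In C4 replicate 1 its upstream peak passed the threshold at 7190001, but the downstream peak at 7210001 did not, so that no boundary was called there by the rule used. The centre of the cluster splits the right arm into parts of 1.40 and 1.10 Mb. The median normRPK of the cluster's 23 genes rose from C1 to 15008 ± 5919 (SD, n = 3) in C4, by 10.80 on the log2 scale (two-sided exact permutation test on 3 libraries against 3, p = 0.1, the smallest possible).

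**Figure D3:**
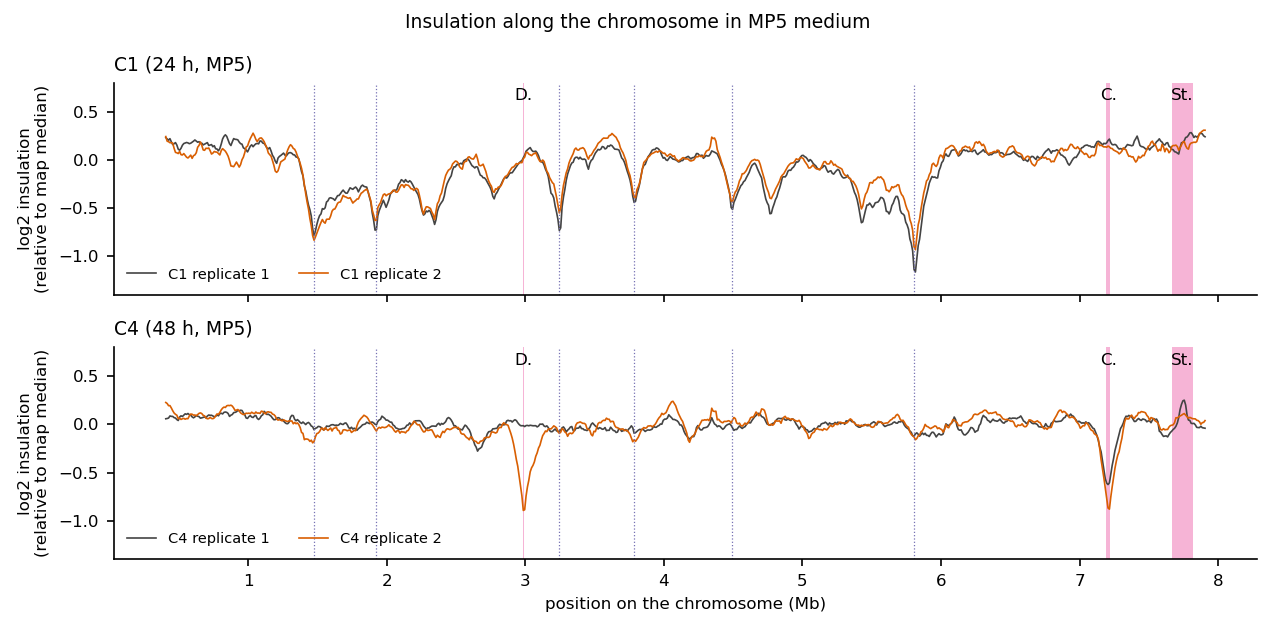
Insulation (log2, window of 200 kb) along the chromosome in the C1 and C4 maps, with the congocidine, desferrioxamine and stambomycin BGCs marked. At the congocidine BGC the C4 maps fall to -0.63 and -0.87, and the C1 maps lie at 0.20 and 0.14.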

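In C4, all 23 genes of the congocidine BGC, over 29.1 kb, were in CAT_4, as were the 6 genes of the desferrioxamine BGC over 7.15 kb. The furan BGC (21.0 kb) had 18 of 25 genes in CAT_4 and the coelichelin BGC (23.7 kb) 7 of 12. Among the larger clusters, the spiramycin BGC (85.7 kb) had 4 of 41 genes in CAT_4 and the stambomycin BGC (146 kb) 0 of 25.

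**Figure D4:**
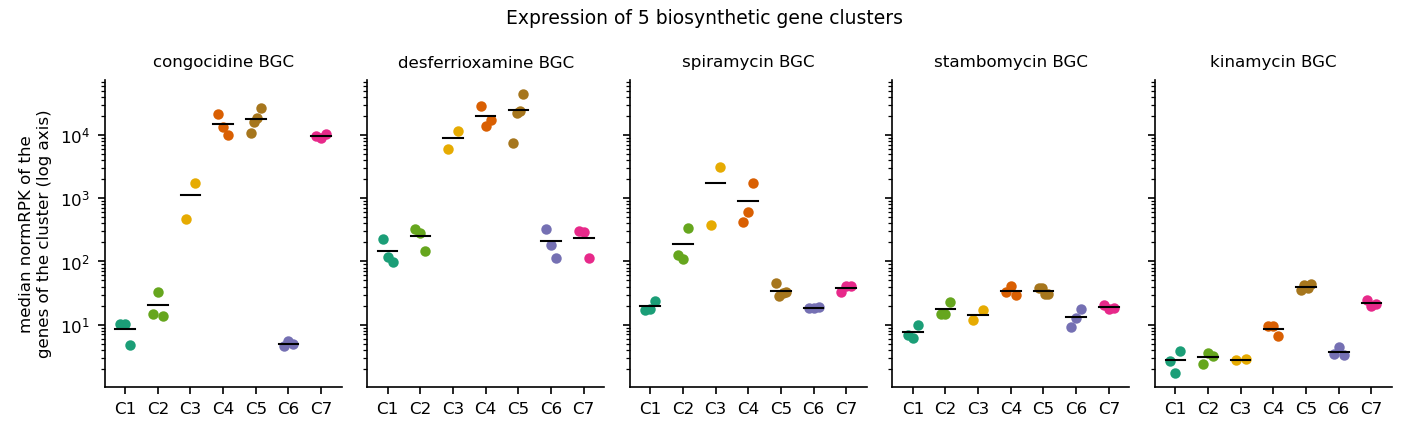
Median normRPK (log axis) of the genes of named SMBGCs in each library of each condition. The congocidine BGC rises from 8.49 on average in C1 to 15008 in C4.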

The congocidine BGC (29 kb) is indeed the largest SMBGC expressed at a very high level in this condition. 

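At the desferrioxamine BGC (2979857 to 2987004), which encodes the synthesis of a siderophore, the insulation was -0.01 in C4 replicate 1 (rank 319 of 751 bins) and -0.89 in C4 replicate 2, the lowest of its 751 bins. The frontier index placed a boundary at 2990001 to 3000000 in C4 replicate 2 and none there in replicate 1. The mean difference of C4 from the exponential phase maps was -0.51 (two-sided exact permutation test, 2 maps against 4, p = 0.067), and -0.07 without C4 replicate 2. The median normRPK of the 6 genes was 149 ± 69.8 (SD, n = 3) in C1 and 29323, 14118 and 17338 in the 3 RNA-seq libraries of C4. The RNA-seq and 3C-seq replicates are separate samples, so that the expression in the cells of each map was not analysed here.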

In a replicated experiment, we observed that the expression of another SMBGC, encoding the biosynthesis of a siderophore, could generate the formation of an additional boundary (Supplementary Fig. 6c). This illustrates some variability in the expression of SMBGCs during metabolic differentiation. Together, these results highlight the correlation between SMBGC expression and the formation of boundaries after 48 h. Accordingly, the level of conservation of genes presents within the boundaries switches from highly persistent in the exponential phase to poorly conserved during metabolic differentiation (Fig. 4c). In addition, a second boundary detected within the right compartment is located in the stambomycin BGC that is not or is poorly expressed in this condition. 

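At the stambomycin BGC, the insulation in C4 was 0.24 and 0.11 in the 2 replicates, a difference of -0.056 from the exponential phase maps that was within their spread (two-sided exact permutation test, 2 maps against 4, p = 0.4). For the lowest bin of the cluster, both C4 maps (-0.07 and -0.01) were below the exponential phase maps, by -0.196 on average (exact permutation test, p = 0.133). With a window of 100 kb the difference was 0.09, and without C4 replicate 2 it was 0.01. The frontier index called no boundary in the cluster in either C4 map. In exponential phase, 13 of the 16 bins of the cluster were under 50% of the median coverage in C6 replicate 1, against 3 in C4 replicate 1 and 0 in C4 replicate 2. The median normRPK of the 25 genes was 7.66 ± 2.00 (SD, n = 3) in C1 and 33.9 ± 5.9 (n = 3) in C4, and 56% of them were in CAT_0 in C4.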

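The log2 ratio of the terminal to the central dispersion index, over distances of 100 kb to 1 Mb, was -0.013 and -0.168 in the replicates of C4. The difference from the maps of C1 and C6 was -1.34 (two-sided exact permutation test, p = 0.067, the smallest that 2 maps against 4 allow). When all maps were thinned to 930519 read pairs, the difference was -1.38 (the same exact permutation test, p = 0.067). Counts drawn with counting noise alone gave 0.064 and 0.010 in the C4 maps, a difference of -1.51 from the exponential phase. When the ratio expected from counting noise was taken off, a step chosen after the values had been seen, the difference was 0.16 (exact permutation test, p = 0.2).

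**Figure D5:**
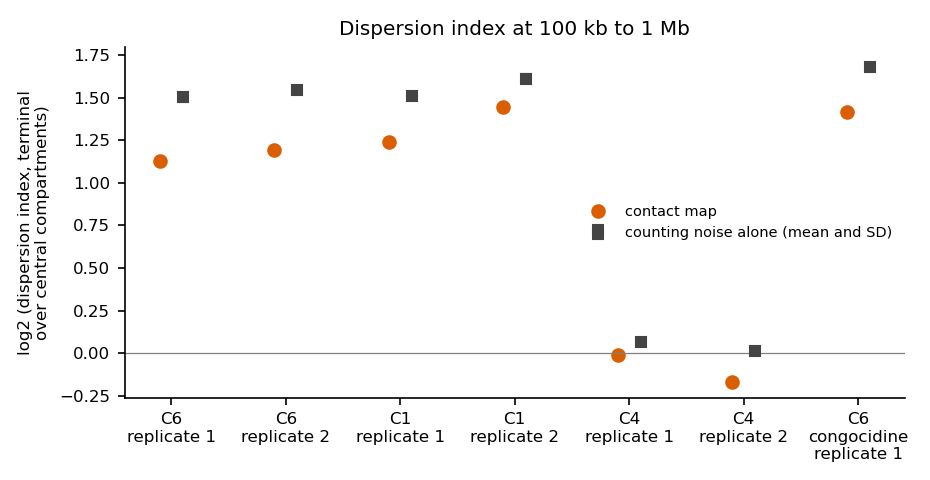
Log2 ratio of the terminal to the central dispersion index in each contact map (points), beside the ratio from counts drawn with counting noise alone at the same depth per bin. Both series are above 1 in exponential phase maps and close to 0 in the C4 maps.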

Interestingly, accompanying the formation of boundaries and the increase of transcription in the terminal compartments, the variability in the long-range contacts within the terminal compartments is comparable to that of the central compartment (Fig. 4d).

To gain further insights into the link between expression and local rearrangement of the chromosome induced during metabolic differentiation, we further focused on the congocidine BGC. Interestingly, congocidine (also named ‘netropsin’) is a pyrrolamide binding to the minor groove of the DNA double-helix in a sequence-specific manner (interaction at four or more consecutive A–T pairs)^41^. We took advantage of the fact that *S. ambofaciens* does not produce congocidine in the exponential phase (especially in YEME10 medium), but remains resistant to this antibiotic. 

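Congocidine binds DNA, and it was added at 1 µg/ml to cultures in exponential phase in YEME10 (24 h). RNA-seq was performed on 3 libraries with congocidine, which are compared with the 3 libraries of C6, and 1 contact map with congocidine was analysed here, without a replicate. The deposited counts of these libraries, sense orientation only in the data used here, were between 12657837 and 20987726 per library (median 20382426). The batches of these libraries are not given in the sources used here, so that batch and treatment cannot be told apart. A model with these 6 libraries was fitted with edgeR's quasi-likelihood test and TMM factors over 7057 genes with at least 1 sense count. In counts simulated for these 6 libraries, edgeR recovered 38.5% of 200 changed genes (73% of those changed 4-fold) with 12 unchanged genes called, DESeq2 recovered 50% with 27, and edgeR called 0 genes when none was changed.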

The addition of exogenous congocidine (1 µg/ml) has no effect on the number and location of boundaries (Supplementary Fig. 7a). Indeed, in this condition, the transcriptome varies little with only five genes significantly induced, all belonging to the congocidine BGC (Supplementary Fig. 7b). 

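The frontier index gave 6 boundaries in the map with congocidine, and each was found within 2 bins of a boundary in both C6 maps (circular permutation test over shifted positions, one-sided, p = 0.0063 for each). They were those at rDNA operons 1, 2, 3, 5 and 6 and that at 2340001 to 2360000. The 4 boundaries of C6 replicate 1 that were not called with congocidine were at 1510001, 1660001, 3790001 (rDNA operon 4) and 6580001 (prophage), of which 3790001 was called in both C6 maps. The number with congocidine was between 4 and 7 under 5 other settings of threshold, pseudocount, distance and peak matching, and between 5 and 9 under 15 other readings of the methods, chosen after the values had been seen. Over distances up to 600 kb, the correlation of the map with those of C6, with the mean at each distance taken off, was 0.28 and 0.27, and that between the C6 replicates was 0.32.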

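With congocidine, 4 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test and were higher than in C6, 0 were lower, and 67 genes had an unadjusted p under 0.05. The 4 genes belong to the congocidine BGC. SAM23877_RS31585 (7195304 to 7197163) had 40.0 ± 16.6 CPM (SD, n = 3) with congocidine and 0.777 ± 0.155 (n = 3) without, a log2 fold change of 5.67 (standard error 0.44, edgeR adjusted p = 0.0041). The log2 fold changes of SAM23877_RS31575 (7191867 to 7193465) and SAM23877_RS31580 (7193469 to 7195304) were 5.35 (standard error 0.48) and 5.84 (standard error 0.53), both with an edgeR adjusted p of 0.0048. That of cgc1 (SAM23877_RS39345, 7198309 to 7198575) was 3.04 (standard error 0.33, edgeR adjusted p = 0.0155), from 9.54 ± 2.00 to 78.8 ± 19.9 CPM (SD, n = 3 each). SAM23877_RS31585, SAM23877_RS31580 and cgc1 overlap another gene, so that their counts are less certain. DESeq2 called 5 genes higher and 0 lower, as did edgeR with all 24 libraries in a single model. The fifth was SAM23877_RS31595 (7198915 to 7200327), with a log2 fold change of 1.81 (standard error 0.38) and an edgeR adjusted p of 1.00 in the 6 libraries, and adjusted p-values of 0.0163 and 0.0032 in the latter models. Without C6 replicate 2, edgeR called 0 genes (46 genes at an unadjusted p under 0.05), and the lowest adjusted p was 0.057.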

The absence of an associated boundary highlights that the whole congocidine BGC should be expressed at a very high level (e.g. after 48 h growth in MP5) to observe a sharp boundary (Supplementary Fig. 7c).

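In C6, the insulation at the congocidine BGC in the map with congocidine was 0.04, and no boundary was called within the cluster. Of its 23 genes, 22 had a fitted log2 fold change above 0 with congocidine, with a median of 0.83. The median over the cluster's genes was 0.891 CPM with congocidine and 0.428 in C6. From the few induced genes and the absence of a boundary, the paper concludes that the whole BGC should be expressed at a very high level for a sharp boundary to be observed.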

The contact map also revealed the appearance of a secondary diagonal after 48 h of growth (Supplementary Fig. 5f), indicating an increase in the frequency of contacts between regions along the entire arms of the chromosome. This suggests that late in the cell cycle and in the absence of a central compartment segmented into multiple domains, the two chromosome arms are closer to each other (Figs. 4e and 5, Supplementary Fig. 6d). 

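Contacts between bins within 50 kb of equal distance from oriC on both arms, 500 kb to 3 Mb from it, were compared with the mean contact at the same genomic distance away from this diagonal. The log2 enrichment was 0.37 and 0.55 in the replicates of C6, 0.29 and 0.29 in those of C1, and 0.29 and 0.19 in those of C4. The mean difference of C4 from the exponential phase was -0.13 (two-sided exact permutation test, 2 maps against 4, p = 0.2). Both C4 maps lay below the exponential phase maps, but replicate 1 (0.2889) only just below the lowest of these (0.2896). The band stays at equal distance from oriC, so that it cannot follow a diagonal that leaves this line. In a measure after the legend of Supplementary Fig. 5f, chosen after these values had been seen, contacts above the median of the map plus 0.5 SD made up 11.3 and 12.0% of the contacts on the diagonal in C6 and 19.0 and 21.6% in C1, but 36.9 and 24.0% in C4. The difference between C4 and the exponential phase was 14.5 percentage points on the diagonal (exact permutation test, p = 0.067, the smallest that 2 maps against 4 allow). With the centre shifted by 500 kb away from the diagonal, such contacts also rose, from 3.41 and 2.89% in C6 and 8.76 and 13.3% in C1 to 23.0 and 15.1% in C4.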

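The offset from oriC of the midpoint between contacting loci that gave the highest log2 enrichment was searched in steps of 500 kb along the arms, positive towards the right arm. In C4 replicate 1 it was -10 kb at 500 kb to 1 Mb from oriC, 90 kb at 1 to 1.5 Mb, 270 kb at 1.5 to 2 Mb, 390 kb at 2 to 2.5 Mb and 300 kb at 2.5 to 3 Mb. In C4 replicate 2 it was 70, 260, 600, 600 and 530 kb over the same steps, where 600 kb is the limit of the search. With the centre fitted in each step, an added measure, the log2 enrichment differed by 0.03 between C4 and the exponential phase (two-sided exact permutation test, p = 0.867). It was 0.388 and 0.508 in the replicates of C4, above both of C1 (0.333 and 0.364). The replicates of C6 (0.392 and 0.584) overlapped with those of C4.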

Remarkably, the second diagonal is slightly tilted when it moves away from the origin, representing an asymmetry in the contacts between loci within the terminal compartments (Fig. 4e, Supplementary Fig. 5f).

**Fig. 5:**
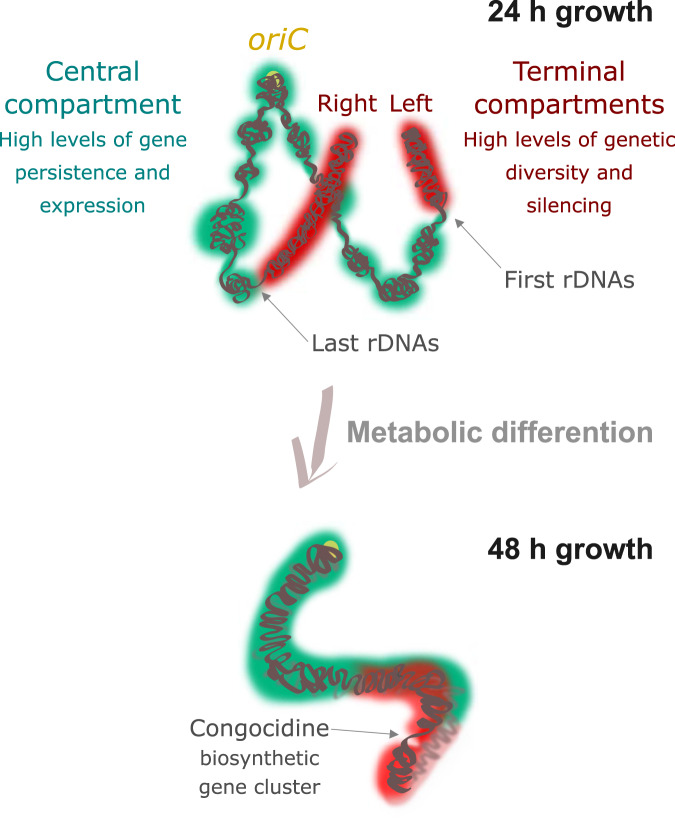
Schematic representation of genome dynamics during metabolic differentiation. The *Streptomyces* linear chromosome is represented as green (central compartment) or red (left and right compartments). The origin of replication is indicated as a light yellow circle (*oriC*). In the exponential phase (24 h), the chromosome of *Streptomyces* is organized into one transcriptionally active (green) central compartment and two rather silent compartments (red). The transcriptionally active compartment is enriched in core genes and is segmented in multiple domains, flanked by long and highly expressed conserved genes. The frequency of contacts is not significant enough to define a genuine secondary diagonal, but the significant contacts highlight a domain encompassing the origin of replication (Supplementary Fig. 5f). The low frequency of contacts between the two arms is represented as a rather open conformation of the chromosome. After 48 h of growth, the transcription of the congocidine BCG is accompanied by a global rearrangement of the chromosome. The increase in the frequency of contacts between the two chromosomal regions around the origin is represented as a closed conformation (Supplementary Fig. 5f). Note that the inter-arms contacts observed in the stationary phase decrease toward the terminal ends (Supplementary Fig. 5f). In addition, since TIRs cannot be distinguished at the sequence level, they were neither considered in this analysis nor represented in this figure. However, they may be located close to each other^87^, although this remains controversial^88^. This model is based on the 3C-map contacts of Fig. 4 and its 3D-models generated by ShRec3D software^82^ (Supplementary Fig. 6d).

In summary, our results indicate that the central and transcriptionally active compartments in the exponential phase present no boundaries after 48 h of growth, whereas the terminal domains are locally remodeled concomitantly with the expression of SMBGCs and with a decrease in the variability of the long-range contacts. In addition, inter-arm contacts become more frequent. These results indicate that metabolic differentiation is accompanied by major rearrangement of the 3D architecture of the chromosome, both at the local and global levels (Fig. 5).

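Read pairs more than 1 Mb apart made up 67.6 and 55.3% of the pairs in the replicates of C4. Relative to the mean contact at 3 to 4 Mb, contacts at 100 kb were 2.21 times as frequent in C4 replicate 1 and 5.20 times in replicate 2, so that both maps differed from each other. With the mean at each distance taken off, the correlation of contacts up to 600 kb was 0.087 between both C4 replicates, 0.21 between both C1 replicates, and between 0.20 and 0.29 for C1 maps against C6 maps. From the loss of the boundaries of the exponential phase, the remodelling of the terminal domains at expressed SMBGCs, the lower variability of long-range contacts and the more frequent inter-arm contacts, the paper concludes that the chromosome is rearranged locally and globally as cells differentiate.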

## Discussion

In this study, we demonstrated that in *Streptomyces*, compartmentalization of gene organization, transcription, and architecture are correlated. We explore the transcriptional landscape of *S. ambofaciens* ATCC 23877 during metabolic differentiation: its large genome is highly dynamic, most of the genes (≈90%) being significantly expressed in at least one condition. This situation is very similar to *Bacillus subtilis*, another Gram-positive bacteria from soil^42^. Interestingly, the SMBGCs (e.g. antibiotic clusters) are generally considered as ‘cryptic’ under most growth conditions^10,43^. We observed that they are poorly expressed in the exponential phase. However, their expression is characterized by up-regulation after 48 h in the growth medium, compared to the rest of the chromosome including other genes putatively acquired by horizontal gene transfer (e.g. GIs). This result highlights that SMBGCs in *S. ambofaciens* have evolved regulatory mechanisms, such as the induction of cluster-situated transcriptional factor genes (Supplementary Fig. 3c) that efficiently and specifically regulate gene expression during metabolic differentiation, as reported in other *Streptomyces* species^4–7^.

Moreover, we show that changes in gene expression dynamics are correlated with changes in the metabolome during differentiation (Supplementary Fig. 2). Indeed, the terminal regions become transcriptionally active after 48 h of growth (see also refs. ^10,38^) (Fig. 2). Interestingly, the ratio, antisense- over sense-transcription, is high within the terminal compartments but decreases over the growth period, especially in the SMBGCs (Fig. 2d). Pervasive transcription has been proposed to contribute to gene regulation and genome evolution^39^. In this context, spurious transcription along the terminal arms may contribute to control gene expression during growth. This suggests that this antisense-transcription may reflect regulatory processes that remain to be explored. This is particularly interesting since some NAPs suppress antisense-transcription in *Streptomyces venezuelae*^44^.

In addition, the 3C-seq analysis revealed that in the exponential phase the central compartment forms a multiple-domain structure, delineated by boundaries, whereas the terminal regions form two large compartments in which contacts are more variable at larger distances. As previously shown for bacteria with circular genomes^22–25,28^, long and highly expressed genes (LHEGs encoding rRNAs, ribosomal proteins, or respiratory chain components) are found at the boundaries in the *Streptomyces* chromosome (Supplementary Data 3, Figs. 3 and 4). The positions of these boundaries are both conserved (under certain circumstances) and dynamic, since they change over the growth phase^24^ (this work). Notably, most of the boundaries observed at early growth times were correlated with the presence of persistent genes (Fig. 4c). Within the central compartment, domains are a direct consequence of boundary formation. Interestingly, transcription is also a major predictor of chromosome organization into small domains throughout the Eukarya^45^. Additionally, no trivial role in gene expression or in chromosome conformation has been assigned to CIDs in bacteria^46^. Here we propose that boundaries are likely to act as transcriptional hubs for clustered and persistent genes^47^, associated with very high levels of transcription in the exponential phase. Moreover, in the exponential phase, the first and last rDNA operons form the sharpest boundaries, recapitulating the borders that were arbitrarily used to define the central region beyond which genome synteny falls (Fig. 1). Interestingly, the percentage of the core genome present between the two most extreme rDNAs varies little (remaining close to 88.6%) compared to the relative size of the central compartment or even of the region encompassing the entire core genome (Supplementary Fig. 8). We thus propose that extreme rDNA operons constitute an evolutionary barrier that limits the occurrence of single recombination events within the central region. Interestingly, some boundaries in *Streptomyces* do not display high levels of gene expression (Supplementary Data 3). These are generally located within the terminal arms, suggesting the existence of other mechanisms that impose chromosome constraints. Silent boundaries have also been described in *B. subtilis*^23^. They correlate with Rok xenogeneic silencer-binding sites^23^. Indeed, all *Streptomyces* possess two paralogs of the xenogeneic silencer Lsr2 that belong to both the core genome and the actinobacterial signature. One of these strongly represses SMBGC expression in *S. venezuelae*^44^. Since Lsr2 is a bridging protein that can mediate DNA condensation into highly compact DNA conformation^48^, its possible role in the formation of silent boundaries on very large SMBGCs (e.g. 146 kb for the stambomycin BGC) remains to be explored.

Furthermore, we show for the first time that the central and terminal compartments present different organizational features, an observation independently demonstrated for the *S. venezuelae* chromosome (see the accompanying paper, Szafran et al.). We favor the idea that the different organization of the terminal compartments could be a consequence of multiple factors: (i) the lack of constraints imposed by active and sense-transcription; (ii) the high level of anti-sense transcription; (iii) the enrichment of horizontally acquired NAPs and other transcriptional regulators that, by increasing the dynamics of DNA intramolecular interactions, ensure appropriate SMBGC repression in exponential phase. Interestingly, it was shown in *S. venezuelae* that during sporulation the HupS NAP is involved in promoting optimal contacts along the whole chromosome, but seems to be particularly important for the organization of the terminal regions (see the accompanying paper, Szafran et al.).

During metabolic differentiation, the changes in transcriptional dynamics are accompanied by a huge rearrangement of chromosome folding, switching from a rather ‘open’ to a ‘closed’ conformation, in which highly expressed SMBGC genes form new boundaries (Figs. 4e, f and 5). This may illustrate a relocation of transcriptional hubs from clustered and persistent genes (in exponential phase) to SMBGCs at the onset of metabolic differentiation. Interestingly, metabolic gene clusters have been reported to reside in dynamic chromosome 3D-domains that share common transcriptional and epigenetic states in plants^49^ and probably in fungi^50^. For instance, in *Arabidopsis thaliana* BGCs change their local folding upon expression, and are associated with silent chromatin when not expressed^49^. The relocalization of SMBGCs away from a silent environment upon induction remains to be explored in bacteria.

Remarkably, the central region is no longer structured into multiple domains. The lack of boundaries in the central compartment after 48 h growth is correlated with a slight decrease in transcripts from genes that were present in boundaries in the exponential phase. Indeed most of these genes remain expressed at a high level (‘CAT-3’ or ‘CAT_4’) but below a threshold classically associated with boundaries (a string of genes with above 20,000 normalized reads per kb, Supplementary Data 3). Moreover, we cannot exclude the possibility that some of these transcripts are stable RNAs produced in exponential rather than stationary phase^51^. This loss of boundaries in the central compartment is reminiscent of the phenomena observed in eukaryotes during G1-to-mitosis transition^52^ and could reflect a more general phenomenon of genome compaction during the cell cycle.

At larger scales, there is an increase in the frequency of inter-arm DNA contacts. The most likely candidate to be involved in this reorganization is the Smc–ScpAB condensin complex, which is recruited to the origin region by ParB bound to *parS*^53,54^. From the *parS* sites, Smc-ScpAB promotes inter-arm contacts by translocating to the terminal region of the chromosome, likely by loop extrusion^22,23,26,29,55–60^. *Streptomyces* spp. encode both a ParABS system^61–63^ and an Smc–ScpAB complex^64^. Interestingly, during sporulation *Streptomyces* chromosomes need to be compacted and segregated to ensure correct spore formation^64,65^. Indeed, HiC studies during sporogenic development in *S. venezuelae* showed that inter-arm contacts are dependent on Smc–ScpAB (Szafran et al., see accompanying paper). The global rearrangement of the *Streptomyces* chromosome going from a rather ‘open’ to a ‘closed’ conformation seems to occur similarly during metabolic (this work) and sporogenic development (Szafran et al., see accompanying paper). Such a global rearrangement has not been previously described in wild-type bacteria. Interestingly, we observed a slight tilt in the secondary diagonal in contact analysis when it approaches to the terminal compartments (Fig. 4e, Supplementary Fig. 5f). This is consistent with a slow-down of Smc–ScpAB activity when interacting with the transcription machinery^58,66^, in agreement with the fact that transcription in the terminal compartment is higher than in the central compartment during metabolic differentiation (Figs. 2 and 4e).

Collectively, these results indicate a link between evolutionary processes, including genome-compartmentalization and the molecular mechanisms (e.g. transcription, 3D-folding) that shape the structure and function of genes and genomes in *Streptomyces*. We, therefore, hypothesize that the efficiency of the regulatory processes controlling conditional expression of SMBGCs may be an emerging property of spatial compartmentalization. We believe that this study will open new insights into setting the rules governing chromosome spatial organization, expression and stability, and the optimal design of *Streptomyces* genomes for SMBCG expression.

## Methods

### *Streptomyces* strains and growth conditions

*S. ambofaciens* ATCC 23877 was grown on solid soy flour-mannitol (SFM) medium^67^ at 28 °C unless otherwise indicated. The strain was grown in the following media: MP5 medium (7 g/l yeast extract, 20.9 g/l MOPS, 5 g/l NaCl, 1 g/l NaNO_3_, 36 ml/l glycerol—pH 7.5)^36^, or a modified version of the YEME medium^67^ that we term “YEME10”, containing only 10.3% sucrose (3 g/l yeast extract, 5 g/l bactotryptone, 3 g/l malt extract, 10 g/l glucose, 103 g/l sucrose; pH 7.0–7.2). Twenty million spores of *S. ambofaciens* ATCC 23877 were inoculated in 100 ml of media before growth at 30 °C in a shaking agitator (220 rpm, INFORS HT multitron standard). When appropriated 1 µg/ml congocidine (Sigma) was added in the medium.

### Bioassays

For bioassays from liquid cultures, 50 µl of supernatants (filtered using Whatman PVDF Mini-UniPrep syringeless filters, 0.2 µm) were spotted on to agar medium using cylinder (diameter 0.5 cm) and allowed to dry until complete penetration into a plate containing 50 ml of DIFCO antibiotic medium 5 (DIFCO 227710). Thereafter 7 ml of SNA medium (2 g/l agar, 8 g/l nutrient broth MP Biomedicals Cat#1007917) containing *Micrococcus luteus* (final OD_600 nm_ 0.04) were overlaid on the plate and incubated at 37 °C. The growth inhibition area was measured 24 h later.

### HPLC analyses

After 24 and 48 h of growth, supernatants were filtered through Mini-Uniprep syringless filter devices (0.2 µm, Whatman) and analyzed on an Atlantis Dc18 100 A (5 µm 4.6 mm × 150 mm) column (temperature 31 °C) using a Dionex Ultimate 3000 HPLC instrument (Thermo Scientific). Samples were 5-fold diluted in a solution of 20 µM cyclo(Trp-Trp). This latter was used for sample normalization since its retention time of 24.8 min is outside the window at which the detectable metabolite peaks produced by *S. ambofaciens* emerge. Samples were separated using the following method: 0 to 7 min, isocratic 0.1% HCOOH in water (solvent A)/0.1% HCOOH in CH_3_CN (solvent B) (95:5) at 1 ml min^−1^, 7–30 min, 5–60 % solvent B, 30–35 min, 60–100% solvent B, 35–45 min, 100% solvent B and 50–60 min, 5% solvent B. Metabolite production was detected at 297 nm.

### GI identification

We designed the Synteruptor program (http://bim.i2bc.paris-saclay.fr/synteruptor/, v1.1)^68^ to compare the sequences of chromosomes of species close enough to have synteny blocks and to identify the GIs existing in each respective chromosome. We define synteny breaks as genomic regions between two consecutive synteny blocks when comparing two genomes, with the two blocks having the same direction. The genome of *S. ambofaciens* ATCC 23877 was compared to the chromosome of 7 closely related strains: *S. ambofaciens* DSM40697, *S. coelicolor* A3(2), *S. lividans* 1326, *S. lividans* TK24, *S. mutabilis*, *Streptomyces* sp. FXJ7.023, *Streptomyces* spp. M1013. To define a region harboring GIs, we used a threshold of 15 CDS as the minimal number of CDSs within the synteny break, in at least one of the strains used for the pairwise comparison. Of note, a GI can therefore correspond to 15 CDS in one strain but fewer CDS in the other one. However, when the corresponding position within the *S. ambofaciens* genome contained <2 CDS or only tRNAs, compared to at least 15 CDSs in the chromosome of the compared species, it was considered as an insertion point (but not a GI) within *S. ambofaciens*. When the GIs were identified during several pairwise comparisons of *S. ambofaciens* ATCC 23877 and/or overlapping, they were fused and considered thereafter as a single GI. The complete list of GIs identified in the *S. ambofaciens* genome is presented in Supplementary Fig. 1 and Supplementary Data 1.

### SMBGC identification

We used antiSMASH5.1.0^35^ to identify putative SMBGCs. Thirty SMBGCs have thus been identified in the *S. ambofaciens* genome, the one encoding kinamycin biosynthesis being duplicated since this SMBGC is located within the TIRs. The definition of cluster boundaries has been manually defined on the basis of literature data for characterized SMBGCs (Supplementary Data 2). Of note, SMBGC genes are ≈1.5 times larger than the average, and only 13 of them (from 4 SMBGCs, namely ‘CL4_Indole’, ‘CL10_Furan’, ‘CL11_NRPS’, ‘CL20_Hopenoid’) belong to the core genome.

### Identification of NAPSFs

In this study, we considered NAPs and chromosome structural factors *sensu lato* by including orthologues of classical NAPs and structural factors (HU, sIHF, Lsr2, Lrp/AsnC, SMC, Dps, CbpA, DnaA, or IciA family proteins)^69^ and/or proteins associated with *S. coelicolor* chromatin^70^. This list is available in Supplementary Data 3.

### Definition of indices for genome conservation analyses

We selected 125 *Streptomyces* genomes from the NCBI database representative of the *Streptomyces* genus by keeping only complete genomes of distinct species. When genomes share an average nucleotide identity (ANIb) value greater than or equal to 96%, they are considered as members of the same species^30^ (Supplementary Table 1). We made one exception by keeping two strains of *S. ambofaciens* (ATCC 23877 and DSM 40697). Orthologous genes were identified by BLASTp best hits^71^ (BLASTP 2.11.0+) with at least 40% of identity, 70% coverage and an *E*-value lower than 1e^−10^ as previously described^30^. The gene persistence index was calculated as *N*_orth_/*N*, where *N*_orth_ is the number of genomes carrying a given orthologue and *N* is the number of genomes searched^31^. For gene order conservation (GOC) analysis, pairwise comparisons were achieved using a sliding window (8 CDSs, step of 1 CDS) and comparing a reference strain (*S. ambofaciens* ATCC23877) to another. The GOC index is the number of contiguous orthologs in both chromosomes over the number of orthologs in the window.

### Transcriptome analysis

For RNA-seq analysis performed in liquid cultures, ≈2 × 10^7^ spores of *S. ambofaciens* ATCC 23,877 were inoculated in 100 ml of liquid medium. Thereafter, 25 ml (for samples harvested after 24 h growth) or 10 ml of cultures (for other time points) were added to an equal volume of cold ethanol.

Cells were then harvested by centrifugation for 15 min at 4000 × *g* at 4 °C, and stored at −20 °C. Pellets were washed with 1 ml of DEPC water, centrifuged for 5 min at 16,000 × *g* at 4 °C and homogenized with glass beads (≤106 µm; G4649, SIGMA) in 350 µl of lysis buffer (RNeasy Plus Mini Kit, QIAGEN) supplemented with 10 µl/ml β-mercaptoethanol. Samples were processed 3 times for 45 s each in FastPrep-24TM 5 G instrument (MP Biomedicals) at setting 6 with 1 min cooling between the stages. After centrifugation for 10 min at 16,000 × *g* at 4 °C, total RNAs were isolated from the supernatants using an RNeasy Plus Mini Kit (QIAGEN) and gDNA Eliminator columns, following the manufacturer’s recommendations. To remove genomic DNA, RNA samples were incubated for 30 min at 37 °C with 20 U of RNase-free DNase I (Roche) in a final reaction volume of 30 µl. RNAs were then cleaned up using the RNeasy Mini Kit (QIAGEN), following the manufacturer’s recommendations. The absence of DNA in the preparations was checked by PCR on an aliquot. RNA samples were quantified using QubitTM RNA HS Assay kit (Thermo Fischer Scientific), following the manufacturer’s recommendations.

Total RNA quality was assessed in an Agilent Bioanalyzer 2100, using RNA 6000 pico kit (Agilent Technologies). Five hundred ng of total RNAs were treated with DNAse (Baseline Zero DNAse, Epicentre) prior to ribosomal RNA depletion using the RiboZero bacteria magnetic Kit from Illumina according to the manufacturer’s recommendations. After the Ribo-Zero step, the samples were checked in the Agilent Bioanalyzer for complete rRNA depletion. Directional RNA-seq libraries were constructed using the Illumina ScriptSeq kit V2 (discontinued) for samples corresponding to C5 conditions and Illumina Stranded library preparation kit for all other samples, according to the manufacturer’s recommendations.

Libraries were pooled in equimolar proportions and sequenced (Paired-end 2 × 43 bp) with an Illumina NextSeq500 instrument, using a NextSeq 500 High Output 75 cycles kit. Demultiplexing was done (bcl2fastq2 V2.2.18.12) and adapters (adapter_3p_R1: AGATCGGAAGAGCACACGTCTGAACT; adapter_3p_R2: AGATCGGAAGAGCGTCGTGTAGGGA) were trimmed with Cutadapt1.15, only reads longer than 10 bp were kept.

STAR software^72^ (v2.5.4) was used for mapping RNA-seq to the reference genome (genome-build-accession NCBI_Assembly: GCF_001267885.1) containing only one terminal inverted repeat (TIR). This avoids any biases with multiple mapping within the duplicated extremities of the genome (since the two TIR sequences are indistinguishable). We used the featureCounts program^73^ (v2.0.1) to quantify reads (in sense- and antisense-orientation) generated from RNA-sequencing technology in terms of “Gene” feature characteristics of *S. ambofaciens* ATCC 23877 annotation (GCF_001267885.1_ASM126788v1_genomic.gff—released on 06/15/2020).

### Bioinformatic analysis of RNA-seq count data

SARTools (Statistical Analysis of RNA-Seq data Tools, v1.6.3) DESeq2-based R pipeline^74^ was used for systematic quality controls and the detection of differentially expressed genes. PCA and sample clustering used homoscedastic data transformed with Variance Stabilizing Transformation (VST). For the differential analysis, Benjamini and Hochberg’s method was used with a threshold of statistical significance adjusted to 0.05. The reference condition was C1 (medium “MP5_24h”). All parameters of SARTools that have default values were kept unchanged. Genes with null read counts in all samples were not taken into account for the analysis with DESeq2. Genes corresponding to the second TIR (not used for the mapping) or the rRNAs (RiboZero treatment) were excluded from further analysis. The statistical report of this RNA-seq analysis is presented in Supplementary Data 4. Supplementary Data 3 presents the DESeq2 normalized counts per kb for each gene in each growth condition. To ensure that antisense-transcription did not affect the normalization of sense-transcription data, the latter were normalized as follows: the percentage of transcription in antisense orientation of each gene was determined with the raw data, then the normalized antisense-transcription was evaluated by applying this percentage to the normalized sense-transcript counts. To determine the category of gene expression the normalized counts obtained by the SARTools DESeq2-based pipeline were again normalized with respect to gene size (number of DESeq2 normalized reads/gene size × 1000 bp, normRPK). This allowed us to compare directly the relative levels of gene expression of individual genes. Data were analyzed with R software^75^ and the Integrative Genomics Viewer (IGV, v2.8.0) tool was used to simultaneously visualize RNAseq data and genomic annotations^76^.

### Multidimensional analyses of the data

We used the FactoShiny R package^77^ (v2.4) to perform clustering, principal component analyses, and correspondence analyses. This overlay factor map presented in Supplementary Fig. 4c results from the correspondence analysis performed using a contingency table indicating the number of genes in each category of expression level depending on the genome features of interest. ‘Max’, ‘Mean’, and ‘Min’ refers to the maximal, mean, and minimal expression levels in all studied conditions, from the lowest category (‘0’) to the highest (‘4’). These categories were defined by considering the distribution parameters of the normalized number of reads (Supplementary Fig. 4a). These gene expression categories as well as the number of genes switched ON (‘Switch’, meaning that the expression level switches from CAT_0 in at least one condition to CAT_3 or more in another condition), or presenting a very low (‘AS < 0.05’) or high (‘AS > 0.5’) level of antisense index were used to build the map, and projected on the plan.

### Chromosome conformation capture (3C)

Spores of *S. ambofaciens* ATCC 23877 (≈4 × 10^7^) were inoculated in 200 ml of MP5 or YEME10 liquid medium. In these media, bacterial growth was monitored by opacimetry. At the indicated time point, cells were harvested from 100 ml samples of culture, adjusted to an OD_600 nm_ of about 0.15 (with the appropriate fresh medium), and fixed by adding formaldehyde solution (3% final concentration). Cells were then incubated under moderate agitation for 30 min at RT and 30 min more at 4 °C. Glycine (250 mM final concentration) was added, and the bacteria incubated 30 min at 4 °C with moderate agitation. Cells were then harvested by centrifugation for 10 min at 4000 × *g* at 4 °C. The cells were gently suspended in 50 ml of PBS 1× and then again harvested by centrifugation for 10 min at 4000 × *g* at 4 °C. This washing step was repeated once before suspending the cells in 1 ml of PBS before final harvesting by 10 min at 4000 × *g* at 4 °C. The dry pellets were stored at −80 °C until use.

Frozen pellets of exponentially grown cells were thawed, suspended in 600 µl Tris 10 mM EDTA 0.5 mM (TE) (pH 8) with 4 µl of lysozyme (35 U/µl; Tebu Bio) and incubated at RT for 20 min. For the samples collected after 48 h, the pellets were thawed, suspended in TE (pH 8) with 4 µl of lysozyme (35 U/µl; Tebu Bio) for 45 min and then homogenized with a Bioruptor sonication device (3 cycles of 30 s, with a pause of 30 s pause for each). Then, for both 24 h and 48 h samples, SDS was added to the mix (final concentration 0.5%) of cells and incubated for 10 min at RT. Five hundred µl of lysed cells were transferred to a tube containing 4.5 ml of digestion mix (1× NEB 3 buffer, 1% triton X-100) and 100 µl of the lysed cells were transferred to a tube containing 0.9 ml of digestion mix. Eight hundred units of *Sal*I were added to the 5 ml digestion mix. Both tubes were then incubated for 2 h at 37 °C and 250 units of *Sal*I were added to the 5 ml tube and further incubated, 2 h at 37 °C. To stop the digestion reaction, 4 ml of the digestion mix were immediately centrifuged for 20 min at 20,000 × *g*, and pellets were suspended in 4 ml of sterile water. The digested DNA (4 ml in total) was split into 4 aliquots and diluted in 8 ml ligation buffer (1× ligation buffer NEB 3 (without ATP), 1 mM ATP, 0.1 mg/ml BSA, 125 Units of T4 DNA ligase 5 U/µl). Ligation was performed at 16 °C for 4 h, followed by incubation overnight at 65 °C with 100 µl of proteinase K (20 mg/ml) and 100 µl EDTA 500 mM. DNA was then precipitated with 1/10 volume of 3 M Na-acetate (pH 5.2) and two volumes of isopropanol. After one hour at −80 °C, DNA was pelleted and suspended in 500 µl 1× TE buffer. The remaining 1 ml digestion mix with or without *Sal*I were directly incubated with 100 µl of proteinase K (20 mg/ml) overnight at 65 °C. Finally, all the tubes were transferred into 2 ml centrifuge tubes (8 tubes), extracted once with 400 µl phenol-chloroform pH 8.0, precipitated, washed with 1 ml cold ethanol 70% and diluted in 30 µl 1× TE buffer in the presence of RNAse A (1 μg/ml). Tubes containing the ligated DNA (3C libraries) were pooled. The efficiency of the 3C preparation was assayed by running aliquots of the 3C-libraries, the digested DNA or the non-digested DNA on 1% agarose gel. Finally, the 3C libraries were quantified on the gel using QuantityOne software (BioRad).

### Processing of libraries for Illumina sequencing

Approximately 5 µg of a 3C library was suspended in water (final volume 130 µl) and sheared using a Covaris S220 instrument (Duty cycle 5, Intensity 5, cycles/burst 200, time 60 s for 4 cycles). The DNA was purified using a Qiaquick^®^ PCR purification kit, DNA ends were prepared for adapter ligation following standard protocols^78^. Custom-made adapters^23^ were ligated overnight at 4 °C. Ligase was inactivated by incubating the tubes at 65 °C for 20 min. To purify DNA fragments ranging in size from 400 to 900 pb, a PippinPrep apparatus (SAGE Science) was used. For each library, one PCR reaction of 12 cycles was performed using 2–3 µl of 3C library, 0.2 µM Illumina primers PE1.0 and PE2.0, and 1 unit of Taq Phusion (Finnzymes). The PCR product was purified on Qiagen MinElute columns and dimers of primers were removed from the 3C library by using AMPure XP beads following the manufacturer’s protocol (Beckman Coulter). Finally, libraries were subjected to 75 bp paired-end sequencing in an Illumina sequencer (NextSeq500).

### Processing of sequencing data

PCR duplicates from each 3C library sequence dataset were discarded using the 6 Ns of custom-made adapters^23^. Reads were aligned independently using Bowtie 2 (v2.2.3) in very sensitive mode^79^. Only reads with mapping quality >30 were kept to establish contact maps.

### Generation and analyses of contact maps

Contact maps were built as described previously^80^. Briefly, each read was assigned to a restriction fragment. Non-informative events such as self-circularized restriction fragments, or uncut co-linear restriction fragments were discarded^81^. The chromosome of *S. ambofaciens* devoid of the TIRs was divided into 10 kb bins and the frequencies of contacts between genomic loci for each bin were assigned. Contact frequencies were visualized as heatmaps. Raw contact maps used for comparative analyses were built using ≈2 million valid reads. Raw contact maps were normalized with the sequential component normalization procedure (SCN^81^). To facilitate visualization, contact matrices are visualized as log matrices. First, we applied to the SCN matrices the log10 and then a Gaussian filter (*H* = 1) to smooth the image. The contact score for a pair of bins that due to mapping was identified as an outlier (*z*-score > contact score) was replaced with the median value of the contact matrix. We built our model (Fig. 5) based on the 3D representations of the contact map using ShRec3D^82^ already used in other bacteria^23,24^ (Supplementary Fig. 6D). The resulting model is a 3D representation of the 2D contact map and does not reconstruct 3D structures based on a polymer model neither represent the exact nucleoid structure found in an individual bacterium but represents a convenient visualization tool of contact frequencies over a population of cells. To quantify the extent of the primary and secondary diagonals (Supplementary Fig. 5F), we applied to our data a method based on the filtering of significant 3C contacts and developed by Wang et al.^55,83^.

### Frontier index determination

To analyze the domain organization of *S. ambofaciens*, we used the frontier index (FI) method that quantifies the involvement of each bin in the frontier of any domain, i.e. at any scale—see technical details in ref. ^40^. Briefly, this method consists, first, in computing derivatives of the contact maps. To this end, we used normalized contact maps where the average contact frequency, *P*(*s*), was substracted to reduce noise coming from the natural overall decrease of contact frequencies as the genomic distance (*s*) between loci increase. Here, we also added pseudocounts (equal to *m*/20 where *m* is the maximal value of the contact frequencies) such that all values of the contact maps are strictly positive and we considered the logarithm of the resulting maps in order to mitigate the strongest variations close to the diagonal. We then considered separately the derivatives of these maps along the vertical and horizontal axes, whose large positive values (in the upper part of the maps) are, respectively, associated with upstream and downstream frontiers of domains, respectively. After setting negative values to zero (to reduce noise even more), for each bin, the corresponding upstream and downstream FIs were defined as the sum over all other bins at a distance below 600 kb of the resulting signals. We then computed the profile of upstream and downstream FIs. We considered peaks that are located above the median of the peak values plus two times the standard deviation (estimated by 1.48 times the median absolute deviation to mitigate the impact of outliers). These statistics were computed separately for the left terminal arm, the central region, and the right terminal arm as these compartments have distinct statistical 3C-seq features. Altogether, this led us to a list of significant upstream (orange) and downstream (green) peaks, respectively.

A boundary was then allocated to any bin (as well as to pairs of consecutive bins to cope with the uncertainty of peak positions) for which both the upstream and downstream peaks were significant. To analyze the genetic environment associated with a boundary, we considered the environment around the boundary identified by the frontier index (±2 bins). Note that due to the intrinsically noisy nature of 3C-seq data, we detected bins with only an upstream or a downstream significant peak (Supplementary Fig. 6E). These bins with an ‘orphan’ peak were not associated with a boundary, and hence, were removed from the analysis.

### The dispersion index

The dispersion index of a signal reflects the range of variations relative to the mean value of the signal. Here, we compute it for the frequency of contacts. More precisely, it is defined as: *I*(*s*) *=* var(*s*)/*P*(*s*), where *P*(*s*) and var(*s*) are, respectively, the mean value and variance of the frequency of contacts between bins separated by the genomic distance. These quantities are then computed separately in each compartment of the genome. The larger the dispersion index is, the more variable are the contact frequencies within a compartment.

### Statistical procedure

Data were analyzed with R software^75^. For the RNA-seq analyses, three independent experiments (performed on different days) were carried out for each studied condition, except for C3, C9, and C10 that were performed in duplicate and C5 in quadruple. The statistical significance of RNA-seq analysis was assessed using the SARTools DESeq2-based pipeline^74^. For the 3C-seq analyses, two independent experiments (performed on different days) were carried out for each condition. To quantify gene regionalization, we defined the left and right terminal arms using as limits the first (genome position: 1,469,670–1,474,823 bp) and last (genome position: 5,802,471–5,807,629 bp) rDNA operons, respectively. The statistical significance was assessed by means of two-sided Fisher’s exact test for count data, which is appropriated to the analysis of contingency tables.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The RNA-seq and 3C-seq data generated during in this study have been deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE162865. The list of the core genome CDSs and the persistence index values are available in Supplementary Data 3. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamics of the compartmentalized Streptomyces chromosome during metabolic differentiation
**Source:** Nat Commun. 2021 Sep 1;12:5221. doi: 10.1038/s41467-021-25462-1
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

### Dynamics of the compartmentalized *Streptomyces* chromosome during metabolic differentiation

#### Authors

Virginia S. Liroy<sup>1,\*</sup>, Jean-Noël Lorenzi<sup>1</sup>, Soumaya Najah<sup>1</sup>, Thibault Poinssignon<sup>1</sup>, Hervé Leh<sup>1</sup>, Corinne Saulnier<sup>1</sup>, Bertrand Aigle<sup>2</sup>, Sylvie Lautru<sup>1</sup>, Annabelle Thibessard<sup>2</sup>, Olivier Lespinet<sup>1</sup>, Pierre Leblond<sup>2</sup>, Yan Jaszczyszyn<sup>1</sup>, Kevin Gorrichon<sup>1</sup>, Nelle Varoquaux<sup>3</sup>, Ivan Junier<sup>3</sup>, Frédéric Boccard<sup>1</sup>, Jean-Luc Pernodet<sup>1</sup>, Stéphanie Bury-Moné<sup>1,\*</sup>

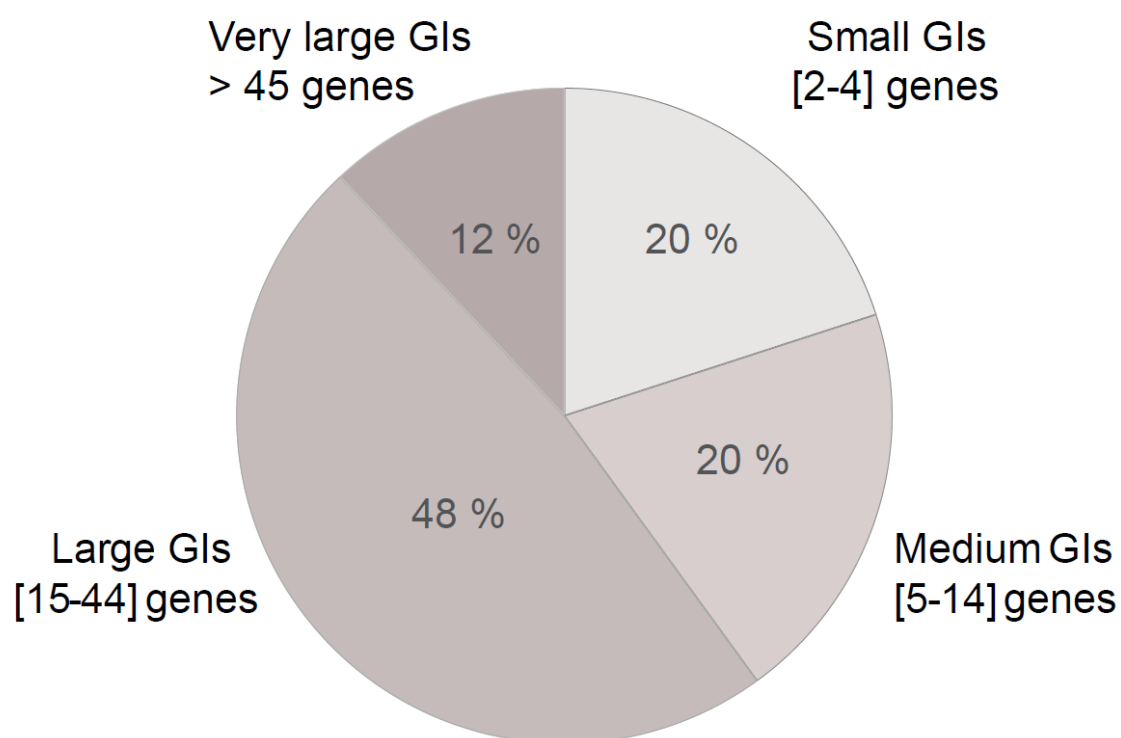

**Supplementary Figure 1: Size distribution of *S. ambifaciens* GIs**

Using a minimal threshold of 15 CDS within the synteny break in at least one of the compared genome, 50 GIs (composed of 2 to 158 CDSs) and 22 insertion points ( $\leq 1$  CDS within the synteny break) were identified in *S. ambifaciens* ATCC 23877 genome.

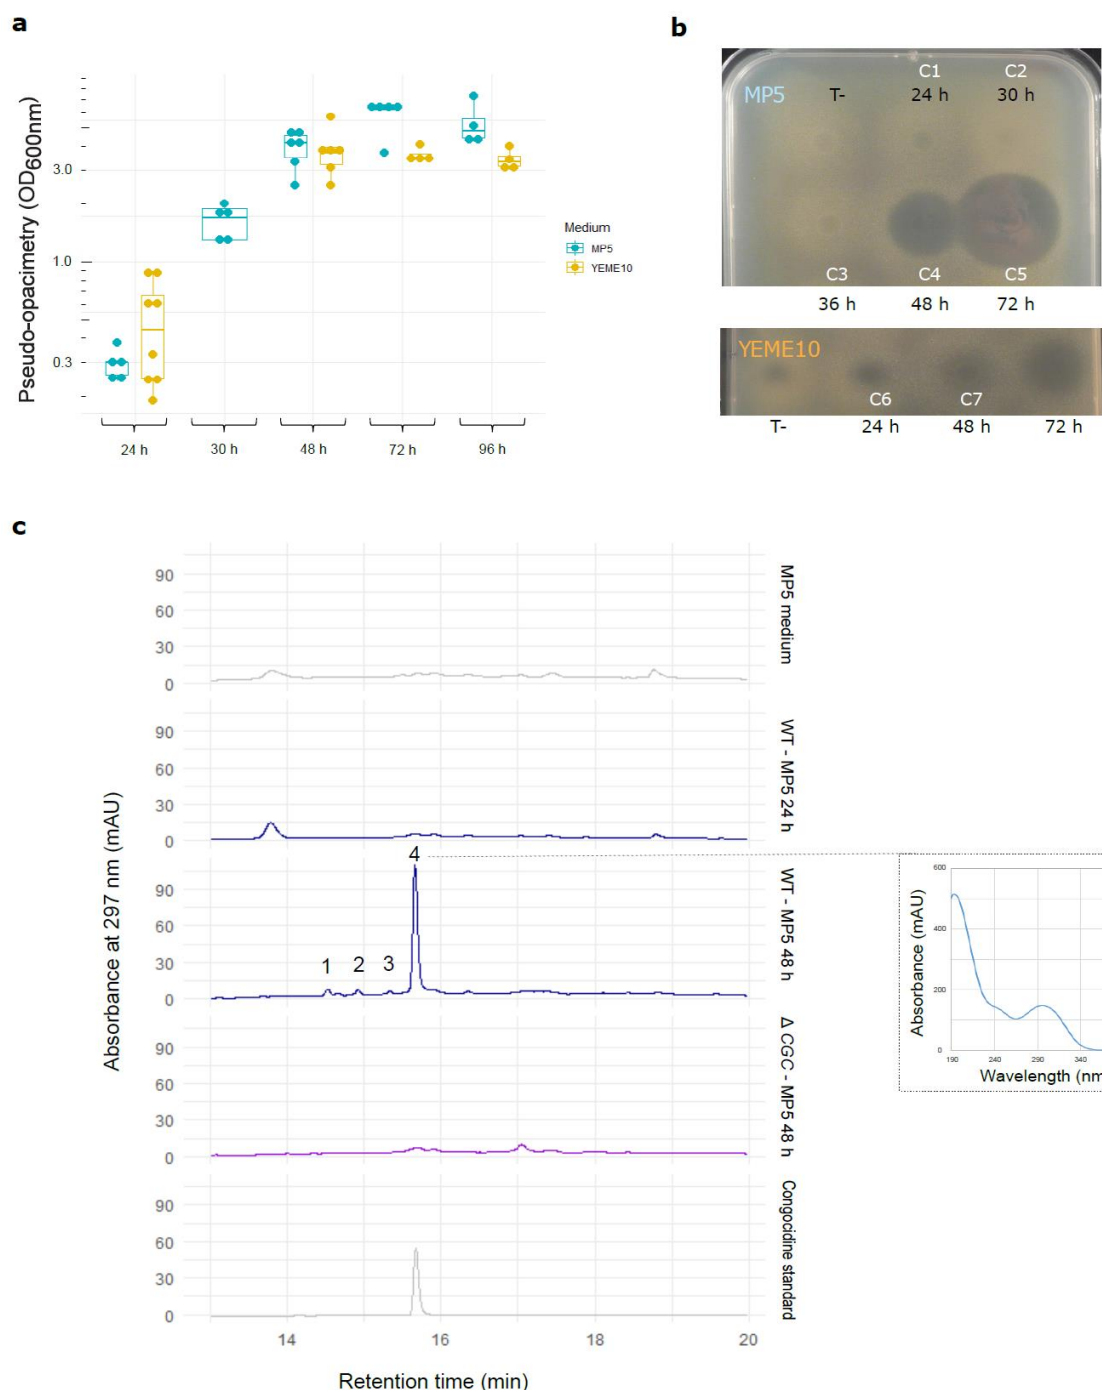

### Supplementary Figure 2: The metabolic differentiation of *S. ambofaciens*

**a** Growth curves of *Streptomyces ambofaciens* in MP5 and YEME10 liquid media. In these media, *S. ambofaciens* grows in a rather dispersed way, so that growth can be monitored by optical density (OD<sub>600nm</sub>). We refer to “pseudo-opacymetry” because of the presence of some clumps of bacteria. The boxplots represent the first quartile, median and third quartile, each dot corresponding to an independent experiment. The upper whisker extends from the hinge to the largest value no further than 1.5 \* the inter-quartile range (IQR, *i.e.* distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most 1.5 \* IQR of the hinge.

**b** Bioassays performed in conditions used in this study. Bioassays were performed against *Micrococcus luteus* with the supernatants of *S. ambofaciens* ATCC 23877

grown in MP5 or YEME10 liquid media and harvested at different time points. Non-inoculated media were used as negative controls ('T-'). 'C1' to 'C7' refer to the name of the studied conditions (Table 1). The width of the plates is 12 cm. The presence of a halo indicates the presence of one or more antibacterial activities. The expression of the SMBGCs encoding known antibiotic is presented in **Supplementary Fig.3c**. Source data are provided as a Source Data file.

**c** HPLC analyses of the supernatants of *S. ambofaciens* ATCC 23877 during growth in MP5 medium. After 24 h and 48 h of growth, filtered culture supernatants were submitted to HPLC analysis (see Method section for details). Sterile MP5 medium was used as a negative control. The absorbance was monitored at 297 nm. After 48 h of growth, the presence in the culture supernatants of several peaks (highlighted by numbers) that are absent after 24 h of growth illustrates the process of metabolic differentiation of *S. ambofaciens*. The peak # 4 around 15.6 min presents the same retention time and absorbance spectrum absorbance (one representative result in the islet) than an authentic congocidine standard and is absent in the culture supernatant of a strain with the congocidine cluster deleted ('ΔCGC', lab collection). This peak therefore corresponds to congocidine. The results correspond to the mean of five independent experiments per strain. Source data are provided as a Source Data file.

Supplementary Figure 3

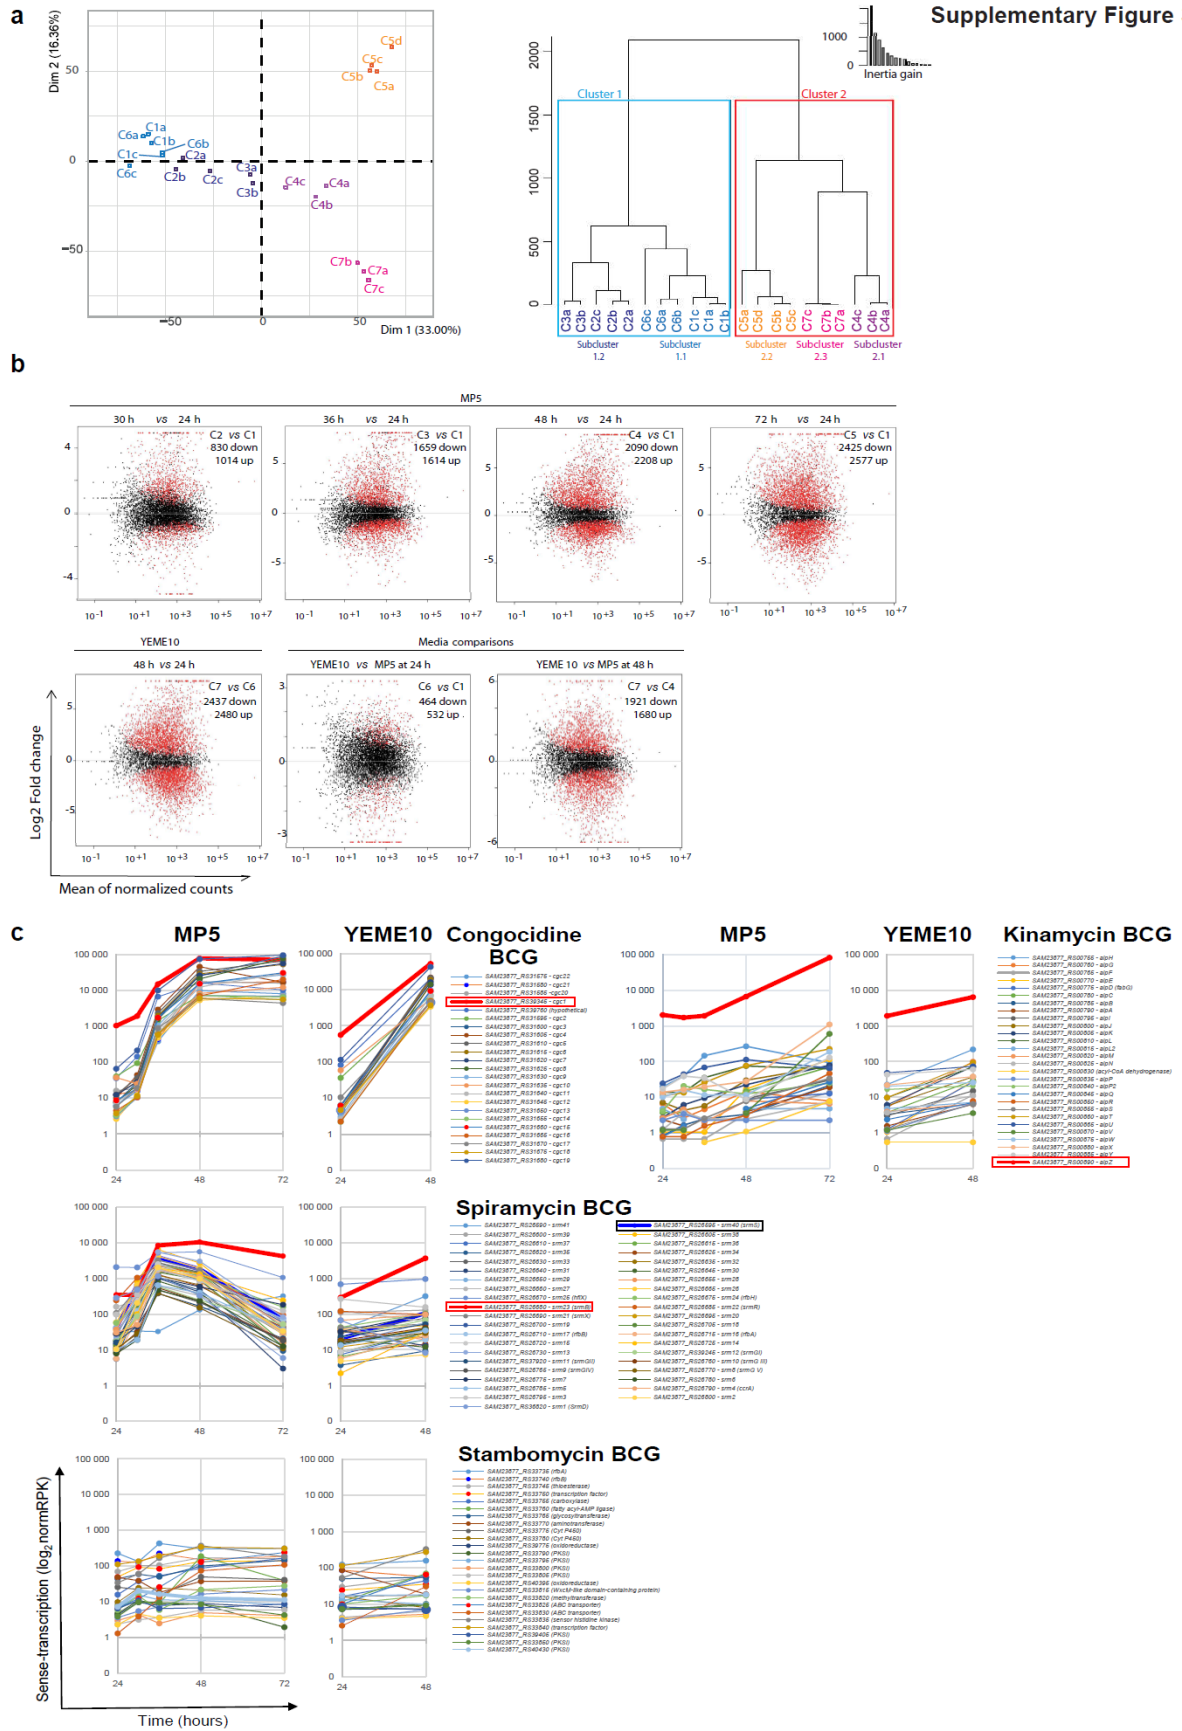

### Supplementary Figure 3: The metabolic differentiation of *S. ambofaciens* analyzed at the transcriptional level

**a** Multidimensional analyses of the studied conditions. Left panel - Axes 1 and 2 of the principal component analysis (PCA) of the whole data set (21 samples), with percentages of variance associated with each axis. The numbers indicate the condition (see Table 1) with a distinct letter (a, b, c, d) for each replicate. Right panel - Ascending hierarchical classification (Euclidean distance, Ward criterion) and its inertia gain. The conditions form two clusters (1 and 2) and five subclusters which are boxed. The cluster 1 corresponds to the earliest growth time points (24 h, 30 h and 36 h) in which no antibiotic production was detected by bioassay (**Supplementary Fig.2b**). The cluster 2 corresponds to conditions associated to metabolic differentiation and the latest growth time points. Its sub-clusters separate owing the growth time and medium: 48 h in MP5 (subcluster 2.1), 72 h in MP5 (subcluster 2.2), 48 h in YEME10 (subcluster 2.3).

**b** MA-plot comparing transcriptomes over growth and over media. The MA-plot represents the log ratio of differential expression as a function of the mean intensity for each pairwise comparison. The differentially expressed features are highlighted in red, and the number of up- and down-regulated genes indicated on each graph. Triangles correspond to features having a too low/high  $\log_2$  (fold change) to be displayed on the plot.

**c** Transcriptomes over growth of the four biosynthetic gene clusters encoding all known antibacterial activities of *S. ambofaciens*. Genes expressed at the highest level are boxed in red for the congocidine, spiramycin and kinamycin BGCs. They correspond to *cgc1* (SAM23877\_RS39345, encoding a transcriptional regulator), *srmB* (SAM23877\_RS26680, encoding the ABC-F type ribosomal protection protein SrmB) and *alpZ* (SAM23877\_RS00890, encoding a transcriptional regulator) genes, respectively. The gene encoding SrmS (SAM23877\_RS26595), the transcriptional regulator of the spiramycin BGC, is boxed in black. The dots correspond to the mean number of DESeq2 normalized reads per kb (normRPK) of the replicates, and are joined by a line for clarity (but they do neither report a real observation nor a model).

Supplementary Figure 4

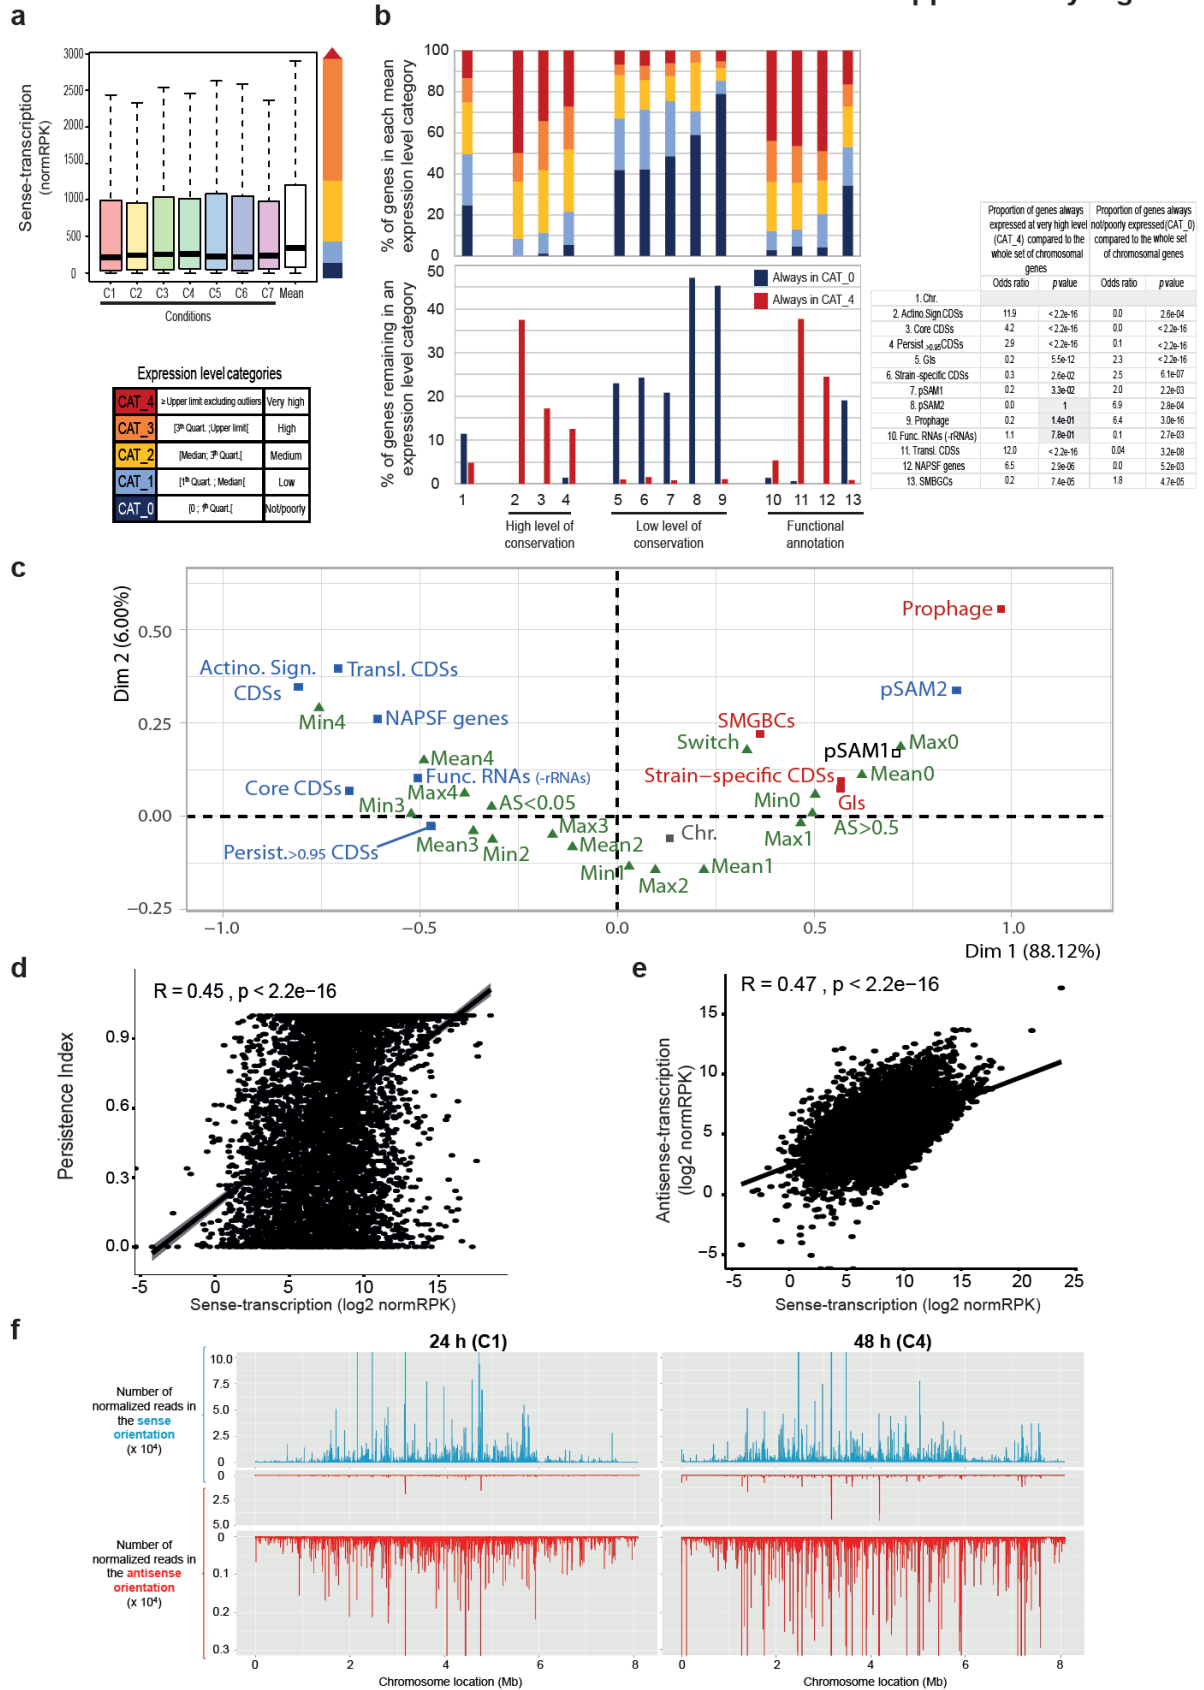

#### **Supplementary Figure 4: The dynamic of *S. ambofaciens* transcriptome**

**a** Categories of gene expression level. The boxplot represents the distributions of the read counts per gene (normalized by DESeq and on gene size, RPK) individually for each tested condition and as the mean expression of each gene in all tested conditions. The genes were classified owing their expression level by considering the distribution parameters as indicated. The boxplots represent the first quartile, median and third quartile. The upper whisker extends from the hinge to the largest value no further than  $1.5 \times$  the inter-quartile range (IQR, *i.e.* distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most  $1.5 \times$  IQR of the hinge. Outliers are not represented.

**b** Pattern of gene expression depending on genome features of interest. The genes were classified owing their mean (upper panel), their minimal or their maximal (lower panel) expression level in all studied conditions. The table presents the statistical analysis of the data (two-sided Fisher's exact tests for count data).

**c** Multidimensional analysis (overlay factor map) of genomic and transcriptomic data. The squares correspond to the row labels (genome features, see **Fig.1** for abbreviations). The triangles correspond to the column labels (*e.g.* category of level of mean, maximal, minimal sense-transcription, antisense index  $< 0.05$ , antisense index  $> 0.5$ ). The closer the squares or triangles are to the origin of the graph, the closer they are likely to be to the mean data. Proximity between triangles or between squares indicates similarity. A small angle (*e.g.* less than  $30^\circ$ ) connecting a triangle and a square to the origin indicate that they are probably associated. If they are located at the opposite, they are probably negatively associated. The proximity between the variables 'SMBGCs' and 'Switch' is due to the fact that a high proportion (19.3 %) of the SMBGC genes switched on at the transcriptional level in at least one studied condition (compared to 4.4 % at the level of the whole genome, odds ratios 5.2,  $p$ -value  $< 2.2 \cdot 10^{-16}$ ; 7.6 % of genes within GIs, odds ratios 2.9,  $p$ -value  $2.2 \cdot 10^{-9}$ , two-sided Fisher's exact tests for count data).

Other abbreviations: 'AS  $< 0.05$ ' and 'AS  $> 0.5$ ': very low (below 0.05) or very high (above 0.5) antisense-transcription indices; 'Max', 'Mean' and 'Min': maximal, mean and minimal expression levels in all studied condition, from the lowest category ('0') to the highest ('4'); 'Switch': switch from CAT\_0 to CAT\_3 or more.

**d & e** Correlation between gene persistence and transcription in sense (**d**) and antisense (**e**) orientation. This correlation was analyzed by a Spearman's rank correlation test. Gene transcription corresponds to the number of DESeq2 normalized reads per kb (normRPK).

**f** Mapping of sense- and antisense- reads along the chromosome during growth in MP5 medium. The normalized counts [transcripts per million, normalized considering the total (sense- plus antisense-) transcription] were mapped on the *S. ambofaciens* chromosome. Please note that transcription in the antisense orientation is presented on two different scales.

Supplementary Figure 5

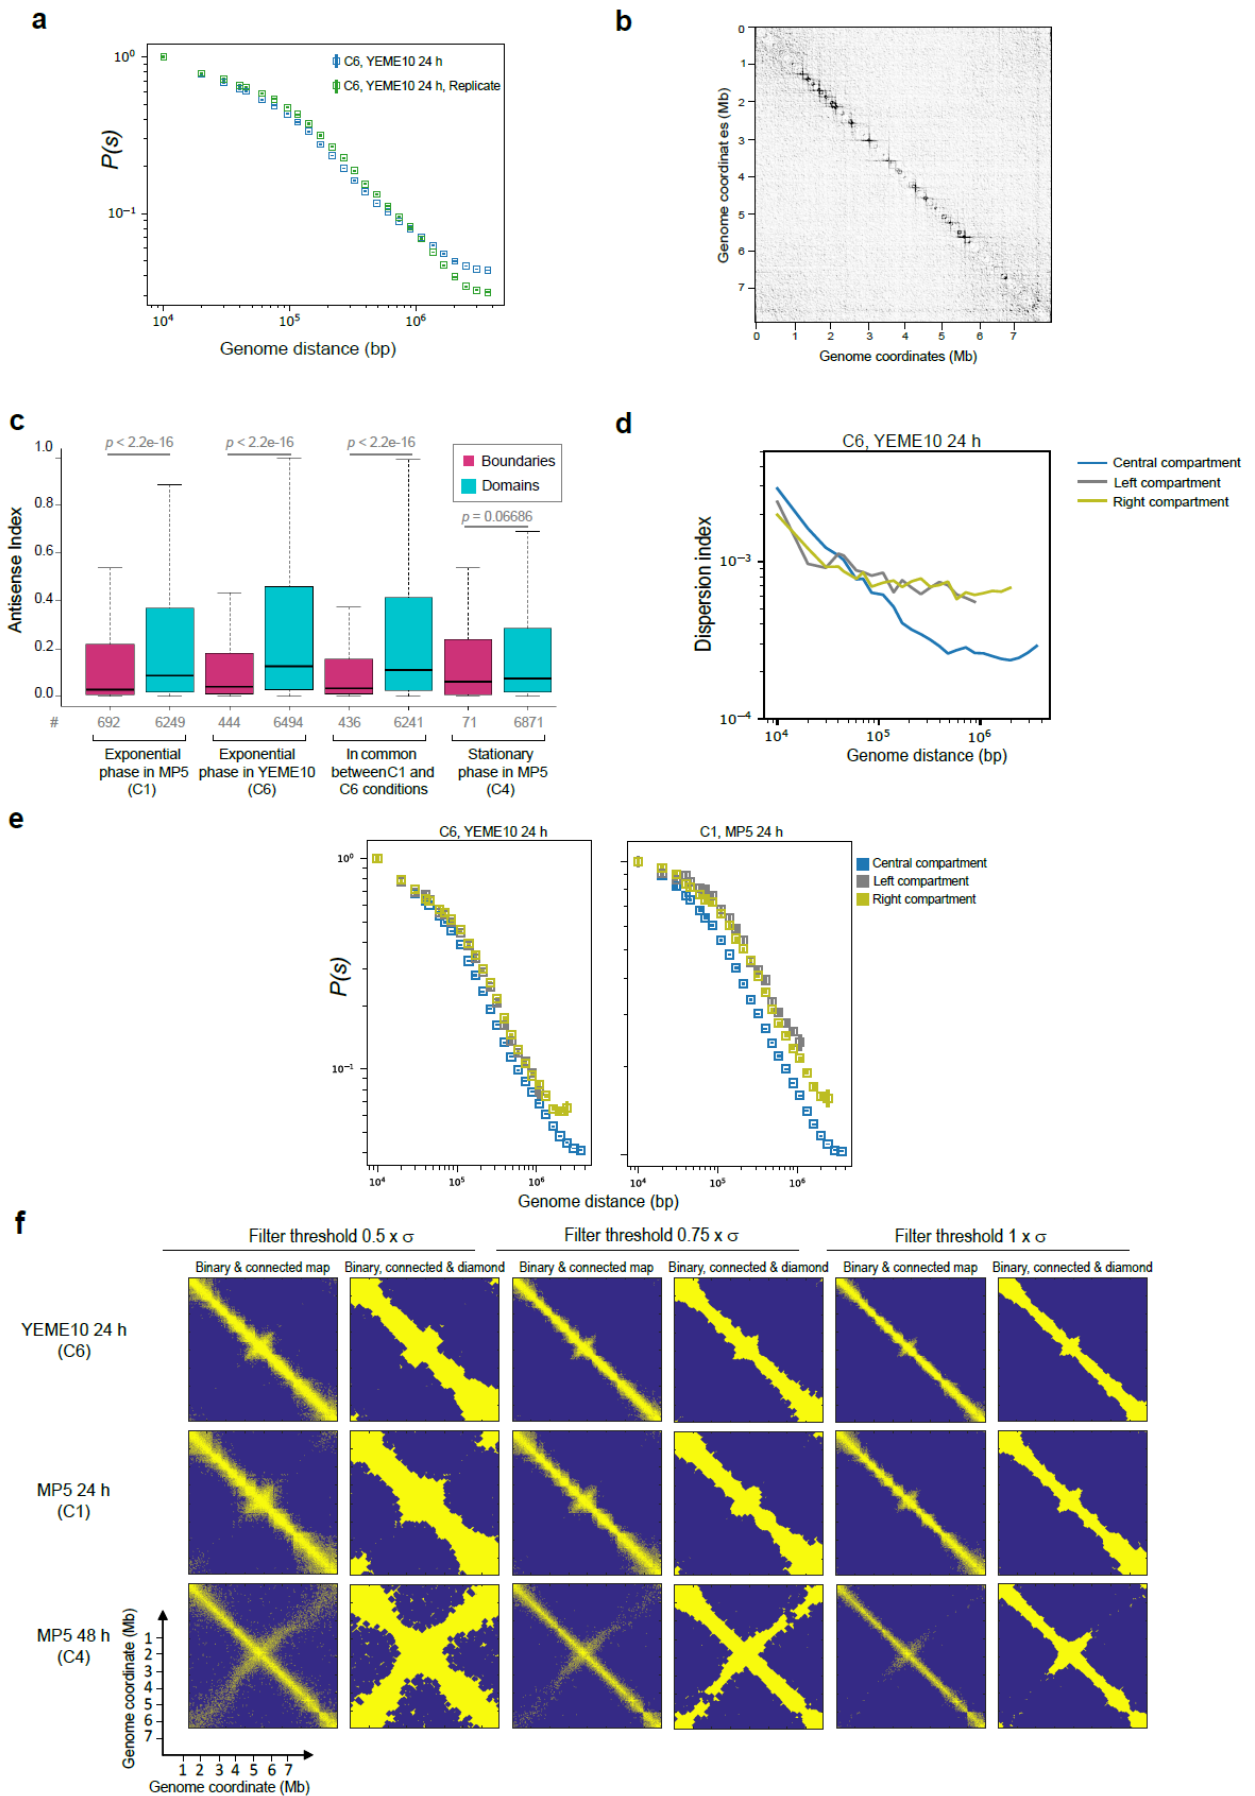

### **Supplementary Figure 5: Analyses of chromosome structure and its correlation with transcription**

**a** Contact probability plotted as a function of genomic distance in YEME10 at 24 h. The plot represent the intra-chromosomal contact probability,  $P(s)$ , for pairs of loci separated by a genomic distance on the chromosome. Results of two replicates are presented.

**b** Derivative of the contact matrix for WT cells in YEME10 at 24 h. The map shows for each genome locus the tendency of contact frequencies to go downwards or upwards. Boundaries are visualized as the black vertices of the squares along the diagonal. Regions with no upstream/downstream bias show no squares (e.g. terminal regions).

**c** Boxplot presenting the antisense index over growth depending of genes and their structural location. The distribution of the antisense index is presented depending on the location of the genes. The antisense indexes in C1 condition of the genes at the boundaries or domains in common between C1 and C6 conditions ('Common C1 & C6') are also presented. The boxplots represent the first quartile, median and third quartile. The upper whisker extends from the hinge to the largest value no further than  $1.5 \times$  the inter-quartile range (IQR, i.e. distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most  $1.5 \times$  IQR of the hinge. Outliers are not represented. The  $p$ -values of two-sided Wilcoxon rank sum tests with continuity correction (boundaries *versus* domains) are indicated. The number of analyzed genes ('#') per condition is indicated. Please note that the antisense index was not calculated when no reads were detected, either in sense or antisense orientation, in all replicates.

**d** Dispersion index (DI) of compartments plotted as a function of genomic distance in YEME10 after 24 h of growth. The DI reflects the range of variations relative to the mean value as a function of the genome distance for the contact maps. Long-range DNA contacts within the terminal compartments ( $> 100$  kbp) are more variable than within the central compartment.

**e** Contact probability of the compartments plotted as a function of genomic distance.

**f** Contact map analysis of the primary and secondary diagonals. Contact maps were obtained after setting the threshold for significant interactions at  $0.5 \times$  and  $1.0 \times$  the standard deviation above the median to the original 3C-contact maps obtained in exponential (24 h in MP5 and YEME10 media) and stationary (48 h in MP5 medium) phase. Contact frequencies above or below the threshold were assigned a value of 1 or 0, respectively, generating a binary contact map in which significant interactions are represented in yellow, whereas non-significant interactions are represented in blue. Connected binary maps were generated by connecting 10 elements considered as significant using a diamond shape of 15 to fill out the empty points comprised by the connected elements<sup>1,2</sup>.

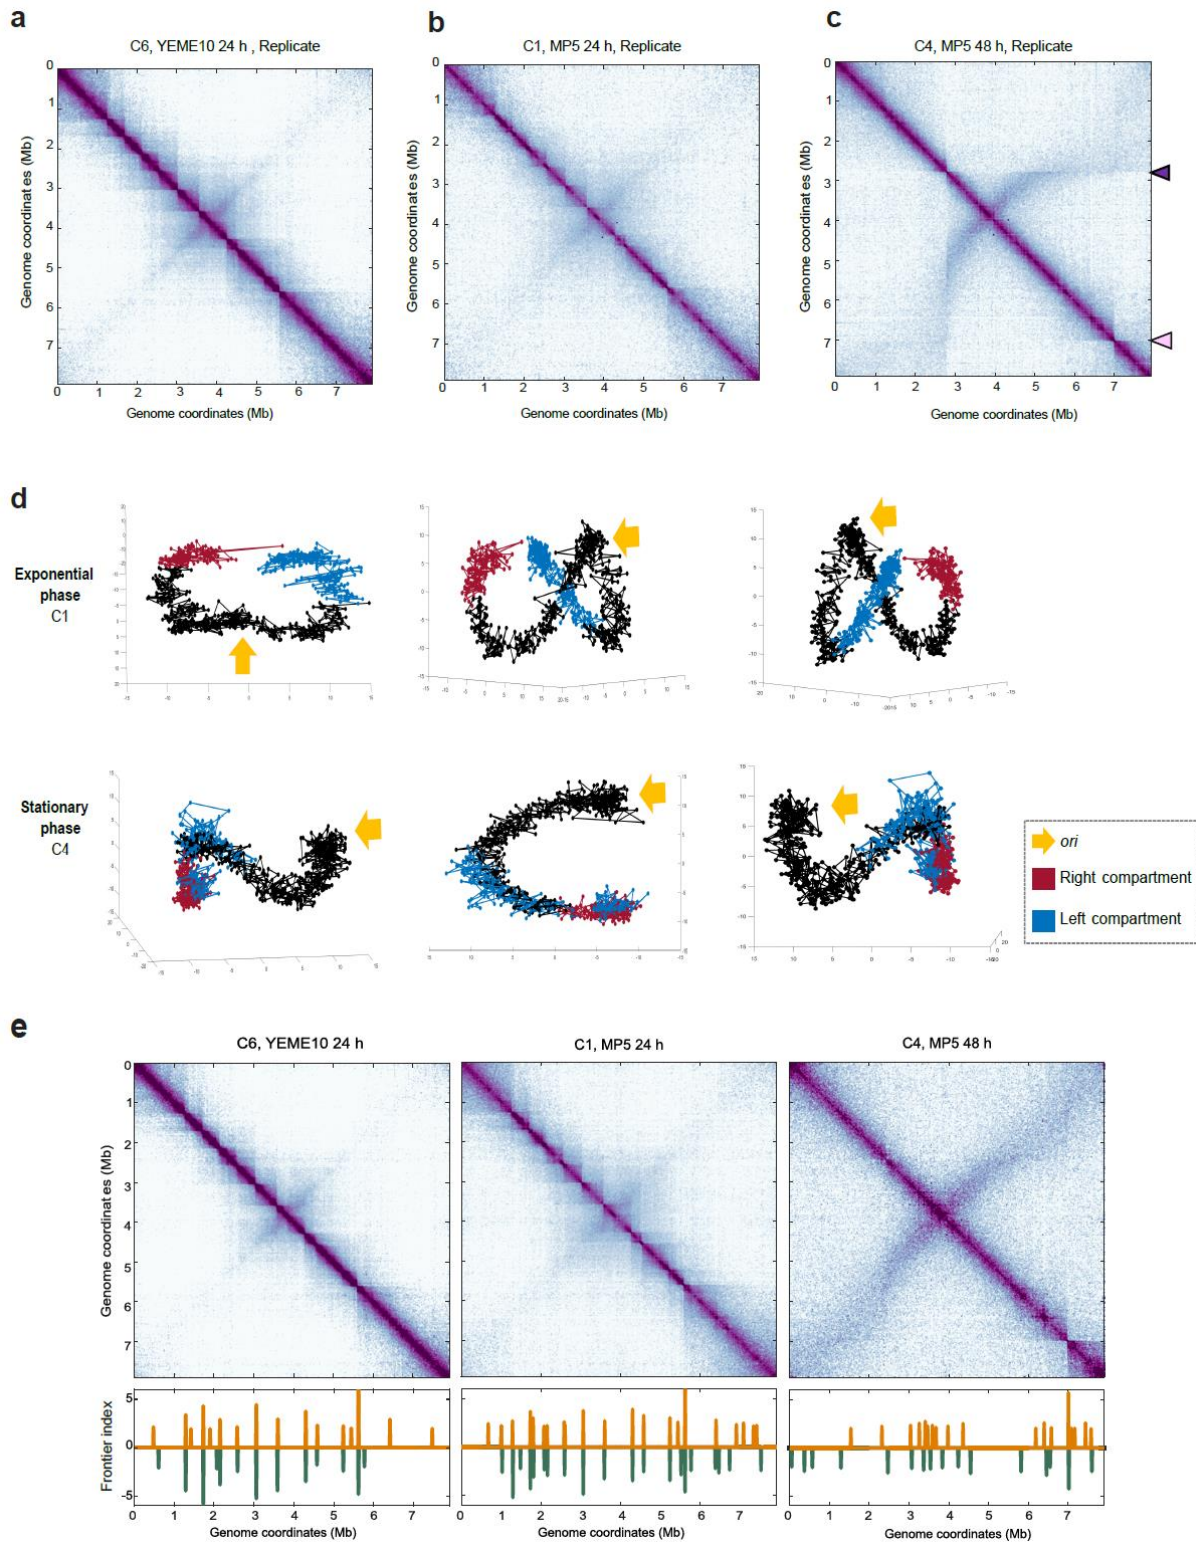

**Supplementary Figure 6: Contact maps and 3D-models for *S. ambifaciens***

**a** Replicate of cells grown 24 h in YEME10 growth medium, C6 condition

**b** Replicate of cells grown 24 h in MP5 growth medium, C1 condition

**c** Replicate of cells grown 48 h in MP5 growth medium, C4 condition. The violet and pink arrows indicate the location of boundaries formed at desferrioxamin and congocidine BGCs, respectively.

**d** 3D-models of *S. ambifaciens* genome generated by ShRec3D software<sup>3</sup>

**e** Results of the frontier index analysis including peaks that do not form boundaries. This panel presents the frontier index analysis of the 3C-maps presented in **Fig.3** and **Fig.4**, showing single peaks that were not considered as indicative of a boundary. At each locus, two indices are computed, reflecting the intensity of the loss of contact frequencies when going downwards (green peaks) or upwards (orange peaks), respectively, to the locus. A boundary is defined as any bin in which there is a change in the right bias of contacts towards the left bias ( $\pm 2$  bin, green and orange peaks, respectively). The detection of bins with only an upstream or a downstream significant peak reflects the intrinsically noisy nature of 3C-seq data.

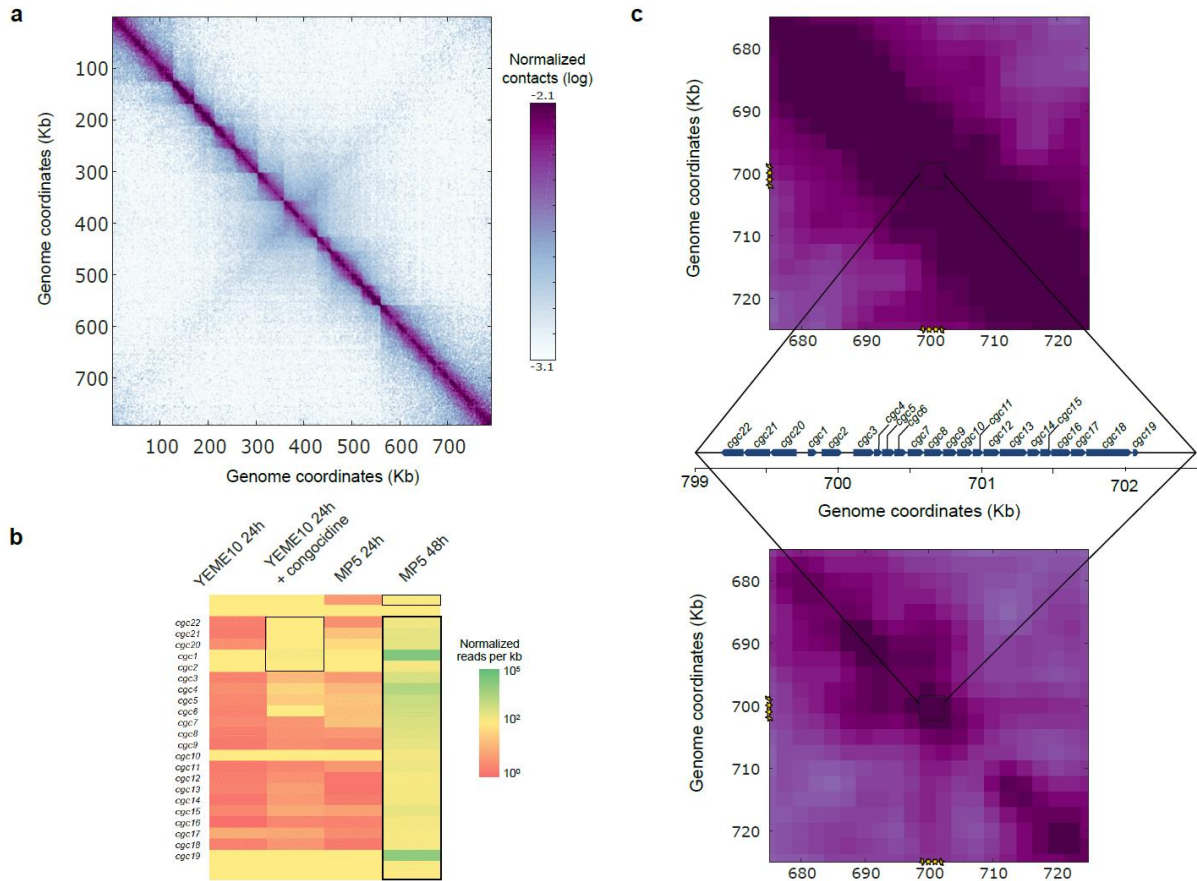

### Supplementary Figure 7: Impact of exogenous congocidine on congocidine biosynthetic gene cluster architecture and expression

**a** Contact map after 24 h in YEME10 growth medium in the presence of exogenous congocidine. 3C-seq was performed on *S. ambofaciens* grown in exponential phase in YEME10 medium supplemented with 1 µg/ml congocidine. The color scale reflect the frequency of the contacts between genome loci, from white (rare contacts) to dark purple (frequent contacts).

**b** Heatmaps of the congocidine BGC transcription in different growth conditions. Genes whose expression is statistically regulated ( $p$ -value < 0.05, compared to the control condition, *i.e.* 24 h in the same growth medium) are boxed.

**c** Focus on the genomic region (50 kb) encompassing the congocidine cluster contact maps (squares) in YEME10 growth conditions in the absence (top) or presence (bottom) of exogenous congocidine. The focus was performed on the 3C-contact maps presented in **Fig.3a** (YEME10) and in panel **a** (YEME10 + congocidine). The detailed genetic organization of the congocidine BGC is presented.

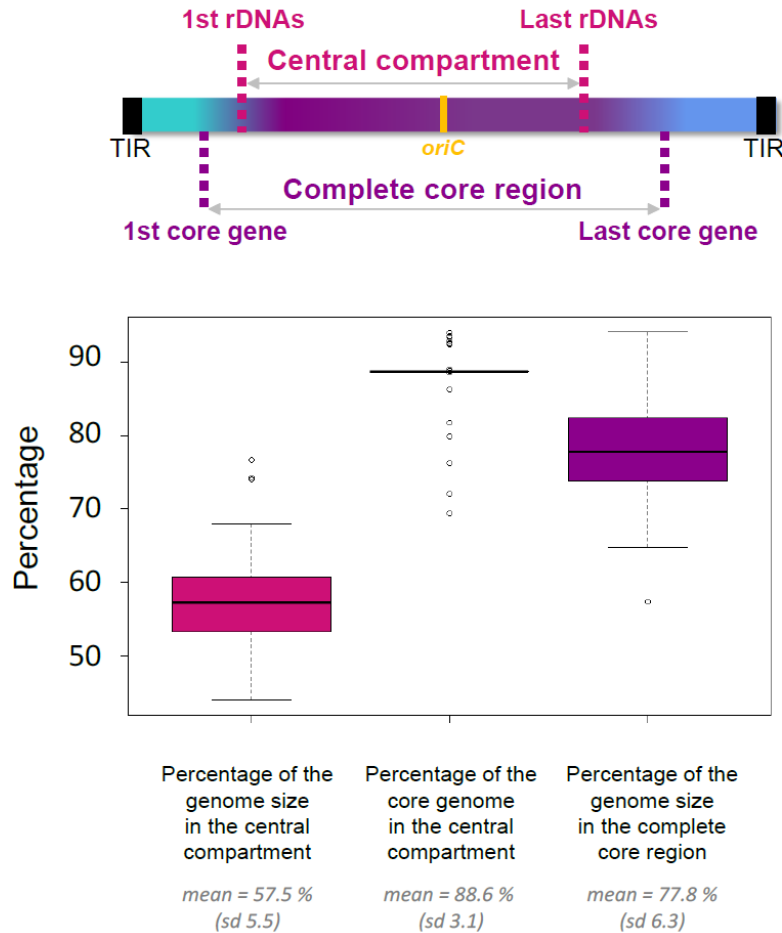

### Supplementary Figure 8: Percentage of core genes within the central compartment in a panel of 125 *Streptomyces* genomes

The percentage of core CDSs located in the central region was assessed in the panel of 125 genomes representative of *Streptomyces* genus diversity. The sizes of the central compartment (delimited by the first and last rDNA operons) and of the region encompassing 100 % of the core CDSs ('complete core region') were also determined and expressed as percentages relative to the size of the whole chromosome (plasmids were not considered). The boxplots represent the first quartile, median and third quartile. The upper whisker extends from the hinge to the largest value no further than  $1.5 \times$  the inter-quartile range (IQR, i.e. distance between the first and third quartiles) from the hinge. The lower whisker extends from the hinge to the smallest value at most  $1.5 \times$  IQR of the hinge. Outliers are represented (dots).

## Supplementary table 1: Collection of 125 *Streptomyces* genomes used in this study

**Name:** Species name

**Genome Assembly ID:** Unique identifier used in the NCBI Genome Assembly database

**Chromosome length (bp):** Chromosome length expressed in bp

**Plasmid length (bp):** Cumulative length of plasmids [Number of plasmids] expressed in bp

**CDSs nb:** Number of CDSs in chromosome [CDSs in plasmids]

**TIR length (bp):** Size of one copy of a TIR expressed in bp.

Supplementary table 1 (continued)

**Name:** Species name**Genome Assembly ID:** Unique identifier used in the NCBI Genome Assembly database**Chromosome length (bp):** Chromosome length expressed in bp**Plasmid length (bp):** Cumulative length of plasmids [Number of plasmids] expressed in bp**CDSs nb:** Number of CDSs in chromosome [CDSs in plasmids]**TIR length (bp):** Size of one copy of a TIR expressed in bp

**Supplementary table 2: Gene distribution in the central region *versus* the extremities (defined by the first and last rRNA operons) of *S. ambifaciens* ATCC23877 chromosome depending on features of interest**

| Features                                                       | Number of genes of interest | % of genes of interest present within the extremities | % of genes within the central region presenting the feature of interest | % of genes within the extremities presenting the feature of interest | Odds ratio <sup>a</sup> | p-value <sup>b</sup>   |
|----------------------------------------------------------------|-----------------------------|-------------------------------------------------------|-------------------------------------------------------------------------|----------------------------------------------------------------------|-------------------------|------------------------|
| Chromosomal genes                                              | 7128                        | 46.5                                                  |                                                                         |                                                                      |                         |                        |
| Genome features related to the level of conservation           |                             |                                                       |                                                                         |                                                                      |                         |                        |
| CDSs of the actinobacterial signature                          | 72                          | 16.7                                                  | 1.6                                                                     | 0.4                                                                  | 0.23                    | 1.4.10 <sup>-7</sup>   |
| Core CDSs                                                      | 1020                        | 11.3                                                  | 23.7                                                                    | 3.5                                                                  | 0.12                    | <2.2.10 <sup>-16</sup> |
| CDSs with a high level of persistence (>0.95)                  | 2186                        | 17.6                                                  | 47.2                                                                    | 11.6                                                                 | 0.15                    | <2.2.10 <sup>-16</sup> |
| GIs                                                            | 1207                        | 80.4                                                  | 6.2                                                                     | 29.3                                                                 | 6.27                    | <2.2.10 <sup>-16</sup> |
| Strain-specific CDSs <sup>c</sup>                              | 158                         | 85.4                                                  | 0.6                                                                     | 4.1                                                                  | 6.99                    | <2.2.10 <sup>-16</sup> |
| Genome features related to functional annotation               |                             |                                                       |                                                                         |                                                                      |                         |                        |
| Functional RNA (excluding rRNA)                                | 75                          | 13.3                                                  | 1.7                                                                     | 0.3                                                                  | 0.17                    | 1.3.10 <sup>-9</sup>   |
| CDSs encoding functions involved in translation                | 175                         | 13.7                                                  | 4.0                                                                     | 0.7                                                                  | 0.18                    | <2.2.10 <sup>-16</sup> |
| NAPSF genes                                                    | 49                          | 26.5                                                  | 0.9                                                                     | 0.4                                                                  | 0.41                    | 0.005798               |
| SMBGCs                                                         | 385                         | 76.4                                                  | 2.4                                                                     | 8.9                                                                  | 3.98                    | <2.2.10 <sup>-16</sup> |
| Features related to the level of expression                    |                             |                                                       |                                                                         |                                                                      |                         |                        |
| Genes always expressed at very high level (CAT_4) <sup>d</sup> | 332                         | 11.7                                                  | 7.7                                                                     | 1.2                                                                  | 0.14                    | <2.2.10 <sup>-16</sup> |
| Genes always expressed at very low level (CAT_0) <sup>d</sup>  | 849                         | 72.3                                                  | 6.2                                                                     | 18.5                                                                 | 3.46                    | <2.2.10 <sup>-16</sup> |

<sup>a</sup>The odds ratio represents the odds than an outcome will occur within the extremities compared to the odds of the outcome occurring in the central region. The genetic information of each TIR was taken into consideration for the calculations.

<sup>b</sup>The statistical significance of the odd ratios was assessed by two-sided Fisher's exact tests for count data.

<sup>c</sup>For this calculation, only the chromosomal strain-specific CDSs were taken into account (excluding the 44 strain-specific CDSs present on pSAM1 non-integrative plasmid).

<sup>d</sup>'always' refers to all the conditions investigated in this study (i.e. C1 to C7). Only chromosomal genes were considered in the calculation.

### Supplementary References

1. Wang, X. *et al.* In Vivo Evidence for ATPase-Dependent DNA Translocation by the *Bacillus subtilis* SMC Condensin Complex. *Mol Cell* **71**, 841-847.e5 (2018).
2. Wang, X., Brandão, H. B., Le, T. B. K., Laub, M. T. & Rudner, D. Z. *Bacillus subtilis* SMC complexes juxtapose chromosome arms as they travel from origin to terminus. *Science* **355**, 524–527 (2017).
3. Lesne, A., Riposo, J., Roger, P., Cournac, A. & Mozziconacci, J. 3D genome reconstruction from chromosomal contacts. *Nat Methods* **11**, 1141–1143 (2014).

# Supplementary material for: Dynamics of the compartmentalized Streptomyces chromosome during metabolic differentiation
**Source:** Nat Commun. 2021 Sep 1;12:5221. doi: 10.1038/s41467-021-25462-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name : Supplementary Data 1

Description : List of the GIs identified in *Streptomyces ambofaciens* ATCC 23877 genome

File Name : Supplementary Data 2

Description : List of the SMBGCs identified in *Streptomyces ambofaciens* ATCC 23877 genome

File Name: Supplementary Data 3

Description: Overall results from the comparative genomics, RNA-seq and 3C-seq analyses. The legend and the data are available in the 'Readme\_Legend' and 'DATA' datasheets, respectively. We propose to add a Supplementary Data presenting the statistical report of the RNA-seq analysis (generated by SARTools R Package). This information will be cited in the Method section and in the Report summary (to explicit our quality control approach). This file also contains the information about the version of the software that were used for the RNA-seq analysis

File Name: Supplementary Data 4

Description: Statistical report of the RNA-seq analysis (pairwise comparisons of conditions with DESeq2)

# Supplementary material for: Dynamics of the compartmentalized Streptomyces chromosome during metabolic differentiation
**Source:** Nat Commun. 2021 Sep 1;12:5221. doi: 10.1038/s41467-021-25462-1
**Supplement:** Supplementary file 7 — Supplementary Data 4

 

 

 

 
 
 

 

 

 Statistical report of project Streptomics: pairwise comparison(s) of conditions with DESeq2 

 
 
 
 
 
 
 
 
 
 
 
 

 
 
 

 

 

 

 

 

 
 

 

 

 

 
 
 
 
 
 

 

 

 Statistical report of project Streptomics: pairwise comparison(s) of conditions with DESeq2 
  Stéphanie Bury-Moné  
  2020-08-27  

 

 The SARTools R package which generated this report has been developped at PF2 - Institut Pasteur by M.-A. Dillies and H. Varet (  ). Thanks to cite H. Varet, L. Brillet-Guéguen, J.-Y. Coppee and M.-A. Dillies,  SARTools: A DESeq2- and EdgeR-Based R Pipeline for Comprehensive Differential Analysis of RNA-Seq Data , PLoS One, 2016, doi:  http://dx.doi.org/10.1371/journal.pone.0157022  when using this tool for any analysis published. 
 
  1  Introduction 
 The analyses reported in this document are part of the Streptomics project. The aim is to find features that are differentially expressed between C1, C2, C3, C4, C5, C6 and C7. The statistical analysis process includes data normalization, graphical exploration of raw and normalized data, test for differential expression for each feature between the conditions, raw p-value adjustment and export of lists of features having a significant differential expression between the conditions. 
 The analysis is performed using the R software  [1] , Bioconductor  [2]  packages including DESeq2  [3,4]  and the SARTools package developed at PF2 - Institut Pasteur. Normalization and differential analysis are carried out according to the DESeq2 model and package. This report comes with additional tab-delimited text files that contain lists of differentially expressed features. 
 For more details about the DESeq2 methodology, please refer to its related publications  [3,4] . 
 
 
  2  Description of raw data 
 The count data files and associated biological conditions are listed in the following table. 
 
 
 
 
Table 1: Data files and associated biological conditions.
 
 
 
Name
 
 
File
 
 
Condition
 
 
Batch
 
 
 
 
C1-a
 
 
MP5-24-1_counts_S.txt
 
 
C1
 
 
RNA3-1
 
 
 
 
C1-b
 
 
MP5-24-2_counts_S.txt
 
 
C1
 
 
RNA3-2
 
 
 
 
C1-c
 
 
MP5-24-3_counts_S.txt
 
 
C1
 
 
RNA3-3
 
 
 
 
C2-a
 
 
MP5-30-1_counts_S.txt
 
 
C2
 
 
RNA3-1
 
 
 
 
C2-b
 
 
MP5-30-2_counts_S.txt
 
 
C2
 
 
RNA3-2
 
 
 
 
C2-c
 
 
MP5-30-3_counts_S.txt
 
 
C2
 
 
RNA3-3
 
 
 
 
C3-a
 
 
MP5-36-1_counts_S.txt
 
 
C3
 
 
RNA3-1
 
 
 
 
C3-b
 
 
MP5-36-2_counts_S.txt
 
 
C3
 
 
RNA3-2
 
 
 
 
C4-a
 
 
MP5-48-1_counts_S.txt
 
 
C4
 
 
RNA3-1
 
 
 
 
C4-b
 
 
MP5-48-2_counts_S.txt
 
 
C4
 
 
RNA3-2
 
 
 
 
C4-c
 
 
MP5-48-3_counts_S.txt
 
 
C4
 
 
RNA3-3
 
 
 
 
C5-a
 
 
WTMP5-72-1_counts_S.txt
 
 
C5
 
 
RNA2-9
 
 
 
 
C5-b
 
 
WTMP5-72-2_counts_S.txt
 
 
C5
 
 
RNA2-10
 
 
 
 
C5-c
 
 
WTMP5-72-3_counts_S.txt
 
 
C5
 
 
RNA2-11
 
 
 
 
C5-d
 
 
WTMP5-72-4_counts_S.txt
 
 
C5
 
 
RNA2-10
 
 
 
 
C6-a
 
 
Y0-2_counts_S.txt
 
 
C6
 
 
RNA3-1
 
 
 
 
C6-b
 
 
Y0-3_counts_S.txt
 
 
C6
 
 
RNA3-2
 
 
 
 
C6-c
 
 
Y0-4_counts_S.txt
 
 
C6
 
 
RNA3-3
 
 
 
 
C7-a
 
 
Y48-1_counts_S.txt
 
 
C7
 
 
RNA3-1
 
 
 
 
C7-b
 
 
Y48-2_counts_S.txt
 
 
C7
 
 
RNA3-2
 
 
 
 
C7-c
 
 
Y48-3_counts_S.txt
 
 
C7
 
 
RNA3-3
 
 
 
 After loading the data we first have a look at the raw data table itself. The data table contains one row per annotated feature and one column per sequenced sample. Row names of this table are feature IDs (unique identifiers). The table contains raw count values representing the number of reads that map onto the features. For this project, there are 7275 features in the count data table. 
 
 
 
 
Table 2: Partial view of the count data table.
 
 
 
 
 
C1-a
 
 
C1-b
 
 
C1-c
 
 
C2-a
 
 
C2-b
 
 
C2-c
 
 
C3-a
 
 
C3-b
 
 
C4-a
 
 
C4-b
 
 
C4-c
 
 
C5-a
 
 
C5-b
 
 
C5-c
 
 
C5-d
 
 
C6-a
 
 
C6-b
 
 
C6-c
 
 
C7-a
 
 
C7-b
 
 
C7-c
 
 
 
 
gene-SAM23877_RS00010
 
 
19
 
 
9
 
 
18
 
 
8
 
 
9
 
 
50
 
 
65
 
 
14
 
 
7
 
 
7
 
 
19
 
 
137
 
 
36
 
 
21
 
 
23
 
 
8
 
 
24
 
 
12
 
 
48
 
 
115
 
 
35
 
 
 
 
gene-SAM23877_RS00015
 
 
14
 
 
5
 
 
20
 
 
16
 
 
2
 
 
65
 
 
71
 
 
13
 
 
4
 
 
11
 
 
35
 
 
69
 
 
29
 
 
17
 
 
17
 
 
5
 
 
39
 
 
4
 
 
64
 
 
133
 
 
51
 
 
 
 
gene-SAM23877_RS00020
 
 
460
 
 
340
 
 
249
 
 
185
 
 
142
 
 
163
 
 
174
 
 
68
 
 
420
 
 
447
 
 
263
 
 
143
 
 
163
 
 
68
 
 
118
 
 
293
 
 
413
 
 
199
 
 
351
 
 
517
 
 
487
 
 
 
 
gene-SAM23877_RS00030
 
 
173
 
 
162
 
 
121
 
 
293
 
 
171
 
 
389
 
 
4226
 
 
1322
 
 
27166
 
 
24736
 
 
8740
 
 
1798
 
 
2494
 
 
1704
 
 
2169
 
 
163
 
 
254
 
 
55
 
 
3719
 
 
6591
 
 
5138
 
 
 
 
gene-SAM23877_RS00035
 
 
1
 
 
0
 
 
0
 
 
0
 
 
0
 
 
2
 
 
2
 
 
0
 
 
9
 
 
5
 
 
2
 
 
5
 
 
17
 
 
3
 
 
19
 
 
1
 
 
0
 
 
1
 
 
4
 
 
2
 
 
3
 
 
 
 
gene-SAM23877_RS00050
 
 
247
 
 
190
 
 
105
 
 
84
 
 
66
 
 
54
 
 
43
 
 
30
 
 
103
 
 
83
 
 
56
 
 
29
 
 
33
 
 
13
 
 
41
 
 
217
 
 
208
 
 
50
 
 
46
 
 
43
 
 
37
 
 
 
 Looking at the summary of the count table provides a basic description of these raw counts (min and max values, median, etc). 
 
 
 
 
Table 3: Summary of the raw counts.
 
 
 
 
 
C1-a
 
 
C1-b
 
 
C1-c
 
 
C2-a
 
 
C2-b
 
 
C2-c
 
 
C3-a
 
 
C3-b
 
 
C4-a
 
 
C4-b
 
 
C4-c
 
 
C5-a
 
 
C5-b
 
 
C5-c
 
 
C5-d
 
 
C6-a
 
 
C6-b
 
 
C6-c
 
 
C7-a
 
 
C7-b
 
 
C7-c
 
 
 
 
Min.
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
0
 
 
 
 
1st Qu.
 
 
49
 
 
41
 
 
37
 
 
26
 
 
23
 
 
35
 
 
29
 
 
17
 
 
49
 
 
53
 
 
55
 
 
12
 
 
17
 
 
11
 
 
12
 
 
29
 
 
40
 
 
19
 
 
40
 
 
60
 
 
52
 
 
 
 
Median
 
 
311
 
 
261
 
 
218
 
 
150
 
 
132
 
 
188
 
 
175
 
 
97
 
 
224
 
 
251
 
 
276
 
 
57
 
 
84
 
 
57
 
 
59
 
 
202
 
 
257
 
 
113
 
 
187
 
 
284
 
 
241
 
 
 
 
Mean
 
 
3640
 
 
3205
 
 
2415
 
 
2049
 
 
2406
 
 
2237
 
 
2049
 
 
1593
 
 
2616
 
 
2654
 
 
2248
 
 
1438
 
 
1151
 
 
1012
 
 
1076
 
 
2610
 
 
2557
 
 
3287
 
 
1659
 
 
2303
 
 
2282
 
 
 
 
3rd Qu.
 
 
1599
 
 
1412
 
 
1014
 
 
731
 
 
621
 
 
766
 
 
761
 
 
413
 
 
1023
 
 
1075
 
 
1183
 
 
265
 
 
407
 
 
275
 
 
307
 
 
1153
 
 
1319
 
 
566
 
 
771
 
 
1139
 
 
1000
 
 
 
 
Max.
 
 
3026493
 
 
3032889
 
 
4092460
 
 
5100698
 
 
8990875
 
 
6811892
 
 
6451389
 
 
6159413
 
 
3345911
 
 
5619239
 
 
2763745
 
 
6053085
 
 
2048044
 
 
2791157
 
 
2391632
 
 
3106591
 
 
2470348
 
 
12537098
 
 
2315830
 
 
3463676
 
 
2938192
 
 
 
 Figure 1 shows the total number of mapped and counted reads for each sample. We expect total read counts to be similar within conditions, they may be different across conditions. Total counts sometimes vary widely between replicates. This may happen for several reasons, including: 
 
 different rRNA contamination levels between samples (even between biological replicates); 
 slight differences between library concentrations, since they may be difficult to measure with high precision. 
 
 
 
 
 Figure 1: Number of mapped reads per sample. Colors refer to the biological condition of the sample. 
 
 
 Figure 2 shows the percentage of features with no read count in each sample. We expect this percentage to be similar within conditions. Features with null read counts in the 21 samples are left in the data but are not taken into account for the analysis with DESeq2. Here, 187 features (2.57%) are in this situation (dashed line). Results for those features (fold-change and p-values) are set to NA in the results files. 
 
 
 
 Figure 2: Percentage of features with null read counts in each sample. 
 
 
 Figure 3 shows the distribution of read counts for each sample. For sake of readability,  \(\text{log}_2(\text{counts}+1)\)  are used instead of raw counts. Again we expect replicates to have similar distributions. In addition, this figure shows if read counts are preferably low, medium or high. This depends on the organisms as well as the biological conditions under consideration. 
 
 
 
 Figure 3: Density distribution of read counts. 
 
 
 It may happen that one or a few features capture a high proportion of reads (up to 20% or more). This phenomenon should not influence the normalization process. The DESeq2 normalization has proved to be robust to this situation [Dillies, 2012]. Anyway, we expect these high count features to be the same across replicates. They are not necessarily the same across conditions. Figure 4 and table 4 illustrate the possible presence of such high count features in the data set. 
 
 
 
 Figure 4: Percentage of reads associated with the sequence having the highest count (provided in each box on the graph) for each sample. 
 
 
 
 
 
 
Table 4: Percentage of reads associated with the sequences having the highest counts.
 
 
 
 
 
C1-a
 
 
C1-b
 
 
C1-c
 
 
C2-a
 
 
C2-b
 
 
C2-c
 
 
C3-a
 
 
C3-b
 
 
C4-a
 
 
C4-b
 
 
C4-c
 
 
C5-a
 
 
C5-b
 
 
C5-c
 
 
C5-d
 
 
C6-a
 
 
C6-b
 
 
C6-c
 
 
C7-a
 
 
C7-b
 
 
C7-c
 
 
 
 
gene-SAM23877_RS36805
 
 
11.43
 
 
13.01
 
 
23.29
 
 
34.22
 
 
51.36
 
 
41.85
 
 
43.27
 
 
53.16
 
 
17.58
 
 
29.10
 
 
16.90
 
 
57.88
 
 
24.47
 
 
37.92
 
 
30.55
 
 
16.36
 
 
13.28
 
 
52.42
 
 
19.18
 
 
20.67
 
 
17.70
 
 
 
 
gene-SAM23877_RS36150
 
 
2.46
 
 
3.49
 
 
5.00
 
 
8.84
 
 
11.28
 
 
8.55
 
 
4.10
 
 
9.35
 
 
1.11
 
 
1.88
 
 
1.80
 
 
7.81
 
 
2.15
 
 
3.41
 
 
2.32
 
 
3.97
 
 
4.35
 
 
14.07
 
 
2.91
 
 
2.74
 
 
3.13
 
 
 
 
gene-SAM23877_RS09750
 
 
1.55
 
 
1.43
 
 
0.89
 
 
0.79
 
 
0.46
 
 
0.52
 
 
0.40
 
 
0.27
 
 
0.42
 
 
0.40
 
 
0.49
 
 
0.22
 
 
0.54
 
 
0.48
 
 
0.38
 
 
1.39
 
 
1.26
 
 
0.31
 
 
0.96
 
 
0.96
 
 
0.91
 
 
 
 
gene-SAM23877_RS21195
 
 
1.29
 
 
1.16
 
 
0.96
 
 
0.67
 
 
0.32
 
 
0.35
 
 
0.19
 
 
0.11
 
 
0.15
 
 
0.10
 
 
0.22
 
 
0.02
 
 
0.05
 
 
0.04
 
 
0.04
 
 
0.99
 
 
0.97
 
 
0.42
 
 
0.03
 
 
0.03
 
 
0.03
 
 
 
 
gene-SAM23877_RS20495
 
 
0.74
 
 
0.72
 
 
0.95
 
 
1.03
 
 
0.97
 
 
0.46
 
 
0.49
 
 
0.29
 
 
0.26
 
 
0.35
 
 
0.39
 
 
0.07
 
 
0.08
 
 
0.09
 
 
0.06
 
 
0.75
 
 
1.19
 
 
0.66
 
 
0.23
 
 
0.29
 
 
0.18
 
 
 
 
gene-SAM23877_RS21615
 
 
0.57
 
 
0.49
 
 
0.48
 
 
0.31
 
 
0.20
 
 
0.39
 
 
0.55
 
 
0.26
 
 
0.03
 
 
0.03
 
 
0.25
 
 
0.10
 
 
0.20
 
 
0.18
 
 
0.24
 
 
0.48
 
 
0.47
 
 
0.35
 
 
0.04
 
 
0.04
 
 
0.04
 
 
 
 
gene-SAM23877_RS11090
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.26
 
 
0.56
 
 
0.02
 
 
0.06
 
 
0.28
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
 
 
gene-SAM23877_RS15400
 
 
0.02
 
 
0.02
 
 
0.01
 
 
0.08
 
 
0.02
 
 
0.00
 
 
0.08
 
 
0.05
 
 
1.27
 
 
0.63
 
 
0.12
 
 
0.16
 
 
0.78
 
 
0.60
 
 
0.91
 
 
0.03
 
 
0.01
 
 
0.00
 
 
0.31
 
 
0.27
 
 
0.39
 
 
 
 
gene-SAM23877_RS15410
 
 
0.02
 
 
0.02
 
 
0.01
 
 
0.11
 
 
0.04
 
 
0.00
 
 
0.14
 
 
0.09
 
 
1.12
 
 
0.59
 
 
0.12
 
 
0.07
 
 
0.27
 
 
0.24
 
 
0.29
 
 
0.03
 
 
0.02
 
 
0.01
 
 
0.35
 
 
0.33
 
 
0.43
 
 
 
 
gene-SAM23877_RS22575
 
 
0.02
 
 
0.09
 
 
0.06
 
 
0.09
 
 
0.04
 
 
0.06
 
 
0.16
 
 
0.20
 
 
0.77
 
 
0.46
 
 
1.02
 
 
0.05
 
 
0.17
 
 
0.11
 
 
0.23
 
 
0.05
 
 
0.04
 
 
0.00
 
 
0.09
 
 
0.09
 
 
0.09
 
 
 
 
gene-SAM23877_RS11470
 
 
0.08
 
 
0.10
 
 
0.10
 
 
0.10
 
 
0.05
 
 
0.06
 
 
0.13
 
 
0.08
 
 
0.36
 
 
0.33
 
 
0.16
 
 
0.66
 
 
1.73
 
 
1.27
 
 
2.02
 
 
0.09
 
 
0.12
 
 
0.03
 
 
0.40
 
 
0.38
 
 
0.42
 
 
 
 
gene-SAM23877_RS18505
 
 
0.65
 
 
0.32
 
 
0.31
 
 
0.11
 
 
0.13
 
 
0.17
 
 
0.14
 
 
0.07
 
 
0.09
 
 
0.12
 
 
0.08
 
 
0.13
 
 
0.38
 
 
0.27
 
 
0.33
 
 
0.35
 
 
0.37
 
 
0.71
 
 
0.10
 
 
0.10
 
 
0.07
 
 
 
 
gene-SAM23877_RS03010
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.01
 
 
0.01
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.00
 
 
0.86
 
 
0.69
 
 
0.98
 
 
 
 We may wish to assess the similarity between samples across conditions. A pairwise scatter plot is produced (figure 5) to show how replicates and samples from different biological conditions are similar or different ( \(\text{log}_2(\text{counts}+1)\)  are used instead of raw count values). Moreover, as the Pearson correlation has been shown not to be relevant to measure the similarity between replicates, the SERE statistic has been proposed as a similarity index between RNA-Seq samples  [5] . It measures whether the variability between samples is random Poisson variability or higher. Pairwise SERE values are printed in the lower triangle of the pairwise scatter plot. The value of the SERE statistic is: 
 
  0 when samples are identical (no variability at all: this may happen in the case of a sample duplication);  
  1 for technical replicates (technical variability follows a Poisson distribution);  
  greater than 1 for biological replicates and samples from different biological conditions (biological variability is higher than technical one, data are over-dispersed with respect to Poisson). The higher the SERE value, the lower the similarity. It is expected to be lower between biological replicates than between samples of different biological conditions. Hence, the SERE statistic can be used to detect inversions between samples.  
 
 
 
 
 Figure 5: Pairwise comparison of samples (not produced when more than 30 samples). 
 
 
 
 
  3  Variability within the experiment: data exploration 
 The main variability within the experiment is expected to come from biological differences between the samples. This can be checked in two ways. The first one is to perform a hierarchical clustering of the whole sample set. This is performed after a transformation of the count data which can be either a Variance Stabilizing Transformation (VST) or a regularized log transformation (rlog)  [3,4] . 
 A VST is a transformation of the data that makes them homoscedastic, meaning that the variance is then independent of the mean. It is performed in two steps: (i) a mean-variance relationship is estimated from the data with the same function that is used to normalize count data and (ii) from this relationship, a transformation of the data is performed in order to get a dataset in which the variance is independent of the mean. The homoscedasticity is a prerequisite for the use of some data analysis methods, such as hierarchical clustering or Principal Component Analysis (PCA). The regularized log transformation is based on a GLM (Generalized Linear Model) on the counts and has the same goal as a VST but is more robust in the case when the size factors vary widely. 
 Figure 6 shows the dendrogram obtained from VST-transformed data. An euclidean distance is computed between samples, and the dendrogram is built upon the Ward criterion. We expect this dendrogram to group replicates and separate biological conditions. 
 
 
 
 Figure 6: Sample clustering based on normalized data. 
 
 
 Another way of visualizing the experiment variability is to look at the first principal components of the PCA, as shown on the figure 7. On this figure, the first principal component (PC1) is expected to separate samples from the different biological conditions, meaning that the biological variability is the main source of variance in the data. 
 
 
 
 Figure 7: First two components of a Principal Component Analysis, with percentages of variance associated with each axis. 
 
 
 
 
  4  Normalization 
 Normalization aims at correcting systematic technical biases in the data, in order to make read counts comparable across samples. The normalization proposed by DESeq2 relies on the hypothesis that most features are not differentially expressed. It computes a scaling factor for each sample. Normalized read counts are obtained by dividing raw read counts by the scaling factor associated with the sample they belong to. Scaling factors around 1 mean (almost) no normalization is performed. Scaling factors lower than 1 will produce normalized counts higher than raw ones, and the other way around. Two options are available to compute scaling factors: locfunc=“median” (default) or locfunc=“shorth”. Here, the normalization was performed with locfunc=“median”. 
 
 
 
 
Table 5: Normalization factors.
 
 
 
 
 
1
 
 
2
 
 
3
 
 
4
 
 
5
 
 
6
 
 
7
 
 
8
 
 
9
 
 
10
 
 
11
 
 
12
 
 
13
 
 
14
 
 
15
 
 
16
 
 
17
 
 
18
 
 
19
 
 
20
 
 
21
 
 
 
 
Size factor
 
 
2.21
 
 
1.90
 
 
1.45
 
 
0.99
 
 
0.83
 
 
1.10
 
 
0.98
 
 
0.51
 
 
1.37
 
 
1.42
 
 
1.49
 
 
0.34
 
 
0.52
 
 
0.35
 
 
0.38
 
 
1.44
 
 
1.79
 
 
0.76
 
 
1.08
 
 
1.58
 
 
1.41
 
 
 
 The histograms (figure 8) can help to validate the choice of the normalization parameter (“median” or “shorth”). Under the hypothesis that most features are not differentially expressed, each size factor represented by a red line is expected to be close to the mode of the distribution of the counts divided by their geometric means across samples. 
 
 
 
 Figure 8: Diagnostic of the estimation of the size factors. 
 
 
 The figure 9 shows that the scaling factors of DESeq2 and the total count normalization factors may not perform similarly. 
 
 
 
 Figure 9: Plot of the estimated size factors and the total number of reads per sample. 
 
 
 Boxplots are often used as a qualitative measure of the quality of the normalization process, as they show how distributions are globally affected during this process. We expect normalization to stabilize distributions across samples. Figure 10 shows boxplots of raw (left) and normalized (right) data respectively. 
 
 
 
 Figure 10: Boxplots of raw (left) and normalized (right) read counts. 
 
 
 
 
  5  Differential analysis 
 
  5.1  Modelisation 
 DESeq2 aims at fitting one linear model per feature. For this project, the design used is counts ~ Condition and the goal is to estimate the models’ coefficients which can be interpreted as  \(\log_2(\texttt{FC})\) . These coefficients will then be tested to get p-values and adjusted p-values. 
 
 
  5.2  Outlier detection 
 Model outliers are features for which at least one sample seems unrelated to the experimental or study design. For every feature and for every sample, the Cook’s distance  [6]  reflects how the sample matches the model. A large value of the Cook’s distance indicates an outlier count and p-values are not computed for the corresponding feature. 
 
 
  5.3  Dispersions estimation 
 The DESeq2 model assumes that the count data follow a negative binomial distribution which is a robust alternative to the Poisson law when data are over-dispersed (the variance is higher than the mean). The first step of the statistical procedure is to estimate the dispersion of the data. Its purpose is to determine the shape of the mean-variance relationship. The default is to apply a GLM (Generalized Linear Model) based method (fitType=“parametric”), which can handle complex designs but may not converge in some cases. The alternative is to use fitType=“local” as described in the original paper  [3]  or fitType=“mean”. The parameter used for this project is fitType=“parametric”. Then, DESeq2 imposes a Cox Reid-adjusted profile likelihood maximization  [7]  and uses the maximum  a posteriori  (MAP) of the dispersion [Wu, 2013]. 
 
 
 
 Figure 11: Dispersion estimates (left) and diagnostic of log-normality (right). 
 
 
 The left panel on figure 11 shows the result of the dispersion estimation step. The x- and y-axes represent the mean count value and the estimated dispersion respectively. Black dots represent empirical dispersion estimates for each feature (from the observed counts). The red dots show the mean-variance relationship function (fitted dispersion value) as estimated by the model. The blue dots are the final estimates from the maximum  a posteriori  and are used to perform the statistical test. Blue circles (if any) point out dispersion outliers. These are features with a very high empirical variance (computed from observed counts). These high dispersion values fall far from the model estimation. For these features, the statistical test is based on the empirical variance in order to be more conservative than with the MAP dispersion. These features will have low chance to be declared significant. The figure on the right panel allows to check the hypothesis of log-normality of the dispersions. 
 
 
  5.4  Statistical test for differential expression 
 Once the dispersion estimation and the model fitting have been done, DESeq2 can perform the statistical testing. Figure 12 shows the distributions of raw p-values computed by the statistical test for the comparison(s) done. This distribution is expected to be a mixture of a uniform distribution on  \([0,1]\)  and a peak around 0 corresponding to the differentially expressed features. 
 
 
 
 Figure 12: Distribution(s) of raw p-values. 
 
 
 
 
  5.5  Independent filtering 
 DESeq2 can perform an independent filtering to increase the detection power of differentially expressed features at the same experiment-wide type I error. Since features with very low counts are not likely to see significant differences typically due to high dispersion, it defines a threshold on the mean of the normalized counts irrespective of the biological condition. This procedure is independent because the information about the variables in the design formula is not used  [4] . 
Table 6 reports the thresholds used for each comparison and the number of features discarded by the independent filtering. Adjusted p-values of discarded features are then set to NA.    
 
 
Table 6: Number of features discarded by the independent filtering for each comparison.
 
 
 
Test vs Ref
 
 
Threshold
 
 
# discarded
 
 
 
 
C2 vs C1
 
 
2.54
 
 
325
 
 
 
 
C3 vs C1
 
 
0.03
 
 
187
 
 
 
 
C4 vs C1
 
 
0.03
 
 
187
 
 
 
 
C5 vs C1
 
 
0.03
 
 
187
 
 
 
 
C6 vs C1
 
 
7.15
 
 
599
 
 
 
 
C7 vs C1
 
 
0.03
 
 
187
 
 
 
 
C3 vs C2
 
 
2.54
 
 
325
 
 
 
 
C4 vs C2
 
 
0.03
 
 
187
 
 
 
 
C5 vs C2
 
 
0.03
 
 
187
 
 
 
 
C6 vs C2
 
 
7.15
 
 
599
 
 
 
 
C7 vs C2
 
 
0.03
 
 
187
 
 
 
 
C4 vs C3
 
 
4.9
 
 
462
 
 
 
 
C5 vs C3
 
 
0.03
 
 
187
 
 
 
 
C6 vs C3
 
 
0.03
 
 
187
 
 
 
 
C7 vs C3
 
 
0.03
 
 
187
 
 
 
 
C5 vs C4
 
 
0.03
 
 
187
 
 
 
 
C6 vs C4
 
 
0.03
 
 
187
 
 
 
 
C7 vs C4
 
 
0.03
 
 
187
 
 
 
 
C6 vs C5
 
 
0.03
 
 
187
 
 
 
 
C7 vs C5
 
 
0.03
 
 
187
 
 
 
 
C7 vs C6
 
 
0.03
 
 
187
 
 
 
 
 
  5.6  Final results 
 A p-value adjustment is performed to take into account multiple testing and control the false positive rate to a chosen level  \(\alpha\) . For this analysis, a BH p-value adjustment was performed  [8]  and the level of controlled false positive rate was set to 0.05. 
 
 
 
 
Table 7: Number of up-, down- and total number of differentially expressed features for each comparison.
 
 
 
Test vs Ref
 
 
# down
 
 
# up
 
 
# total
 
 
 
 
C2 vs C1
 
 
830
 
 
1014
 
 
1844
 
 
 
 
C3 vs C1
 
 
1659
 
 
1614
 
 
3273
 
 
 
 
C4 vs C1
 
 
2090
 
 
2208
 
 
4298
 
 
 
 
C5 vs C1
 
 
2425
 
 
2577
 
 
5002
 
 
 
 
C6 vs C1
 
 
464
 
 
532
 
 
996
 
 
 
 
C7 vs C1
 
 
2404
 
 
2560
 
 
4964
 
 
 
 
C3 vs C2
 
 
757
 
 
897
 
 
1654
 
 
 
 
C4 vs C2
 
 
1810
 
 
1999
 
 
3809
 
 
 
 
C5 vs C2
 
 
2252
 
 
2342
 
 
4594
 
 
 
 
C6 vs C2
 
 
784
 
 
750
 
 
1534
 
 
 
 
C7 vs C2
 
 
2207
 
 
2265
 
 
4472
 
 
 
 
C4 vs C3
 
 
835
 
 
1129
 
 
1964
 
 
 
 
C5 vs C3
 
 
1875
 
 
1910
 
 
3785
 
 
 
 
C6 vs C3
 
 
1482
 
 
1781
 
 
3263
 
 
 
 
C7 vs C3
 
 
1918
 
 
1871
 
 
3789
 
 
 
 
C5 vs C4
 
 
2071
 
 
1814
 
 
3885
 
 
 
 
C6 vs C4
 
 
2208
 
 
2236
 
 
4444
 
 
 
 
C7 vs C4
 
 
1921
 
 
1680
 
 
3601
 
 
 
 
C6 vs C5
 
 
2502
 
 
2418
 
 
4920
 
 
 
 
C7 vs C5
 
 
1984
 
 
1927
 
 
3911
 
 
 
 
C7 vs C6
 
 
2437
 
 
2480
 
 
4917
 
 
 
 Figure 13 represents the MA-plot of the data for the comparisons done, where differentially expressed features are highlighted in red. A MA-plot represents the log ratio of differential expression as a function of the mean intensity for each feature. Triangles correspond to features having a too low/high  \(\log_2(\text{FC})\)  to be displayed on the plot. 
 
 
 
 Figure 13: MA-plot(s) of each comparison. Red dots represent significantly differentially expressed features. 
 
 
 Figure 14 shows the volcano plots for the comparisons performed and differentially expressed features are still highlighted in red. A volcano plot represents the log of the adjusted P value as a function of the log ratio of differential expression. 
 
 
 
 Figure 14: Volcano plot(s) of each comparison. Red dots represent significantly differentially expressed features. 
 
 
 Full results as well as lists of differentially expressed features are provided in the following text files which can be easily read in a spreadsheet. For each comparison: 
 
 TestVsRef.complete.txt contains results for all the features; 
 TestVsRef.up.txt contains results for significantly up-regulated features. Features are ordered from the most significant adjusted p-value to the less significant one; 
 TestVsRef.down.txt contains results for significantly down-regulated features. Features are ordered from the most significant adjusted p-value to the less significant one. 
 
 These files contain the following columns: 
 
 Id: unique feature identifier; 
 sampleName: raw counts per sample; 
 norm.sampleName: rounded normalized counts per sample; 
 baseMean: base mean over all samples; 
 C1, C2, C3, C4, C5, C6 and C7: means (rounded) of normalized counts of the biological conditions; 
 FoldChange: fold change of expression, calculated as  \(2^{\log_2(\text{FC})}\) ; 
 log2FoldChange:  \(\log_2(\text{FC})\)  as estimated by the GLM model. It reflects the differential expression between Test and Ref and can be interpreted as  \(\log_2(\frac{\text{Test}}{\text{Ref}})\) . If this value is:
 
 around 0: the feature expression is similar in both conditions; 
 positive: the feature is up-regulated ( \(\text{Test} &gt; \text{Ref}\) ); 
 negative: the feature is down-regulated ( \(\text{Test} &lt; \text{Ref}\) ); 
  
 pvalue: raw p-value from the statistical test; 
 padj: adjusted p-value on which the cut-off  \(\alpha\)  is applied; 
 dispGeneEst: dispersion parameter estimated from feature counts (i.e. black dots on figure 11); 
 dispFit: dispersion parameter estimated from the model (i.e. red dots on figure 11); 
 dispMAP: dispersion parameter estimated from the Maximum  A Posteriori  model; 
 dispersion: final dispersion parameter used to perform the test (i.e. blue dots and circles on figure 11); 
 betaConv: convergence of the coefficients of the model (TRUE or FALSE); 
 maxCooks: maximum Cook’s distance of the feature. 
 
 
 
 
  6  R session information and parameters 
 The versions of the R software and Bioconductor packages used for this analysis are listed below. It is important to save them if one wants to re-perform the analysis in the same conditions. 
 
 R version 3.4.1 (2017-06-30), x86_64-pc-linux-gnu 
 
 Locale: LC_CTYPE=en_US.UTF-8, LC_NUMERIC=C, LC_TIME=en_US.UTF-8, LC_COLLATE=en_US.UTF-8, LC_MONETARY=en_US.UTF-8, LC_MESSAGES=en_US.UTF-8, LC_PAPER=en_US.UTF-8, LC_NAME=C, LC_ADDRESS=C, LC_TELEPHONE=C, LC_MEASUREMENT=en_US.UTF-8, LC_IDENTIFICATION=C 
 
 Running under: CentOS Linux 7 (Core) 
 
 Matrix products: default 
 
 BLAS: /shared/mfs/data/software/miniconda/envs/eba2018_rnaseq_ref/lib/R/lib/libRblas.so 
 
 LAPACK: /shared/mfs/data/software/miniconda/envs/eba2018_rnaseq_ref/lib/R/lib/libRlapack.so 
 
 Base packages: base, datasets, graphics, grDevices, methods, parallel, stats, stats4, utils 
 
 Other packages: Biobase 2.40.0, BiocGenerics 0.26.0, BiocParallel 1.14.2, DelayedArray 0.6.6, DESeq2 1.18.1, edgeR 3.22.5, GenomeInfoDb 1.16.0, GenomicRanges 1.32.7, IRanges 2.14.12, limma 3.36.5, matrixStats 0.54.0, S4Vectors 0.18.3, SARTools 1.6.3, SummarizedExperiment 1.10.1, xtable 1.8-3 
 
 Loaded via a namespace (and not attached): acepack 1.4.1, annotate 1.58.0, AnnotationDbi 1.42.1, backports 1.1.2, base64enc 0.1-3, bit 1.1-12, bit64 0.9-7, bitops 1.0-6, blob 1.1.1, checkmate 1.8.5, cluster 2.0.7-1, colorspace 1.3-2, compiler 3.4.1, crayon 1.3.4, data.table 1.11.4, DBI 1.0.0, digest 0.6.18, evaluate 0.11, foreign 0.8-71, Formula 1.2-3, genefilter 1.62.0, geneplotter 1.58.0, GenomeInfoDbData 1.1.0, ggplot2 3.0.0, grid 3.4.1, gridExtra 2.3, gtable 0.2.0, Hmisc 4.1-1, htmlTable 1.12, htmltools 0.3.6, htmlwidgets 1.2, knitr 1.20, lattice 0.20-35, latticeExtra 0.6-28, lazyeval 0.2.1, locfit 1.5-9.1, magrittr 1.5, Matrix 1.2-14, memoise 1.1.0, munsell 0.5.0, nnet 7.3-12, pillar 1.3.0, plyr 1.8.4, RColorBrewer 1.1-2, Rcpp 1.0.0, RCurl 1.95-4.11, rlang 0.3.0.1, rmarkdown 1.10, rpart 4.1-13, rprojroot 1.3-2, RSQLite 2.1.1, rstudioapi 0.7, scales 1.0.0, splines 3.4.1, stringi 1.2.4, stringr 1.3.1, survival 2.42-6, tibble 1.4.2, tools 3.4.1, XML 3.98-1.16, XVector 0.20.0, yaml 2.2.0, zlibbioc 1.26.0 
 
 Parameter values used for this analysis are: 
 
 workDir: /shared/projects/strepthost/DESEQanalyses/DEseq24 
 projectName: Streptomics 
 author: Stéphanie Bury-Moné 
 targetFile: targetDESEQ24.txt 
 rawDir: /shared/projects/strepthost/DESEQanalyses/counts_WT_AOUT2020/ 
 featuresToRemove: alignment_not_unique, ambiguous, no_feature, not_aligned, too_low_aQual 
 varInt: Condition 
 condRef: C1 
 batch: NULL 
 fitType: parametric 
 cooksCutoff: TRUE 
 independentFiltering: TRUE 
 alpha: 0.05 
 pAdjustMethod: BH 
 typeTrans: VST 
 locfunc: median 
 colors: #FF0000FF, #FFDB00FF, #49FF00FF, #00FF92FF, #0092FFFF, #4900FFFF, #FF00DBFF 
 
 
 
 Bibliography 
 
 
 1. R Core Team.  R: A language and environment for statistical computing . Vienna, Austria : R Foundation for Statistical Computing, 2017 : 
 
 
 2. Gentleman RC, Carey VJ, Bates DM  et al.  Bioconductor: Open software development for computational biology and bioinformatics.  Genome Biology  2004 ; 5: R80. 
 
 
 3. Anders S, Huber W. Differential expression analysis for sequence count data.  Genome Biology  2010 ; 11: R106. 
 
 
 4. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for rna-seq data with deseq2.  Genome Biology  2014 ; 15: 550. 
 
 
 5. Schulze SK, Kanwar R, Gölzenleuchter M  et al.  SERE: Single-parameter quality control and sample comparison for rna-seq.  BMC Genomics  2012 ; 13: 524. 
 
 
 6. Cook RD. Detection of influential observation in linear regression.  Technometrics  1977 ; 19: 15–18. 
 
 
 7. Cox DR, Reid N. Parameter orthogonality and approximate conditional inference.  Journal of the Royal Statistical Society. Series B (Methodological)  1987 ; 49: 1–39. 
 
 
 8. Benjamini Y, Hochberg Y. Controlling the false discovery rate: A practical and powerful approach to multiple testing.  Journal of the Royal Statistical Society. Series B (Methodological)  1995 ; 57: 289–300.

# Supplementary material for: Dynamics of the compartmentalized Streptomyces chromosome during metabolic differentiation
**Source:** Nat Commun. 2021 Sep 1;12:5221. doi: 10.1038/s41467-021-25462-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

rast Classic pipeline (FIGfam version: release 70)  
BLASTP 2.11.0+  
python 3.8.5  
R 4.0.3  
Rstudio 1.3.01093  
<http://bim.i2bc.paris-saclay.fr/synteruptor/>

#### Data analysis

rast Classic pipeline (FIGfam version: release 70)  
BLASTP 2.11.0+  
python 3.8.5  
R 4.0.3  
Rstudio 1.3.01093  
Matlab (2015, 2020, 2021)  
antiSMASH5.1.0  
STAR software (v2.5.4)  
featureCounts program (v2.0.1)  
SARTools (Statistical Analysis of RNA-Seq data Tools, v1.6.3)  
FactoShiny R package (v2.4)  
Bowtie 2 (v2.2.3)  
The scripts used for data analyses are available on the following Github links: RNA-seq analyses (<https://github.com/PF2-pasteur-fr/SARTools>), 3C-seq contact-map analyses ([https://github.com/koszullab/E\\_coli\\_analysis](https://github.com/koszullab/E_coli_analysis)), 3C-seq frontier index analyses ([https://github.com/VickyTche/Frontier\\_Index\\_Streptomyces.git](https://github.com/VickyTche/Frontier_Index_Streptomyces.git); <https://osf.io/a23de/>; DOI 10.17605/OSF.IO/A23DE), persistence and core genome analyses (<https://github.com/jnllorenzi/pipeline-core-and-persistence>; DOI : 10.5281/zenodo.5067212), Synteruptor software associated code (<https://github.com/jnllorenzi/pipeline-core-and-persistence>).

github.com/jnlorenzi/synteruptor; DOI: 10.5281/zenodo.5080081).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and 3C-seq data generated during in this study have been deposited in the NCBI Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/>) under the accession code GSE162865. (<https://www.ncbi.nlm.nih.gov/insb.bib.cnrs.fr/geo/query/acc.cgi?acc=GSE162865>). The list of the core genome CDSs and the persistence index values are available in Supplementary Data 3. Source data are provided with this paper (to generate Supplementary Fig.2b & c).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

How the deposited data were processed for this re-analysis (not part of the article)

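The data are RNA-seq counts and 3C-seq contact maps of S. ambofaciens grown in MP5 and YEME10 liquid media. RNA-seq covers 21 libraries of the C1 to C7 conditions (24, 30, 36, 48 and 72 h in MP5, 24 and 48 h in YEME10) and 3 libraries of C6 cells with congocidine at 1 µg/ml. The 3C-seq maps are 2 each of C6, C1 and C4 and 1 of C6 with congocidine. Conditions and replicate numbers were taken from the sample labels and from the paper's tables.

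For RNA-seq, the authors depleted rRNA, sequenced stranded paired-end libraries, trimmed the reads with Cutadapt, mapped them with STAR to a reference with 1 copy of the TIRs, and deposited the raw featureCounts counts of each gene in sense and antisense orientation. The C5 libraries were made with another kit, whose strand setting is reversed in the counting command. For 3C-seq, the authors removed PCR duplicates, mapped with Bowtie 2, kept pairs with a mapping quality above 30, discarded non-informative pairs, binned the pairs in 10 kb, applied the sequential component normalization, and replaced outlying values by the median. The deposited contact signal of a map is the result of these steps, and it is relative to the map's own total, so that maps were compared only through ratios within a map.

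The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and matplotlib 3.10.9 for the figures. Of the 7275 genes in the count tables, 17 rRNA genes were left out, and so were the 183 genes of the second TIR copy, which have 0 reads. Of the gene identifiers, 7199 matched the RefSeq table of the assembly and 76 did not. Sense counts per library ranged from 7359724 to 26480751 (median 16602447) over the 21 libraries. Size factors computed here (RLE) equalled the paper's after rounding. In the first 925 genes of Supplementary Data 3, the part held here, the category of a gene in C1 to C4 was the paper's in 99.7 to 100% of the genes.

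A gene was assigned to an SMBGC or GI when it overlapped its limits, a rule chosen because it gives the paper's gene numbers (357 SMBGC and 1207 GI genes). With genes required to lie within the limits the numbers were 347 and 1202, and by gene midpoint 349 and 1202.

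Differential expression was tested with edgeR's quasi-likelihood test with TMM factors in a single model of the 21 libraries, with the condition as the only term, over genes with at least 1 sense count. The comparison with congocidine used its 3 libraries and the 3 of C6. The p-values were adjusted by the Benjamini-Hochberg method and a threshold of 0.05 was used. The alternatives were DESeq2, RLE factors, the filterByExpr filter, leaving out the 2 genes with most reads, a model of both groups alone, a model with the replicate number as a block, and each library left out in turn. Replicate numbers mark shared library batches according to Supplementary Data 4, except for C5. Over 40 pairs of same-numbered libraries in different conditions, the correlation of their deviations from the condition means lay between -0.322 and 0.48 (median -0.0094), and 10 pairs were above 0.1. The test was tried on simulated counts with 200 changed genes, where edgeR recovered 41.5% of the changes in C4 against C1. Far more genes passed in the data, so this share does not apply to them.

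Values of 1 number per library or map (the extremity ratio, the median antisense index, the median normRPK of a cluster, dispersion, insulation and diagonal enrichment) were compared with exact two-sided permutation tests. With 3 libraries against 3 the smallest p is 0.1, and with 2 maps against 4 it is 0.067. Sets of genes or boundaries along the chromosome were compared with circular permutation tests, in which the positions are shifted around the gene or bin order, because neighbours are not independent. Shares of genes have 95% Wilson intervals where given, which cover counting error only.

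Boundaries were called with the frontier index after the paper's methods, with a pseudocount of the highest contact divided by 20 and contacts up to 600 kb. The mean at each distance was taken off after the logarithm, while the methods name this step before it, an order that is among the readings tried. The text of the methods leaves open how some of these steps are taken, and 15 other readings were tried. The counts behind a map were recovered by finding for each bin the scale at which the map's values become whole numbers, and 50 sets of counts were drawn per map with counting noise alone to see how much dispersion the depth of each bin gives. The maps carry no coordinates, and their first bin was placed 200 kb from the chromosome's end, the length of the TIRs in the legend of Fig. 1.

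The genes named in the text follow a rule set in advance. They are the genes the paper names by locus tag for their expression, the 2 genes its report names as holding most reads, the genes past the threshold with congocidine, the 2 largest rises and 2 largest falls from C1 to C4 among genes past the threshold whose libraries do not overlap, and the clusters the paper's results name. The values of the named clusters in the paper's tables and figures had been seen before the rule was written. SAM23877_RS31595, the fifth gene under some alternatives, and the furan, coelichelin and NRPS BGCs lie outside this rule and were named after their values were seen. Gene persistence, growth and antibiotic bioassays and the congocidine libraries in antisense orientation were not analysed here.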

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

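The tests of single clusters in this part (permutation tests and Welch's t-tests, each adjusted over the measures compared) and the counts of their genes called by the interaction term were chosen only after the results were seen, the t-tests last.

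The change from 24 to 48 h differed between MP5 and YEME10 in 2120 of 7069 genes (interaction term in edgeR's quasi-likelihood test over the 12 libraries of C1, C4, C6 and C7, adjusted p of 0.05). The result is listed because a difference between both media in the same contrast was tested. The change was more positive in MP5 in 1252 genes and less positive in 868, and in 795 genes (37.5%) the fitted changes had opposite signs. RLE factors gave 2118 genes. Of 100 regroupings of the media labels within each time, drawn from the 200 possible, 3 called as many genes, the real one included. Regrouping also breaks up any difference between the media that is the same at both times. The count therefore argues against chance only for some difference between the media, and cannot decide on the interaction itself. The median of the other regroupings was 0 genes, and the largest gave 2654. Counts simulated without an interaction gave 0 genes. In C6 replicate 3, ssrA took 52.4% of the sense counts, but without this library the test called 2420 genes, which argues against that library as the source. With the replicate number, which marks the library batch, as a block, 1966 genes were called. Every batch holds a library of each of these conditions. A batch difference alike in all conditions thus drops out of this contrast with or without the block, so that the block is no further test of the batches. The other libraries left out in turn gave 1574 genes (without C7 replicate 1) or more. What stays open is a difference in the composition of both media, or in how far the cultures had advanced after 48 h, and neither was tested here.

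The median normRPK of the desferrioxamine BGC changed by 6.94 more on the log2 scale in MP5 than in YEME10, which is listed for the same reason. It rose by 7.12 from C1 to C4 and by 0.17 from C6 to C7. The C4 libraries, at 14118 or more, all lay above those of C1, C6 and C7, and the C6 and C7 libraries overlapped. All 6 genes of the cluster were called by the interaction term, with log2 differences of 4.44 to 7.46. Permuting the media labels within each time (exact permutation test, 400 regroupings) gave p = 0.03, and 0.165 after Benjamini-Hochberg adjustment over 11 measures. With the other measures as found, no measure had an adjusted p below 0.055 within reach of this permutation test. Welch's t-test of the same difference, which takes the log2 values as normally distributed, gave an adjusted p of 4.7e-04 over the same measures, which argues against chance over the measures compared. What stays open is a difference between both media, and whether iron is part of it was not tested.

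The spiramycin BGC is listed because the interaction term called 38 of its 41 genes, all with a change that was more positive in MP5. As these genes are what listed it, they are no test against chance. Its median normRPK changed by 4.30 more on the log2 scale in MP5 (5.32 from C1 to C4) than in YEME10 (1.02 from C6 to C7). The C4 libraries, at 426 to 1719, all lay above those of C7, at 32.9 to 40.7. The exact permutation test gave p = 0.055, where 0.005 was within its reach, and an adjusted p of 0.202. Welch's t-test, over all 11 measures, gave an adjusted p of 0.0371. The latter argues against chance over the measures compared, but with 2.33 degrees of freedom it leans on the normal distribution. The permutation test, which does not rely on it, did not pass 0.05 before adjustment, so that chance is not excluded for the spiramycin BGC. A difference between both media stays open, and its cause was not tested.

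The stambomycin BGC was listed because its median normRPK changed by 1.59 more on the log2 scale in MP5 (2.16 from C1 to C4) than in YEME10 (0.57 from C6 to C7). Gene by gene the difference was smaller, with median fitted changes of 1.14 in MP5 and 0.55 in YEME10 and a median interaction of 0.89. The exact permutation test gave p = 0.01, and 0.11 after adjustment over the same 11 measures, under the limit given for the desferrioxamine BGC. Welch's t-test gave an adjusted p of 0.0279. The latter argues against chance over the measures compared, with the same reliance on the normal distribution. The cluster is weakly expressed throughout, with 4 of its 25 genes called by the interaction term, a share of 16% against 30.0% of all genes. No biological explanation was tested.

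The median normRPK of pSAM2 fell less in MP5 (-0.38 from C1 to C4) than in YEME10 (-1.65 from C6 to C7), a log2 difference of 1.26, and it is listed because Welch's t-test of this difference passed after adjustment (adjusted p of 0.00118; exact permutation test, p = 0.095 and an adjusted p of 0.261). The t-test was run on and adjusted over all 11 measures, so that it argues against chance over the measures compared, with the same reliance on the normal distribution. The permutation test, which does not rely on it, could reach 0.005 before adjustment and did not pass 0.05. Chance is therefore not excluded for pSAM2. The C7 libraries, at 77.8 to 99.6, lay below all those of C1, C4 and C6, at 206 or more. Gene by gene the difference was smaller, with median fitted changes of -0.42 in MP5 and -0.71 in YEME10. The median interaction of its genes was 0.36 on the log2 scale, against 0.16 for all genes tested. Of its 52 genes, 8 were called by the interaction term. Copy number or excision of the element was not tested, nor was any other biological explanation.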

How the results depend on the processing

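The tests and settings of this part chosen only after the results were seen are the subtraction of counting noise and the thinned maps for the dispersion index, the centre fitted in each 500 kb and the share of contacts above a threshold for the secondary diagonal, 15 other readings of the frontier index, and the sense-antisense correlation of 1 value per gene. All other designs and alternatives were fixed before the data were examined.

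Over 38 results, 361 values were computed under an alternative, 295 of them planned and 66 added. In 316 the direction and the side of the threshold were kept, or the value stayed within the spread or within 1.5 times of a count. In 7 the result kept its direction but no longer passed the threshold, in 9 it reversed and in 29 the value moved further. For 19 results every alternative stayed on the same side. For the named genes, 178 values of 15 results were computed, of which 165 stayed the same, 10 no longer passed the threshold and 3 newly passed it.

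The number of genes changed in C2 against C1 ranged from 807 to 1425 with a library left out in turn, with 871 without C1 replicate 1, 885 without C1 replicate 2 and 807 without C2 replicate 3. In C6 against C1 the number was 996 in DESeq2 and 151 in a model of both groups alone, and with a library left out it ranged from 313 to 882, with 317 without C1 replicate 2, 313 without C1 replicate 3 and 358 without C6 replicate 2. DESeq2 called 614 of the 618 genes called by edgeR. The model of both groups alone has 6 libraries, and 144 of its genes were among the 618. With congocidine, the number with a library left out ranged from 0 (without C6 replicate 2, 46 genes at an unadjusted p under 0.05 in edgeR, the only tool run without this library) to 4, and DESeq2 and edgeR with all 24 libraries gave 5. In the other comparisons the number stayed within 1.5 times of the value given at the claim. In C7 against C6 the scaling moved the median log2 change of all genes from 0.228 with TMM factors to 0.0505 with RLE factors, and the genes higher and lower from 2641 and 2146 to 2446 and 2352. Leaving out a C3 library leaves 1, which is then assumed to vary like the other groups. The share of genes changed in any condition was 90.8% with filterByExpr, which tests fewer genes (93.3% of those tested), and 93.0% with both groups alone.

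With the replicate number as a block, which pairs libraries of the same batch, the numbers against C1 were 1452 in C2, 3164 in C3, 4213 in C4, 533 in C6 and 4926 in C7, and 4867 in C7 against C6. The genes named for C4 against C1 kept their calls with the block. For C5, no paired analysis was possible because its replicate numbers mark other batches than those of C1. The congocidine libraries and those of C6 share only a number, with correlations of -0.077, 0.135 and 0.598 between same-numbered libraries, and the replicate block gave 1 gene there (68 genes at an unadjusted p under 0.05). For the shares of genes by category and the numbers of boundaries, no paired analysis was possible because these results come from no test between groups of libraries.

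The share of genes at CAT_1 or higher was 83.7% with 1 set of limits for all conditions and 87.0% without C5. The share of SMBGC genes always in CAT_0 fell to 12.9% (Fisher's exact test, p = 0.515) with the clusters of exact limits, and the cause was not tested. The log2 ratio of the SMBGC median to the chromosome reversed to 0.39 (circular permutation test, p = 0.366) among extremity genes alone, whose own median is lower than that of the chromosome. The sense-antisense correlation was 0.265 with genes of at least 10 reads, and 0.382 with 1 value per gene, the mean over the conditions.

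The number of boundaries changed with the settings. In C6 it was 6 with a threshold of 3 robust SD. In C1 it was 14 with contacts up to 300 kb, 4 with 3 robust SD and 4 with both peaks in the same bin. In C4 replicate 1 it was 2 with contacts up to 300 kb, 2 with 3 robust SD and 1 with both peaks in the same bin, but 8 with a pseudocount of the highest contact over 100 and 7 with peaks within 2 bins. Without replicate 1 it was 10, the number of replicate 2. Of the 15 added readings, 6 gave 1 or 3 boundaries in C4, each of them with the downstream derivative taken within the bin. A stricter threshold or matching keeps fewer peaks by construction, and the cause of the other changes was not tested.

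The log2 expression ratio of genes near boundaries was 0.61 (circular permutation test, p = 0.214) within 1 bin in C6. In C1 it was 0.93 (permutation p = 0.118) within 1 bin, 1.44 (permutation p = 0.11) with 3 robust SD and 0.91 (permutation p = 0.13) without replicate 1. In C4, where the ratio at the 6 boundaries was 0.04 (permutation p = 0.55), it reversed to -1.10 (permutation p = 0.895) with 3 robust SD and to -0.51 (permutation p = 0.823) without replicate 1. In C6 the orientation odds ratio was 1.27 with 3 robust SD (two-sided Fisher's exact test, p = 0.0829), and the difference in antisense index was -0.00523 within 1 bin (permutation p = 0.434). All the permutation tests of this paragraph are one-sided, and the cause was not tested.

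Among the comparisons of maps, the fall of the dispersion ratio reversed to 0.163 when counting noise was taken off (exact permutation test, p = 0.2), and its size after thinning was -1.38. The enrichment on the secondary diagonal, -0.13 in C4 against the exponential phase, reversed to 0.0294 (exact permutation test, p = 0.867) with the centre fitted in each 500 kb. The share of contacts on that diagonal above the median plus 0.5 SD was higher in C4 by 14.5 percentage points, and above the median plus 1 SD by 11.1 points (both p = 0.067 in the exact permutation test). These shares depend on the SD of each map, and the cause of the difference between the measures was not tested. The insulation at the stambomycin BGC, -0.056 in C4 against the exponential phase, reversed to 0.0907 with a window of 100 kb, and was -0.196 for the lowest bin of the cluster (exact permutation test, p = 0.133). With each map left out in turn it ranged from -0.125 to 0.0136, the latter without C4 replicate 2. A window of 400 kb could not be computed for this cluster, which lies too close to the end of the map. At the desferrioxamine BGC the difference was -0.07 without C4 replicate 2. With 2 maps against 4 no test can pass 0.05, so that the p-values say little about stability.

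As to depth, the smallest map holds 930519 read pairs, and the median bin of C6 replicate 1 holds 2659 pairs in the left and 5957 in the central compartment. In RNA-seq, C5 has the lowest depth (7359724 to 10458105 sense counts). Simulated counts at the depth of C4 and C1 had 75% of 4-fold changes called by edgeR, with far fewer changed genes than were called in the data.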

Differences from the paper's values

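The share of contacts above a threshold on the secondary diagonal, the grouping of the libraries on other scales, the index of single bins at boundaries, the sense-antisense correlation of 1 value per gene and 15 other readings of the frontier index were chosen only after the results were seen. Of 45 values of the paper compared with those computed here, 7 differ. A value differs when it is apart from the paper's by more than the SD of the replicates, where there is one, and by more than 1.5 times. A signed value differs by its sign or by more than the SD.

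In C6 against C1, the paper's supplement gives 532 genes higher in YEME10, and 229 were found here with edgeR. Of the alternatives set before the data were examined, DESeq2 (531) and the model without C6 replicate 1 (380, within 1.5 times) do not differ from the paper's value. The others do, with 291 genes with RLE factors, 228 with filterByExpr, 251 without the 2 genes with most reads, 43 with both groups alone, 250 with the replicate block, 136 without C1 replicate 1, 81 without C1 replicate 2, 87 without C1 replicate 3, 161 without C6 replicate 2 and 155 without C6 replicate 3.

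The sense-antisense correlation is about 0.47 in Supplementary Fig. 4e, read by eye, and 0.343 here. The legend describes this panel as gene persistence against antisense transcription. The paper's text cites it for antisense against sense transcription, so that what the value of 0.47 measures is not certain. The paper's panel has 1 point per gene, and the value here is the mean over libraries. None of the alternatives set before the data were examined reached it, with 0.265 for genes of at least 10 reads, 0.339 without overlapping genes and 0.348 for reads per kb. With 1 value per gene, the mean over the conditions, chosen after seeing the values, it was 0.382. Pearson's correlation of these means, which is not a rank correlation, was 0.391 on log2 values plus 1 and 0.958 on linear values.

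In C6 the paper's domains of the central region range from 240 to 700 kb, and those found here from 30 to 1320 kb. Of the alternatives set before the data were examined, contacts up to 300 kb (165 to 705 kb) and a pseudocount of the highest contact over 100 (180 to 905 kb) differ in neither limit, and 3 robust SD (425 to 905 kb) differs in the lower one only. Peaks in the same bin, peaks within 2 bins and replicate 2 (425 to 1320 kb) differ in both. Of the readings chosen after seeing the values, no logarithm and the pseudocount of the highest contact over 5 gave a lower limit of 165 kb, and no logarithm with the downstream derivative within the bin gave 190 kb, which do not differ, and the maximum beyond the next bin gave an upper limit of 905 kb, which does not differ.

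The paper states 4 additional boundaries in C1, and 2 were found here. Of the alternatives set before the data were examined, contacts up to 300 kb (4) and the pseudocount over 100 (3) do not differ, and 3 robust SD (0), peaks in the same bin (0), peaks within 2 bins (2) and replicate 2 (2) do. Of the 15 readings chosen after seeing the values, 9 gave 3 to 6. With the distance mean taken off before the logarithm, the order of the paper's methods, there were 6, or 4 with the downstream derivative within the bin.

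The number of genes at boundaries is about 690 in C1 and about 71 in C4 in Fig. 4b, read by eye, and 400 and 331 here. Of the alternatives set before the data were examined, contacts up to 300 kb gave 618 in C1 and 100 in C4, and 3 robust SD gave 103 in C4, which do not differ. The others do, with 151 to 400 in C1, and in C4 with 37 for peaks in the same bin and 387 to 504 for the rest, and for genes within 1 bin as well. Of the readings chosen after seeing the values, 6 gave 466 to 584 genes in C1, which do not differ, and none reached the paper's number in C4.

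Other statements of the paper differ in direction or in the items named. The paper places a boundary at the congocidine BGC in the C4 map of its main figure. In that map the frontier index called none there under 6 settings set before the data were examined and 15 readings chosen after seeing the values, although the insulation was lowest at this cluster (-0.63). In the replicate map a boundary was called there, and 10 of the 15 readings had it. The paper also places a boundary in the stambomycin BGC in C4, and none was called there in C4 replicate 1 under the same settings and readings, nor in replicate 2 under the setting used here and the 15 readings. The paper finds that no boundary of the exponential phase remains in C4, and 2 of the 10 boundaries of C6 were found in each C4 map, those at rDNA operon 4 and at the prophage. In C4 replicate 1 the other settings left 1 or 2, and 3 of the 15 readings left 0. For the terminal arms in C6 the paper describes no boundaries, and the prophage had one in C6 replicate 1 here but not in replicate 2. With the pseudocount over 100 or 3 robust SD, C6 replicate 1 had 0 boundaries in the right compartment, and with peaks in the same bin only that of rDNA operon 6. With peaks within 2 bins it had 2 there, as here, and with contacts up to 300 kb 2 there and 1 in the left compartment. The paper describes the rDNA operons as the sharpest boundaries. By the sum of both peaks, they were in C6 replicate 2, and not in the other exponential phase maps. In C6 replicate 1 the prophage boundary (24.4) was above those of operons 5 (23.1), 4 (21.2) and 1 (20.1). In C1 replicate 1 the boundary at 7510001 (26.2) was above those of operons 5 (24.3), 4 (23.0) and 1 (23.0). In C1 replicate 2 the prophage boundary (36.2) was above every operon's, and operons 5 and 6 had none. The peaks of these other boundaries lie in neighbouring bins. By the highest index of a single bin, a measure chosen after seeing the values, the operons exceeded all other boundaries in both C6 maps. In C1 replicate 1 they did except for operon 4 (17.9, against 18.6 at 1990001), and in C1 replicate 2 operon 2 (26.5) was highest and the prophage (26.2) next. With congocidine the paper finds the number and location of boundaries unchanged, and 6 boundaries were called here against 10 and 8 in the C6 maps, all 6 at places of C6 boundaries. Without the logarithm, a reading chosen after seeing the values, 9 were called in each of both maps.

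The paper reports a secondary diagonal that appears in C4. The enrichment of contacts in a band at equal distance from oriC did not rise here (difference of -0.13). This band cannot follow a tilted diagonal. At 1.5 to 2.5 Mb from oriC, the best offsets in C4 were 270 and 390 kb in replicate 1 and 600 kb in replicate 2. With the centre fitted in each 500 kb, both C4 maps (0.388 and 0.508) lay above both C1 maps (0.333 and 0.364). The C6 maps (0.392 and 0.584) overlapped with those of C4. The share of contacts on the diagonal above the median plus 0.5 SD, a measure after Supplementary Fig. 5f chosen after seeing the values, was higher in C4 by 14.5 percentage points, and such contacts also rose away from the diagonal.

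The paper reports 5 genes induced by congocidine, and edgeR called 4 of them here. DESeq2 and edgeR with all 24 libraries called 5, with SAM23877_RS31595 as the fifth. The paper groups C3 with C1, C2 and C6, and on variance-stabilised counts it grouped here with C4, C5 and C7. Counts scaled to unit variance, a scale chosen after seeing the values, gave the paper's grouping.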

Other observations

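In this part, the tests of terminal DNA copies, of bins with low coverage, of the scale of the values and of the switch without 2 clusters were chosen only after the results were seen. For the antisense index at matched expression the test was planned, but how small the remaining difference had to be was set after its sign was seen.

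The rise of transcription in the extremities from C1 to C4 went with a rise of the 3C-seq coverage of the same regions. The log2 ratio of the coverage of terminal to central bins was -1.08 and -1.21 in C6, -1.03 and -1.09 in C1, and -0.10 and -0.05 in C4. From C1 to C4 it rose by 0.99, and the log2 ratio of median expression by 1.03, a difference of 0.0402. Over the 435 bins of the central region, the changes of expression and coverage had a Spearman correlation of 0.184 (circular permutation test, p = 0.0023), and over the right compartment one of 0.24 (p = 0.022), but over the left one the correlation of 0.11 (p = 0.333) was within the range of shifted positions. Bins are not independent replicates. A candidate explanation is that in growing cells the DNA near the origin has more copies than the ends, and that this difference is lost at 48 h, so that part of the rise in the extremities may follow the number of gene copies. The coverage could also depend on the other lysis protocol used after 48 h, and 3C-seq coverage is not a direct measure of copy number. No map of C7 was analysed here, so this could not be tested in YEME10.

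The fall of the terminal to central dispersion ratio at 48 h, -1.34, was matched by counts drawn with counting noise alone at the depth of each bin, which gave -1.51. Counting noise made up 82 to 98% of the dispersion in the terminal compartments of the exponential phase maps and 62 to 85% of that in the central one. The total depth of a map does not account for the fall, since it was -1.38 after all maps were thinned to 930519 pairs. The lower coverage of terminal bins in exponential phase may therefore be the source of most of their higher dispersion index. With 0 times at which maps of both lysis protocols were made, protocol and time cannot be told apart. A change in the variability of contacts themselves remains open, as a biological explanation that these maps do not separate from coverage.

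Of the 6 boundaries of C4 replicate 1, 5 lie next to a bin with less than 50% of the median coverage, and those at 3780001, 4540001 and 6580001 were also called in C4 replicate 2 (3 shared, circular permutation test, p = 0.0139). Without the bins of low coverage none of the 6 was called, the one at 4160001 included, which lies next to no such bin, so that this test does not separate them (0 of the 3 that are not shared were called). Of those 3, the one at 3600001 was called in replicate 2 once its own bins of low coverage were left out. Of the 3 shared boundaries, 2 were called in replicate 2 also without these bins, and the one at rDNA operon 4 was not. Bins next to the shared boundaries are among the lower ones in replicate 2 as well, with 23.0% (3780001), 77.0% (4540001) and 59.5% (6580001) of the median. Bins with low coverage and other sources of these boundaries cannot be told apart, because the test is void for the first 3 and both maps have lower coverage at the others, and no biological explanation was tested. The boundaries at 4160001 and 4540001 overlap the furan and NRPS BGCs, which were not tested as a source.

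The antisense index of SMBGC and GI genes in C1, high beside the chromosome, was lower than that of genes of the same expression. When each gene was compared with chromosomal genes in the same of 20 groups of sense expression, the difference in C1 was -0.0159 for SMBGC genes (circular permutation test, p = 8.6e-04; 0.119 without matching) and -0.0128 for GI genes (p = 0.0055; 0.13 without matching). The low sense expression of these genes may thus account for their high index. From C1 to C4, the median antisense normRPK of SMBGC genes changed by 0.292 on the log2 scale (exact permutation test, p = 0.5) while their median sense normRPK rose by 2.86 (p = 0.1, the smallest possible), which is consistent with a fall of the index from the rise of sense reads alone. Since the sense reads enter the index, a regulatory role of antisense transcription was not tested by it.

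On 1 of 4 scales, normalized counts with each gene scaled to unit variance, C3 grouped with C1, C2 and C6. On variance-stabilised counts, on log2 counts and on log2 counts scaled to unit variance, it grouped with C4, C5 and C7. The grouping of C3 is thus tied to the scale of the values, on 1 of the 4 scales used. On the first axis of the principal component analysis of variance-stabilised counts of the most variable genes, C3 lies between both groups. Whether the cultures are in an intermediate state after 36 h was not tested.

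SMBGC genes switched from CAT_0 to CAT_3 or CAT_4 more often than other genes also without the congocidine and spiramycin BGCs (odds ratio 2.68, against 6.59 with them). This argues against these clusters alone as the cause only if neighbouring genes are taken as independent, since no circular permutation test was made without them. The odds ratio is lower without them, and the furan BGC holds 11 of the 26 remaining genes. A biological explanation, cluster-wide regulation in these media and times, was not tested further.

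Other splits of the same libraries into groups of the same sizes were counted for each comparison of at least 3 libraries against 3. In C2, C4, C6 and C7 against C1, in C7 against C6 and with congocidine against C6, 1 of 10 splits, the real one, called as many genes. With 10 splits the share cannot fall under 0.1, so that chance cannot be excluded by this count alone. The largest other split called 3 genes in C2, 16 in C4, 6 in C6, 1 in C7 against C1, and 0 in C7 against C6 and with congocidine. In C5 against C1, 1 of 35 splits called as many genes, so that chance is excluded at a share of 0.05, and the largest other split called 2938 genes. As 0 of the C5 libraries were made with the kit of C1, kit and condition cannot be told apart for C5.

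In the paper's Supplementary Data 2, the column with the number of genes per cluster appears shifted by 1 line for clusters 5 to 10, when compared with the genes that lie within the limits given there.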
